# Polycystic ovary syndrome is transmitted via a transgenerational epigenetic process

**DOI:** 10.1016/j.cmet.2021.01.004

**Published:** 2021-03-02

**Authors:** Nour El Houda Mimouni, Isabel Paiva, Anne-Laure Barbotin, Fatima Ezzahra Timzoura, Damien Plassard, Stephanie Le Gras, Gaetan Ternier, Pascal Pigny, Sophie Catteau-Jonard, Virginie Simon, Vincent Prevot, Anne-Laurence Boutillier, Paolo Giacobini

**Keywords:** PCOS, transgenerational, inheritance, epigenetics, methylation, neuroendocrine, AMH, fertility, metabolic disorder, developmental programming

## Abstract

Polycystic ovary syndrome (PCOS) is the most common reproductive and metabolic disorder affecting women of reproductive age. PCOS has a strong heritable component, but its pathogenesis has been unclear. Here, we performed RNA sequencing and genome-wide DNA methylation profiling of ovarian tissue from control and third-generation PCOS-like mice. We found that DNA hypomethylation regulates key genes associated with PCOS and that several of the differentially methylated genes are also altered in blood samples from women with PCOS compared with healthy controls. Based on this insight, we treated the PCOS mouse model with the methyl group donor S-adenosylmethionine and found that it corrected their transcriptomic, neuroendocrine, and metabolic defects. These findings show that the transmission of PCOS traits to future generations occurs via an altered landscape of DNA methylation and propose methylome markers as a possible diagnostic landmark for the condition, while also identifying potential candidates for epigenetic-based therapy.

## Highlights

• Transmission of PCOS traits in mice occurs via an altered DNA methylation landscape
• Metabolic- and inflammatory-related pathways are dysregulated in models of PCOS
• Common hypomethylation signatures occur in a mouse model of PCOS and in humans
• Identification of a novel epigenetic-based therapeutic strategy for PCOS

## Introduction

Polycystic ovary syndrome (PCOS) is the main cause of female infertility, affecting 6%–20% of women of reproductive age worldwide (Dumesic et al., 2015; March et al., 2010). It is characterized by a wide range of clinical symptoms including hyperandrogenism, oligo-anovulation and, in many cases, metabolic disorders (type 2 diabetes [T2D], hypertension, and cardiovascular disease) (Boyle and Teede, 2016; Dokras et al., 2017). Despite the detrimental effects on women’s health, progress toward a cure for PCOS has been hindered by the absence of a clear mechanistic etiology, lack of prognostic markers and by the complexity of the disease.

PCOS has a strong heritable component (Crisosto et al., 2007; Gorsic et al., 2017, 2019), as witnessed by the fact that ∼60%–70% of daughters born to women with PCOS will eventually manifest the disease (Crisosto et al., 2019; Risal et al., 2019). In line with that, daughters of mothers with PCOS have a 5-fold-increased risk of being diagnosed with PCOS later in life (Risal et al., 2019). An altered *in utero* milieu, such as excessive androgen (Abbott et al., 2002; Franks and Berga, 2012; Padmanabhan and Veiga-Lopez, 2013; Risal et al., 2019; Walters et al., 2018), or elevated levels of anti-Müllerian hormone (AMH) exposure (Tata et al., 2018), may be in part responsible for the development of PCOS. Indeed, recent preclinical evidence demonstrated that PCOS may originate in the womb due to the “programing” effect of excessive prenatal AMH exposure (Tata et al., 2018). This animal model, named PAMH, recapitulates all the diagnostic criteria for PCOS in women, including hyperandrogenism, oligo-anovulation, altered fertility, together with increased gonadotropin-releasing hormone (GnRH) and luteinizing hormone (LH) secretion, which exacerbate the hyperandrogenism in mice (Tata et al., 2018) and humans (Stener-Victorin et al., 2020; Walters et al., 2018).

Preclinical PCOS models provide translatable organisms to investigate the mechanisms underlying the etiology of the disease (Stener-Victorin et al., 2020). Consistently, prenatally androgenized (PNA) mice derived from dams exposed to dihydrotestosterone (DHT) during late pregnancy, display PCOS-like phenotypes (Moore et al., 2015; Roland et al., 2010; Sullivan and Moenter, 2004), which are transmitted across three generations (Risal et al., 2019).

Environmental factors exert their effects via the induction of epigenetic changes such as DNA methylation and these modifications can lead to increased disease susceptibility later in life. However, there are very few studies focusing on the epigenetic changes associated with PCOS development, with only a handful of genome-wide studies conducted so far (Makrinou et al., 2020; Shen et al., 2013; Wang et al., 2014; Xu et al., 2010, 2016; Yu et al., 2015). In this study, we provide compelling evidence that PCOS neuroendocrine reproductive and metabolic dysfunctions are transmitted in PAMH mice for at least three generations. We employed genome-wide methylated DNA immunoprecipitation (MeDIP) analysis to characterize methylated genes in ovaries from control and PAMH mice of the third generation, the first unexposed transgenerational offspring, together with transcriptome analysis in these tissues. We identified many genes with altered transcriptome expression in ovarian tissues of PCOS animals and we show that several key molecules associated to the PCOS phenotype are epigenetically regulated through DNA hypomethylation. We report that several differentially methylated signatures found in the ovaries of PCOS-like mice are also present in blood samples from women with PCOS and from daughters born to women with PCOS.

Finally, we provide evidence that treatment of PAMH F3 female offspring with a methylating pharmacological agent rescues the neuroendocrine and metabolic alterations of PCOS, thus highlighting a roadmap to new avenues for epigenetic therapies of the disease.

## Results

### Prenatal AMH treatment drives transgenerational transmission of reproductive and metabolic PCOS alterations across multiple generations

Given the strong heritability of PCOS and the well-documented transmission of the cardinal neuroendocrine and metabolic features observed in first degree relatives of PCOS women (Sir-Petermann et al., 2002, 2012), we sought to test whether female PCOS-like offspring (F1) of gestating mice prenatally exposed to high AMH (F0) (Tata et al., 2018) are susceptible to transfer PCOS-like traits to F2 (intergenerational) and to F3 (transgenerational) offspring.

We injected pregnant dams (F0) intraperitoneally with PBS (CNTR) or with AMH (AMH_C_, 0.12 mg/Kg/day; prenatal AMH-treated, PAMH) from embryonic day E16.5 to E18.5, to generate CNTR F1 and PAMH F1, respectively. PAMH F1 females mated with PAMH F1 unrelated males generated PAMH F2 offspring and F2 female offspring mated with another group of unrelated males generated F3 offspring (Figure 1A). PAMH F1 female offspring manifest all the major criteria of PCOS diagnosis in humans, including hyperandrogenism, oligo-anovulation, increased LH levels, and fertility impairments (Qi et al., 2019; Tata et al., 2018). We then assessed whether these neuroendocrine reproductive alterations were systematically present in PAMH F2 and F3 offspring. From postnatal day 30 (P30) to P60, F1, F2, and F3 female PAMH lineage exhibited longer anogenital distance than control offspring (Figure 1B), indicating a higher androgenic impregnation in the PAMH lineage. Moreover, PAMH F1-F3 female offspring exhibited delayed vaginal opening and delayed puberty onset (Figures S1A and S1B). At P60, the PAMH lineage did not show any difference in body weight as compared with control females (Figure S1C).

**Figure 1:**
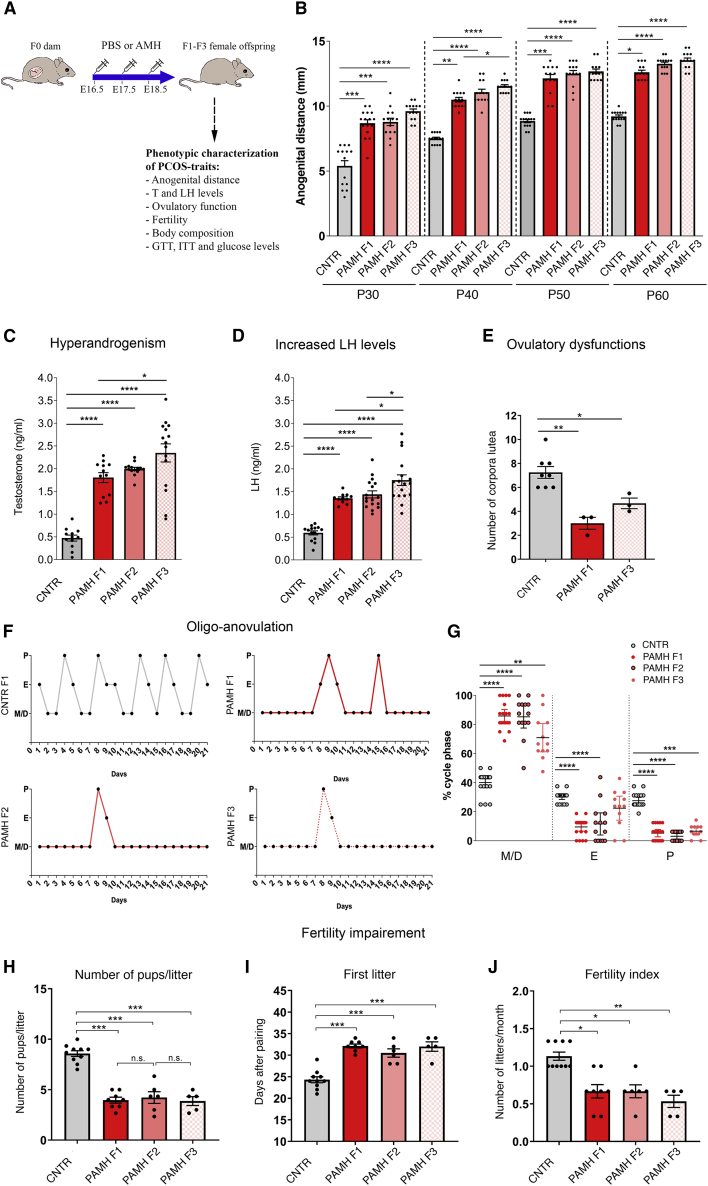
Prenatal AMH exposure induces transgenerational transmission of PCOS neuroendocrine traits to multiple generations (A) Schematic illustration of experimental design employed to generate F1, F2, and F3 offspring. (B) Anogenital distance (AGD) measurement over postnatal days (P) 30, 40, 50, and 60 in adult control females (n = 14), PAMH F1 (n = 13–16), PAMH F2 (n = 14), and PAMH F3 (n = 14). (C) Plasma testosterone concentration in adult females (P60–P90) in diestrus (CNTR F1, n = 12; PAMH F1, n =12; PAMH F2, n = 14; PAMH F3, n = 15). (D) Plasma LH levels in adult (P60–P90) diestrus females (CNTR F1, n = 14; PAMH F1, n = 11; PAMH F2, n = 17; PAMH F3, n = 17). (E) Quantification of the number of corpora lutea (CL) in the ovaries of adult diestrus female mice (CNTR F1, n = 8; PAMH F1, n = 3; PAMH F3, n = 3). (F) Representative estrous cyclicity of 8 mice/treatment group during 16 consecutive days. M/D: metestrus/diestrus phase, P, proestrus; E, estrus. (G) Quantitative analysis of estrous cyclicity in adult (P60–P90) mice from control and PAMH lineages. Scatterplot representing the percentage (%) of time spent in each estrous cycle in CNTR F1 (n = 19), PAMH F1 females (n = 19), PAMH F2 females (n = 14), and PAMH F3 females (n = 12), respectively. The horizontal line in each scatter plot corresponds to the median value. The vertical line represents the 25^th^–75^th^ percentile range. (H) Number of pups per litter. (I) Time to first litter (number of days to first litter after pairing). (J) Fertility index: number of litters per females over 3 months, quantified per generation and pairing. Data in (B)–(E) and (H)–(J) are represented as mean ± SEM. For statistical analysis, p values were calculated by Kruskal-Wallis followed by Dunn's multiple comparisons post hoc test (B and G) or by one-way ANOVA followed Tukey’s multiple comparison post hoc test. ^∗^p < 0.05; ^∗∗^p < 0.005; ^∗∗∗^p < 0.0005; ^∗∗∗∗^p < 0.0001.

Subsequently, we uncovered a significant and persistent elevation in both circulating levels of testosterone and LH in adult PAMH F1-F3 females in comparison with the control group (Figures 1C and 1D). Ovarian histological analysis of PAMH animals pointed to comparable abnormalities at F1 and F3 consistent with their oligo-ovulatory phenotype, characterized by the presence of fewer post-ovulation *corpora lutea* as compared with control animals (Figure 1E). We confirmed such ovulatory problems by monitoring the estrous cycles of these animals over 3 weeks and showing that F1, F2, and F3 offspring in the PAMH lineage displayed disrupted estrous cycles with prolonged time spent in metestrus and diestrus as compared with the control offspring (Figures 1F and 1G). PAMH lineage also showed diminished fertility and fecundity from F1 to F3, as indicated by fewer pups per litter produced over a 3-month period (Figure 1H), by a significant delay in their first litter (Figure 1I) and by fewer litters produced during the 90 days mating protocol (Figure 1J). Similar ovulatory and fertility defects were detected when PAMH female offspring were mated with control naive males in a matriline breeding scheme (Figures S2A–S2E).

We then checked whether PAMH F1-F3 female offspring presented PCOS-like metabolic alterations. At 6 months of postnatal life, PAMH F1-F3 animals had higher body weight and fat mass, compared with controls (Figure 2A). The percentage of free body fluids was comparable between all groups (Figure 2A). In addition, glucose tolerance and insulin sensitivity were lower in 6-month-old PAMH F1 offspring compared with controls (Figures 2B and 2C).

**Figure 2:**
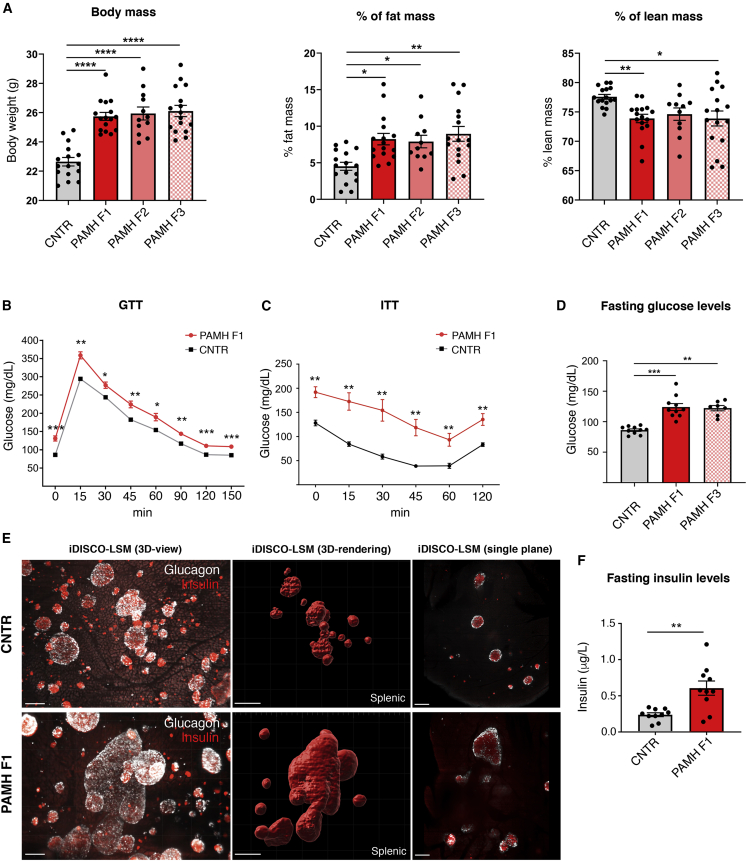
Prenatal AMH exposure causes a transgenerational transmission of metabolic derangements in 6-month-old female offspring (A) Body composition of CNTR (n = 16; 6 months old), PAMH F1 (n = 16; 6 months old), PAMH F2 (n = 11–12; 6 months old), and PAMH F3 (n = 16; 6 months old), presented as body weight (g), percent fat mass normalized to body weight (g), and percent of lean mass. (B and C) Oral glucose tolerance test (GTT) upon 14 h of fasting (B) and insulin tolerance test (ITT) upon 4-h fasting (C) in CNTR (n = 7; 6 months old) and PAMH F1 adult female offspring (n = 7; 6 months old). (D) Glucose levels upon 12 h of fasting in CNTR (n = 10; 6 months old), PAMH F1 (n = 10; 6 months old), and PAMH F3 (n = 7; 6 months old) female offspring. (E) LSFM images of solvent-cleared pancreata dissected from 6-month-old CNTR and PAMH F1 female mice. Left: 3D projection of immunostaining for insulin (red) and glucagon (white); scale bars, 150 μm. Middle: 3D analysis of rendered pancreatic islets expressing insulin; scale bars, 200 μm. Right: single plane optical reslice of the pancreata; scale bars, 200 μm. (F) Plasma insulin levels upon 12 h of fasting in CNTR (n = 10; 6 months old) and PAMH F1 (n = 10; 6 months old) female offspring. Values are represented as the mean ± SEM. For statistical analysis, p values were calculated by one-way ANOVA followed by Tukey’s multiple comparison post hoc test (A, body mass), by Kruskal-Wallis followed by Dunn's multiple comparisons post hoc test (A, % fat mass, % lean mass; D) or by an unpaired two-tailed Student’s t test (B and E). Statistical significance for all analyses were ^∗^p < 0.05; ^∗∗^p < 0.005; ^∗∗∗^p < 0.0005; ^∗∗∗∗^p < 0.0001.

We then measured fasting glucose levels, upon 12-h overnight fasting conditions, in control and PAMH F1 and F3 female offspring. Fasting glucose levels were significantly higher in PAMH F1 and PAMH F3 animals than in controls (Figure 2D), supporting a hyperglycemic phenotype of these animals. In order to investigate whether PAMH mice displayed a T2D-like phenotype, we first applied a tissue-clearing technique, iDISCO+ (Renier et al., 2014), and whole-organ 3D imaging to determine the 3D distribution of insulin-producing β cells and glucagon-producing α cells, across the whole pancreas in 6-month-old CNTR and PAMH F1 female mice (Figure 2E). Whole-organ immunofluorescence revealed that pancreatic islets of Langerhans were hypertrophic in PCOS-like animals as compared with controls (Figure 2E). To determine whether the islet hyperplasia, observed in PCOS-like animals, was associated with altered insulin secretion, we then measured fasting insulin levels in 6-month-old CNTR and PAMH F1 mice and demonstrated that they are significantly higher in PAMH F1 female offspring than in control animals (Figure 2F).

### Prenatal AMH exposure results in altered ovarian transcriptomic profiles in the third-generation offspring

To dissect the molecular mechanisms and the affected gene pathways underlying “fetal reprogramming” of PCOS, we performed RNA sequencing (RNA-seq) analysis in ovaries dissected from control diestrus offspring (CNTR) and from PAMH F3 diestrus and performed differential gene expression analysis (Figures 3A and S3; Data S1). 

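Ovaries at diestrus on postnatal day 60 were sequenced from 3 CNTR mice, whose dams had received PBS, and from 4 PAMH F3 mice, whose F0 ancestors had received AMH at 0.12 mg/kg per day from embryonic day 16.5 to embryonic day 18.5. The paper gives these injections as intraperitoneal, whereas the sample labels give them as subcutaneous. The CNTR mice were of generation 1 and the PAMH F3 mice of generation 3. Differences between the groups therefore cannot be told apart from differences between generations. The authors made stranded poly(A) libraries, mapped single reads to the mm10 assembly with STAR and counted uniquely aligned reads on Ensembl genes with HTSeq-count. The deposited values are these raw read counts per gene, without normalization. They cover 55487 Ensembl identifiers, of which 55394 were matched to the GENCODE M21 annotation of mm10 for symbols and positions. Reads counted on genes numbered from 32968559 to 33383986 per CNTR library, with a median of 33088192, and from 32158174 to 35485021 per PAMH F3 library, with a median of 33958484. The share of all counted alignments that HTSeq set aside as not unique ran from 37.7% to 40.7% across the 7 libraries. For comparisons between the groups, counts were normalized by edgeR's TMM method and are given as CPM, edgeR's unit of counts scaled to library size. The 18779 genes kept by edgeR's filterByExpr were tested with its quasi-likelihood F test, and p values were adjusted by the Benjamini-Hochberg method. The model held 2 surrogate variables from svaseq, which are covariates estimated from the counts to stand for unwanted variation between libraries. The paper also puts unwanted variation found with sva into its model, and its text does not name the number of surrogate variables. Its p values come from a DESeq2 Wald test and were adjusted by the IHW method, which was not used here. The 7 libraries can be divided into groups of 3 and 4 in 35 ways, so that an exact permutation test cannot give a two-sided p below 0.0286.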

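At an adjusted p of at most 0.05, 0 of the 18779 genes differed between PAMH F3 and CNTR ovaries in edgeR's test, and the smallest adjusted p was 0.104. An unadjusted p under 0.05 was found for 1432 genes (7.63%), and 51% of these were higher in PAMH F3. Among the settings tried, DESeq2's Wald test with the same surrogate variables and a normal prior on the fold changes moved the count most, to 41 genes higher and 79 lower in PAMH F3. DESeq2's Wald test with the same surrogate variables and no prior gave 46 genes higher and 55 lower, a total that 12 of the 35 divisions of the libraries into 3 and 4 reached or exceeded, the real one included. Without surrogate variables, edgeR's test gave 0 genes at the adjusted threshold and 730 at an unadjusted p under 0.05, of which 30.1% were higher in PAMH F3. Every PAMH F3 library lay above every CNTR library for 348 genes and below every CNTR library for 451. Together these were 4.25% of the genes tested, against 5.71% expected from random orders of the libraries. From its own comparison of these libraries, the paper concludes that prenatal AMH exposure alters the ovarian transcriptomic profile of the third generation.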

We identified 102 differentially expressed genes (DEGs; 54 downregulated and 48 upregulated; adjusted p ≤ 0.05) in PAMH F3 ovaries compared with control ovaries (Figures 3B and 3C). 

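In edgeR's comparison, the 48 genes that Data S1 lists as upregulated were all higher in PAMH F3 and the 54 listed as downregulated were all lower. The log2 fold changes of the upregulated genes ran from 0.29 to 0.98, apart from Gm4750 at 7.17. Gm4750, chosen for mention after its values were seen, had 1067 counts in CNTR replicate 2, 755 and 994 counts in PAMH F3 replicates 2 and 3, and between 1 and 3 counts in the other libraries. The log2 fold changes of the downregulated genes ran from -1.66 to -0.29. The median size of the log2 fold change over the 102 genes was 0.57, and the paper's median in Data S1 is 0.42. The size was smaller in Data S1 for all 102 genes, and Gm4750 is at 0.017 there. DESeq2's values without a prior were close to edgeR's, apart from Gm4750 (5.30). For Timp1, DESeq2 gave -1.27 without a prior and -0.24 with a normal prior, against -0.374 in Data S1. The paper's text does not say whether the fold changes of Data S1 hold such a prior. The sizes may therefore not be the same measure. The largest unadjusted p among the 102 genes was 0.0113, and their edgeR adjusted p values ran up to 0.55. Adjusted over these 102 genes alone, all 102 passed the threshold, a count that shows no stability because the list holds the paper's own calls on the same libraries. Without surrogate variables, 65 of the 102 genes had an unadjusted p under 0.05, and 49 passed when adjusted over the list alone. The libraries of the 2 groups did not overlap for 34 of the 102 genes.

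**Figure D1:**
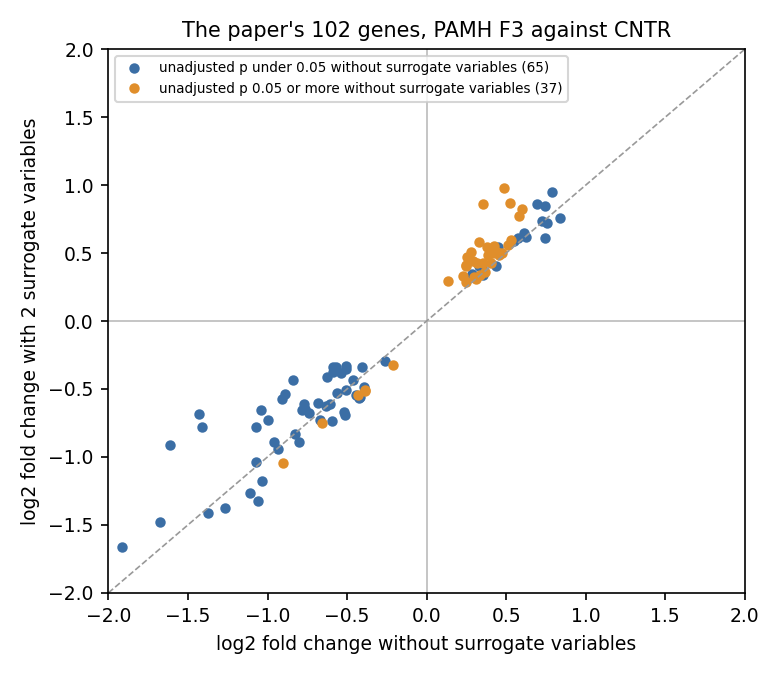
Log2 fold change of PAMH F3 against CNTR for the 102 genes in edgeR's fit without surrogate variables (horizontal) and with 2 surrogate variables (vertical), with the dashed line at equal values. The 37 genes in orange had an unadjusted p of 0.05 or more without surrogate variables, and Gm4750 (0.25 without and 7.17 with surrogate variables) lies outside the axes.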

Next, we generated heatmaps showing the expression patterns of the 102 DEGs in control and PAMH F3 offspring (Figure S4). 

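The downregulated genes of the IGF network in Figure 3D are Timp1, Cst3, Gpc3, Igfbp6, Tnfrsf12a and Idh1. Igfbp6 (ENSMUSG00000023046, chromosome 15 from 102144362 to 102149511) encodes an IGF-binding protein. Its expression was 86.5 ± 25.7 CPM (SD, n = 3) in CNTR and 50.5 ± 12.5 CPM (SD, n = 4) in PAMH F3. Its log2 fold change was -0.61 (standard error 0.12, edgeR adjusted p = 0.427), and each PAMH F3 library lay below each CNTR library. The metalloproteinase inhibitor gene Timp1 (ENSMUSG00000001131, chromosome X from 20870166 to 20874735) fell from 217 ± 73.0 CPM (SD, n = 3) to 100.3 ± 45.7 CPM (SD, n = 4), a log2 fold change of -1.27 (standard error 0.23). Tnfrsf12a (ENSMUSG00000023905, chromosome 17 from 23675445 to 23677468) was at 32.2 ± 5.83 CPM (SD, n = 3) in CNTR and 15.3 ± 2.82 CPM (SD, n = 4) in PAMH F3. The lowest CNTR library lay above the highest PAMH F3 library (exact permutation test, two-sided p = 0.0286). All 6 genes were lower in PAMH F3, with edgeR adjusted p values from 0.369 to 0.54. Without surrogate variables, 4 of the 6 had an unadjusted p under 0.05, and Gpc3 (0.186) and Idh1 (0.0599) did not. Gpc3 fell by 0.32 on the log2 scale in the comparison of all libraries and rose by 0.01 when CNTR replicate 1 was left out. DESeq2's Wald test with the same surrogate variables called 5 of the 6 and gave Cst3 an adjusted p of 0.172.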

Several differentially downregulated genes are involved in regulating insulin-like growth factor (IGF) transport and uptake by IGF-binding proteins (IGFBPs) as shown in the STRING protein interaction network (Figure 3D).

**Figure 3:**
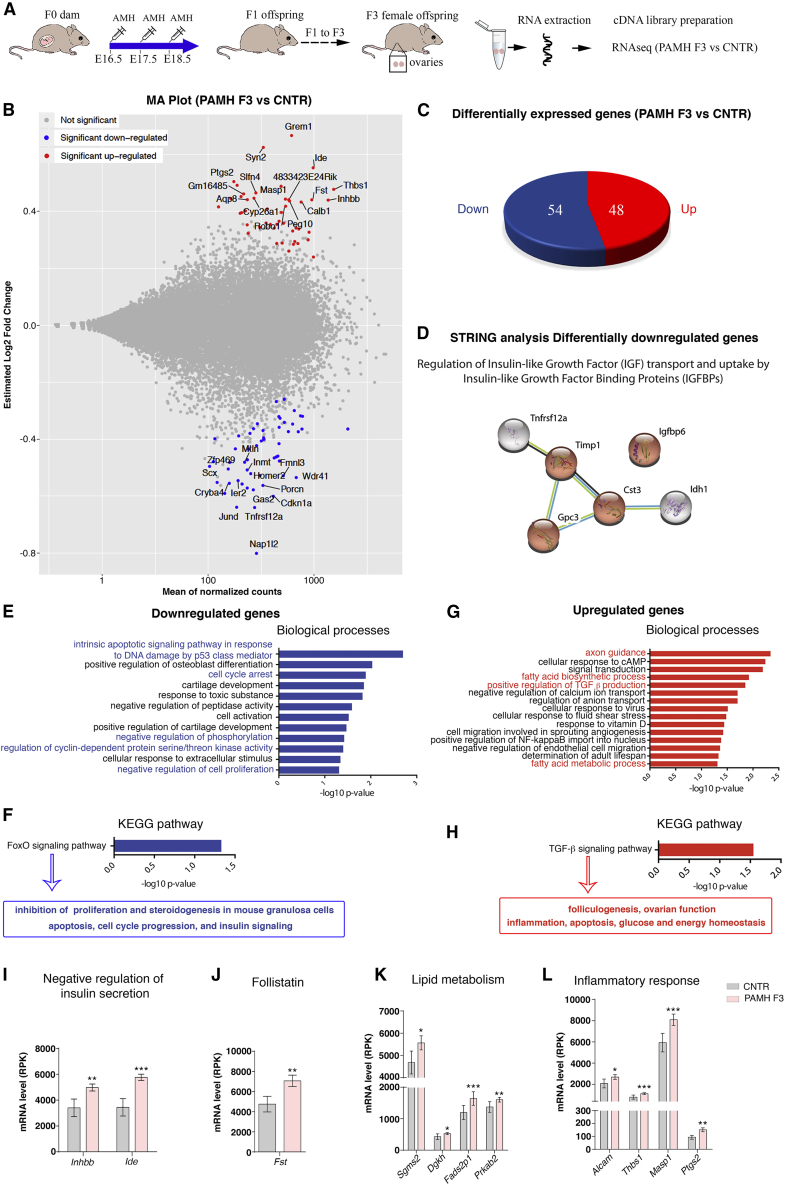
RNA-seq analysis of ovarian tissue in control and F3 PCOS animals points to altered gene expression linked to ovarian and metabolic functions and to inflammatory response (A) Schematic illustration of the experimental design. (B) MA plot of gene expression changes in the PAMH F3 ovaries (n = 4) versus control (prenatally PBS-treated; CNTR, n = 3) for all experimental conditions. Ovaries were dissected from CNTR or PAMH F3 adult females (P60) at diestrus. The MA plot represents the estimated log_2_ fold change as a function of the mean of normalized counts. Significant genes were selected when adjusted p value lower than 0.05. For significant genes, a selection of first gene names according to the adjusted p value is displayed in red for the upregulated genes and blue for the downregulated genes. (C) Pie chart refers to the number of genes upregulated and downregulated when comparing PAMH F3 with CNTR ovaries (p_adj_ ≤ 0.05). (D) STRING protein network analysis of the downregulated genes revealed strong interaction between genes involved in regulating IGF transport and uptake by IGFBPs. (E–H) Functional annotation charts using DAVID performed on the differentially regulated genes either decreased in PAMH F3 versus CNTR (blue, E and F) or increased in PAMH F3 versus CNTR (red, G and H). Significance is indicated as −log10 p value. (I–L) Histograms significantly show enrichment in the PAMH F3 ovaries versus CNTR of genes involved in the negative regulation of insulin secretion (I), follistatin (*Fst*; J), lipid metabolism (K), and inflammatory response (L). ^∗^p_adj_ < 0.05; ^∗∗^p_adj_ < 0.005; ^∗∗∗^p_adj_ < 0.0005.

To further gain insight into gene function, we performed a gene enrichment analysis with the DEGs using the database for annotation, visualization, and integrated discovery (DAVID) functional annotation tool (p ≤ 0.05; Figures 3E and 3G). The downregulated-genes-associated biological processes in PAMH F3 offspring are involved in DNA repair, cell-cycle arrest, negative regulation of phosphorylation, and negative regulation of cell proliferation (Figure 3E). 

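Of the 54 downregulated genes, the annotation column of Data S1 gives cell cycle arrest for at least 2 (Cdkn1a and Gas2), negative regulation of cell population proliferation for at least 4 (Cdkn2b, Zbtb16, Lmna and Gpc3) and an annotation that contains DNA damage for at least 1 (Ifi204). The copy of Data S1 used here shortens the annotations of 16 of the 54 genes, so that the counts are lower limits and no term can be called absent. The DAVID and KEGG enrichments were not analysed here. Cdkn2b (ENSMUSG00000073802, chromosome 4 from 89306299 to 89311039), a cyclin-dependent kinase inhibitor gene, was at 18.7 ± 7.67 CPM (SD, n = 3) in CNTR and 8.86 ± 0.83 CPM (SD, n = 4) in PAMH F3. With a log2 fold change of -0.78 (standard error 0.16), its edgeR adjusted p was 0.421. The CNTR libraries spread from 10.6 to 25.9 CPM, and the highest PAMH F3 library was at 9.61 CPM (exact permutation test, two-sided p = 0.0286).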

We used pathway analyses to identify the significant pathways associated with the DEGs according to Kyoto Encyclopedia of Genes and Genomes (KEGG) (Figure 3F). Our analysis revealed that the most affected pathway is the FoxO signaling pathway, which is related to the regulation of cell cycle and control of quiescence of primordial follicles, steroidogenesis in ovarian granulosa cells, apoptosis, and insulin signaling (Dupont and Scaramuzzi, 2016; Richards and Pangas, 2010). 

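Among the 48 upregulated genes, Data S1 gives axon guidance for at least 3 (Sema6c, Alcam and Robo1), fatty acid biosynthetic process for at least 3 (Prkab2, 4833423E24Rik and Ptgs2) and a term that contains lipid metabolic process for at least 5 (Sgms2 and Dgkh in addition to these 3). These counts are lower limits, since the annotations of 12 of the 48 genes are shortened in the copy used here. The adhesion molecule gene Alcam (ENSMUSG00000022636, chromosome 16 from 52248996 to 52454074) was at 101 ± 35.2 CPM (SD, n = 3) in CNTR and 130.2 ± 21.6 CPM (SD, n = 4) in PAMH F3. Its log2 fold change of 0.36 (standard error 0.07) had an edgeR adjusted p of 0.42. The groups overlapped in Alcam (exact permutation test, two-sided p = 0.2).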

The upregulated genes in the PAMH lineage are involved in axon guidance, fatty acid biosynthetic process, transforming growth factor beta (TGF-β) production, and metabolic processes (Figure 3G). KEGG pathway analysis showed that the most affected pathway among the upregulated genes is the TGF-β signaling pathway, which is involved in folliculogenesis, ovarian function, inflammation, glucose, and energy homeostasis (Dupont and Scaramuzzi, 2016; Richards and Pangas, 2010) (Figure 3H).

Notably, among the upregulated genes, we found some significant enrichment in PAMH F3 offspring of genes involved in the negative regulation of insulin secretion and in the control of folliculogenesis and ovarian steroidogenesis (Findlay, 1993; Poulsen et al., 2020), such as inhibin b (*Inhbb*) and insulin degrading enzyme (*Ide*) (Figure 3I), as well as follistatin (*Fst*; Figure 3J). Moreover, we identified a significant enrichment in the ovaries of PAMH F3 mice of genes involved in lipid metabolism (Figure 3K) and inflammatory response (Figure 3L).

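The mRNA levels of Figure 3I–3L were computed in the paper's unit, RPK, which is the count normalized by DESeq2's median-ratio size factors and divided by the gene's median transcript length in kilobases. Inhbb (ENSMUSG00000037035, chromosome 1 from 119415465 to 119422248) was at 3406 ± 1180 RPK (SD, n = 3) in CNTR and 4981 ± 543 RPK (SD, n = 4) in PAMH F3, and the groups overlapped (exact permutation test, two-sided p = 0.0857). The level of Ide (ENSMUSG00000056999, chromosome 19 from 37268743 to 37337852) was 3449 ± 1169 RPK (SD, n = 3) in CNTR and 5769 ± 476 RPK (SD, n = 4) in PAMH F3. Its groups did not overlap (exact permutation test, two-sided p = 0.0286, and 0.189 after adjustment over the 11 genes of these panels). Within CNTR, the Ide level of replicate 1 was 4792 RPK, above those of the other CNTR libraries, at 2669 and 2885 RPK. Fst (ENSMUSG00000021765, chromosome 13 from 114452290 to 114458951) was at 4751 ± 1346 RPK (SD, n = 3) in CNTR and 7066 ± 1127 RPK (SD, n = 4) in PAMH F3, where CNTR replicate 3 lay within the PAMH F3 range. In edgeR's test, the log2 fold changes were 0.59 for Inhbb (standard error 0.12, adjusted p = 0.491), 0.61 for Ide (standard error 0.08, adjusted p = 0.35) and 0.61 for Fst (standard error 0.14, adjusted p = 0.522). With TMM-normalized CPM per kilobase in place of RPK, the ratio of PAMH F3 to CNTR in Ide was 1.67, as it was in RPK, and leaving out CNTR replicate 1 moved it most, to 2.08.

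**Figure D2:**
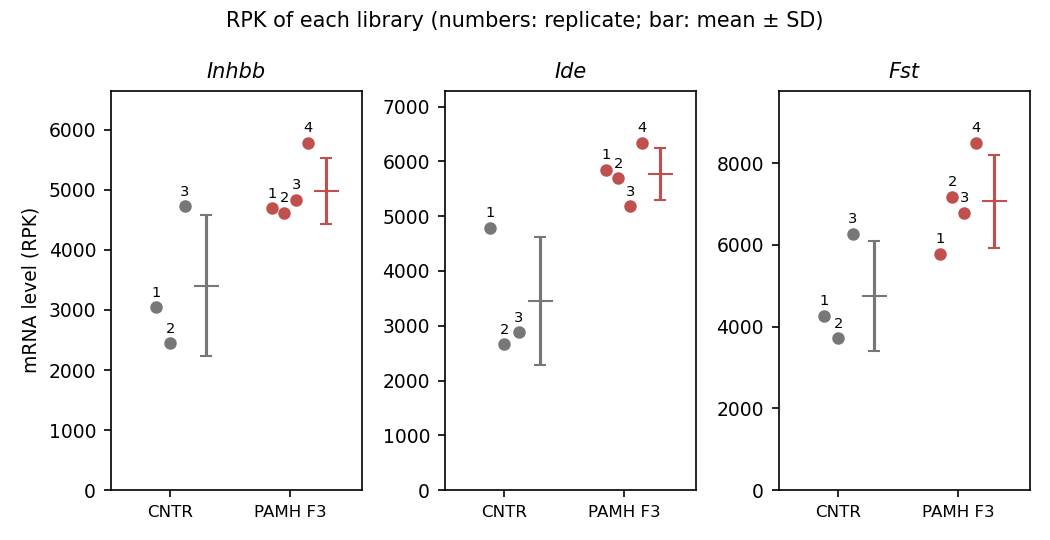
mRNA level in RPK of Inhbb, Ide and Fst in each CNTR and PAMH F3 library, numbered by replicate, with bars for the mean ± SD. All PAMH F3 libraries lie above all CNTR libraries in Ide, and CNTR replicate 3 lies among the PAMH F3 libraries in Inhbb and Fst.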

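For the lipid metabolism genes, Sgms2 was at 4685 ± 891 RPK (SD, n = 3) in CNTR and 5566 ± 631 RPK (SD, n = 4) in PAMH F3, and Dgkh was at 429 ± 158 RPK (SD, n = 3) and 526 ± 64.0 RPK (SD, n = 4). The gene 4833423E24Rik rose from 1198 ± 387 RPK (SD, n = 3) to 1641 ± 433 RPK (SD, n = 4), and Prkab2 from 1372 ± 291 RPK (SD, n = 3) to 1604 ± 146 RPK (SD, n = 4). The higher mean of Prkab2 rests more on CNTR replicate 1 than on PAMH F3 replicate 4. PAMH F3 replicate 4 was at 148 CPM, against 123 to 124 CPM in the other PAMH F3 libraries. The log2 ratio of Prkab2 in RPK was 0.24 with all libraries, 0.08 without CNTR replicate 1 and 0.18 without PAMH F3 replicate 4. It was above the value with all libraries in each other fit that left out one library. The groups overlapped in all 4 genes, with exact permutation p values (two-sided) from 0.2 to 0.286. Among the inflammatory response genes, Thbs1 was at 5928 ± 1510 RPK (SD, n = 3) in CNTR and 8087 ± 1069 RPK (SD, n = 4) in PAMH F3. Masp1 was at 785 ± 333 RPK (SD, n = 3) and 1115 ± 175 RPK (SD, n = 4), and Ptgs2 at 93.6 ± 26.1 RPK (SD, n = 3) and 152 ± 30.7 RPK (SD, n = 4). Their exact permutation p values (two-sided) were 0.0857 for Thbs1, 0.171 for Masp1 and 0.0857 for Ptgs2. After adjustment, 0 of the 11 genes in Figure 3I–3L passed the threshold, and all 11 had a higher mean in PAMH F3. A gene could pass the adjusted permutation test only where several of the 11 genes reached its smallest p. The count of 0 therefore cannot show that the groups are alike. Without surrogate variables, edgeR's unadjusted p was under 0.05 for 0 of the 4 lipid metabolism genes and for 2 of the 4 inflammatory response genes. DESeq2's Wald test with the same surrogate variables called all 4 inflammatory response genes and 2 of the lipid metabolism genes, and its adjusted p was 0.0696 for Sgms2 and 0.0575 for Dgkh.

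**Figure D3:**
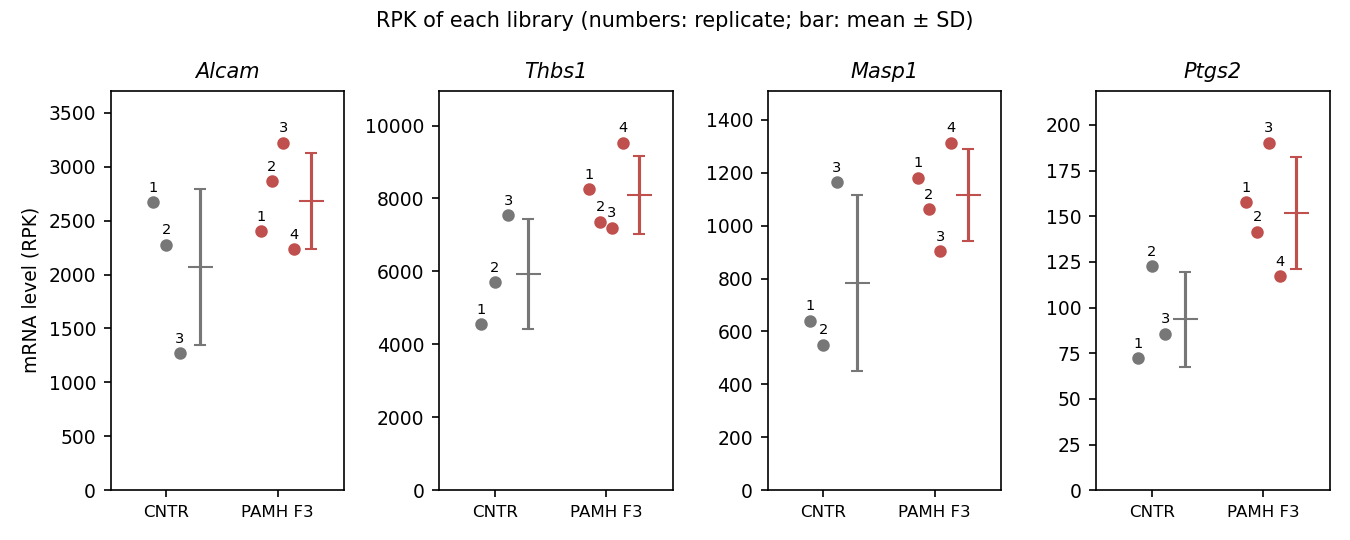
mRNA level in RPK of Alcam, Thbs1, Masp1 and Ptgs2 in each CNTR and PAMH F3 library, numbered by replicate, with bars for the mean ± SD. The groups overlap in all 4 genes.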

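All 20 genes that the paper lists as most upregulated were higher in PAMH F3 in edgeR's test, with log2 fold changes up to 0.98, and all 20 listed as most downregulated were lower, with log2 fold changes down to -1.48. Ranked by edgeR's log2 fold change among the paper's 102 genes, 16 of the 20 upregulated genes and 17 of the 20 downregulated genes were also in the top 20. The groups did not overlap for 5 of the upregulated and 11 of the downregulated genes. Without surrogate variables, the unadjusted p was under 0.05 for 11 of the upregulated and 18 of the downregulated genes. With the same surrogate variables, DESeq2's Wald test called all 20 of the upregulated and 18 of the downregulated genes. Both lists hold the paper's calls on the same libraries, so that the directions and the DESeq2 calls are no independent support.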

The top 20 significant upregulated and downregulated genes by fold-change in PAMH F3 ovaries versus control ovaries are presented in Figure S5. The top upregulated genes in third-generation PCOS-like ovaries are mainly related to ovarian function, insulin metabolic process, inflammation, angiogenesis, cell-cycle progression, and axon guidance (Figure S5A). 

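Grem1 (ENSMUSG00000074934, chromosome 2 from 113746164 to 113758646), which encodes a bone morphogenetic protein antagonist, had the smallest p of all genes tested. Its expression was 86.9 ± 47.0 CPM (SD, n = 3) in CNTR and 131 ± 36.7 CPM (SD, n = 4) in PAMH F3, with a log2 fold change of 0.82 (standard error 0.07). CNTR replicate 3, at 140.04 CPM, exceeded 3 of the 4 PAMH F3 libraries, and the groups could not be told apart by their replicates (exact permutation test, two-sided p = 0.2). Without surrogate variables its log2 fold change was 0.60, and it ran from 0.35 to 0.99 across the 7 fits that each left out one library. The edgeR adjusted p of Grem1 was 0.104, and that of DESeq2's Wald test with the same surrogate variables was 5.6e-15. Grem1 passed the threshold in 5 of the 21 alternatives. The water channel gene Aqp8 (ENSMUSG00000030762, chromosome 7 from 123462291 to 123468004) had a log2 fold change of 0.98 (standard error 0.17). It was 0.49 without surrogate variables and, across the alternatives, lowest at 0.24, when CNTR replicate 1 was left out. Its levels were 13.4 ± 8.24 CPM (SD, n = 3) in CNTR and 18.7 ± 6.88 CPM (SD, n = 4) in PAMH F3. Fgfbp3 (ENSMUSG00000047632) lies 349128 bases from Ide on chromosome 19 and followed it across the libraries. It was at 7.25 ± 2.82 CPM (SD, n = 3) in CNTR and 13.0 ± 1.58 CPM (SD, n = 4) in PAMH F3, where replicate 1, at 10.6 CPM, was far from the others. In Stc1, PAMH F3 replicate 3 was at 132 CPM and the other PAMH F3 libraries were between 67.4 and 73.4 CPM. For Gm16485, PAMH F3 replicate 4 was at 12.5 CPM and the others were between 17.6 and 17.8 CPM.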

The top 20 downregulated genes are mainly linked to epigenetic modifications, such as histone acetylation or methylation, apoptotic process, cell proliferation, and regulation of cell-cycle progression (Figure S5B). 

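Nap1l2 (ENSMUSG00000082229, chromosome X from 103184176 to 103186640), which encodes a nucleosome assembly protein, was at 40.2 ± 32.8 CPM (SD, n = 3) in CNTR and 12.6 ± 5.13 CPM (SD, n = 4) in PAMH F3. CNTR replicate 3 alone was at 78.1 CPM. Gas2 (ENSMUSG00000030498, chromosome 7 from 51862015 to 51994975) was at 27.1 ± 7.02 CPM (SD, n = 3) in CNTR and 17.0 ± 3.10 CPM (SD, n = 4) in PAMH F3, without overlap of the groups (exact permutation test, two-sided p = 0.0286). The log2 fold change of Gas2 was -0.73 (standard error 0.09, edgeR adjusted p = 0.35). Jund (ENSMUSG00000071076, chromosome 8 from 70698949 to 70700616) was at 16.8 ± 15.4 CPM (SD, n = 3) in CNTR and 5.48 ± 2.04 CPM (SD, n = 4) in PAMH F3. CNTR replicate 2 was at 34.6 CPM and the other CNTR libraries at 7.65 and 8.20 CPM. The expression of CNTR replicate 2 rose most with the GC content of the genes among the 7 libraries, by 0.32 on the log2 scale per 10% of GC. In the fits without surrogate variables, the log2 fold change of Jund was -1.61, and -0.90 after a correction for GC content and transcript length. Romo1 showed the same pattern, with 52.4 CPM in CNTR replicate 2 and 9.97 and 14.3 CPM in the other CNTR libraries, and its log2 fold change in these 2 fits was -1.43 and -1.12. In edgeR's fit with 2 surrogate variables, the log2 fold change was -0.91 for Jund and -0.68 for Romo1. In Zfp469, PAMH F3 replicate 1 was at 7.14 CPM and the other PAMH F3 libraries were between 3.29 and 3.85 CPM.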

Notably, the expression of 7 genes among the top 20 upregulated ones (Figure S5A, asterisks) and 1 gene, among the top 20 downregulated ones (Figure S5B, asterisks), were previously reported to be altered in women with PCOS (Table S1), strengthening the validity of our animal model.

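The genes measured by qRT-PCR were Grem1, Ide, Aqp8, Fst, Ptgs2 and Robo1 among the upregulated genes and Tnfrsf12a, Gas2, Igfbp6, Jund, Efnb1 and Cdkn1a among the downregulated ones. In the RNA-seq counts, 6 of the 6 upregulated genes were higher in PAMH F3 and 6 of the 6 downregulated genes were lower. The groups did not overlap for 1 of the upregulated genes and for 5 of the downregulated genes. Without surrogate variables, edgeR's unadjusted p was under 0.05 for 3 of the upregulated and for all 6 of the downregulated genes. All 6 upregulated and all 6 downregulated genes were called by DESeq2's Wald test with the same surrogate variables. These genes are among the paper's 102 calls on the same libraries, so that the directions and the DESeq2 calls follow from the choice of genes. They lend no support to the qRT-PCR results, whose values were not analysed here. Efnb1 (ENSMUSG00000031217, chromosome X from 99136130 to 99148991), which encodes an ephrin ligand, was at 75.8 ± 17.4 CPM (SD, n = 3) in CNTR and 44.6 ± 7.05 CPM (SD, n = 4) in PAMH F3. Its log2 fold change of -0.65 (standard error 0.16) had an edgeR adjusted p of 0.522. The lowest CNTR library of Efnb1, at 58.2 CPM, was above the highest PAMH F3 library, at 54.4 CPM (exact permutation test, two-sided p = 0.0286).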

We then validated the RNA-seq results performing qRT-PCR analyses of 6 upregulated genes and 6 downregulated genes related to ovarian function, metabolism, inflammation, axon guidance, and cell migration (Figures S5C and S5D), and we found that the expression of those transcripts is in accordance with the RNA-seq data (Figure S4; Data S1).

### Alterations of DNA methylation patterns in ovaries of PAMH mice

Since ancestral prenatal AMH exposure leads to alterations in ovarian gene expression in the third generation, we next investigated whether it could modulate the epigenome in PAMH F3 offspring. We used methylated DNA immunoprecipitation (anti-5’methyl-cytosine, 5mC) combined with deep sequencing (MeDIP-seq) to profile the methylomic landscape in control diestrus ovaries (CNTR, prenatally PBS-treated) versus PAMH F3 diestrus ovaries (Figure 4A).

**Figure 4:**
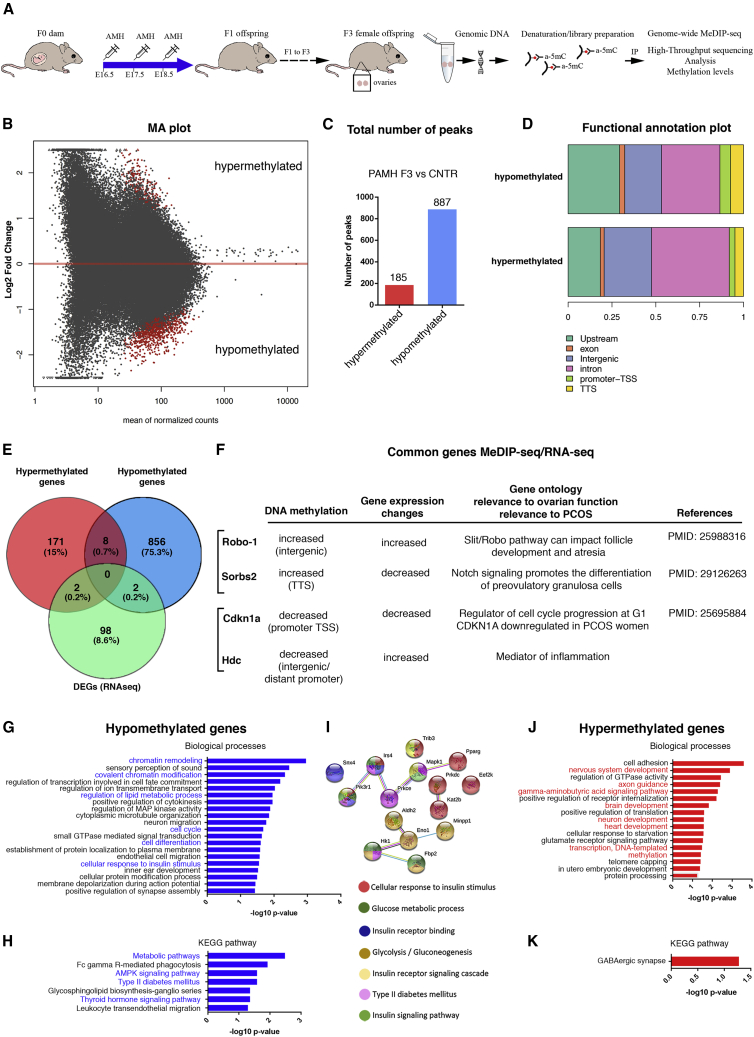
Preponderance of hypomethylations in the ovarian tissue of F3 PCOS animals compared with controls and biological process of hypomethylated and hypermethylated genes (A) Schematic illustration of the experimental design. Methylated DNA immunoprecipitation and deep sequencing (MeDIP-seq) was performed in control ovaries (CNTR n = 3, independent samples at diestrus, P60) and PAMH F3 ovaries (n = 3, independent samples at diestrus, P60). (B) MA plot of MeDIP-seq reads. The MA plot represents the log_2_ fold change as a function of the mean of normalized counts. Log_2_ fold change corresponds to shrunk fold change as calculated with the method proposed in Love et al. (2014). Red dots correspond to significantly different hypermethylated and hypomethylated regions in the ovaries of PAMH F3 animals as compared with controls, adjusted p ≤ 0.05. (C) Total number of methylated regions detected as hyper- or hypomethylated after comparing MeDIP-seq data of the two groups (PAMH3 F3 versus CNTR). (D) Functional annotation plot showing the proportion of methylated regions falling into several genomic features. Upstream refers to upstream regulatory regions. These are regions located −20/−1 kb away from the TSS. Promoter-TSS refers to regions located −1 kb/+100 bp around the TSS and TTS refers to regions located −100 bp/+1 kb around the TTS. Plots are shown for hypomethylated and hypermethylated regions. (E) Venn diagram shows the overlap between genes associated with hypermethylated and hypomethylated regions in ovarian tissues of PAMH F3 mice (MeDIP-seq data) with the 102 DEGs obtained from the RNA-seq analysis. (F) The table shows the list of the 4 common genes found between the MeDIP-seq and the RNA-seq. It details the methylation status, the gene expression changes, and gene ontology related either to ovarian function or PCOS and references when it applies. (G and H) Functional enrichment analysis performed by DAVID on the genes associated with hypomethylated regions when comparing PAMH F3 versus CNTR. GO biological processes (top 20 most significant processes) and KEGG pathway are shown. Significance is indicated as −log10 p value. (I) STRING protein network prediction interaction of proteins associated with glucose metabolism, insulin signaling, insulin response, and insulin receptor binding. (J and K) Functional enrichment analysis performed by DAVID on the genes associated with hypermethylated regions when comparing PAMH F3 versus CNTR. GO biological processes and KEGG pathway are shown. Significance is indicated as −log10 p value.

We assessed MeDIP efficiency using spike-in controls for unmethylated and methylated DNA regions from *Arabidopsis thaliana* (Figure S6A). Principal component analysis, particularly the PC2, indicates an evident separation of CNTR and PAMH F3 groups (Figure S6B).

We then calculated the differentially methylated windows between the two groups. Applying an adjusted p value ≤ 0.05 returned 185 significant hypermethylated regions and 887 hypomethylated regions in the ovaries of PAMH F3 offspring as compared with control offspring (Figures 4B and 4C; Data S2), corresponding to 173 exclusively hypermethylated genes and 858 hypomethylated genes.

We defined feature sets spanning sub-typed by location (exon, intergenic, intron, promoter-transcription start site [TSS], and transcription termination site [TTS]) of the hypomethylated and hypermethylated regions (Figure 4D). We also observed that the hypermethylated regions are mostly localized in intronic and intergenic regions, whereas hypomethylated regions are mostly found into upstream-promoters and TSS, thereby most likely affecting gene expression.

To determine whether DNA methylation changes might associate with gene expression variations, we looked for overlap between differentially methylated genes with DEGs of PAMH F3 ovaries (Figure 4E). 

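On the side of gene expression, Robo1 (ENSMUSG00000022883, chromosome 16 from 72308306 to 73046095) was at 72.0 ± 24.5 CPM (SD, n = 3) in CNTR and 97.7 ± 20.0 CPM (SD, n = 4) in PAMH F3. Its log2 fold change was 0.51 (standard error 0.07, edgeR adjusted p = 0.369), and CNTR replicate 3 lay above 3 of the 4 PAMH F3 libraries. Sorbs2 (ENSMUSG00000031626, chromosome 8 from 45507788 to 45827906) was at 207 ± 34.3 CPM (SD, n = 3) and 153 ± 38.2 CPM (SD, n = 4), a log2 fold change of -0.56 (standard error 0.15, edgeR adjusted p = 0.522). Cdkn1a (ENSMUSG00000023067, chromosome 17 from 29090976 to 29100727) was at 67.6 ± 4.83 CPM (SD, n = 3) and 38.1 ± 5.81 CPM (SD, n = 4), a log2 fold change of -0.83 (standard error 0.13, edgeR adjusted p = 0.369). Of these 4 genes, only Cdkn1a had groups that did not overlap (exact permutation test, two-sided p = 0.0286). Robo1, Sorbs2 and Cdkn1a were called by DESeq2's Wald test with the same surrogate variables (adjusted p = 7.2e-05, 0.0324 and 2.4e-05). Hdc (ENSMUSG00000027360, chromosome 2 from 126593667 to 126619299) was at 204 ± 77.9 CPM (SD, n = 3) and 249.6 ± 55.8 CPM (SD, n = 4), a log2 fold change of 0.32 (standard error 0.08, edgeR adjusted p = 0.522). The low mean of Hdc in CNTR came from replicate 3, at 114 CPM, so that the replicates of the 2 groups overlapped widely (exact permutation test, two-sided p = 0.457). None of the settings tried put Hdc past the threshold. With each library left out in turn, the log2 fold change ran from 0.13 to 0.57 for Hdc and from 0.30 to 0.61 for Robo1. It ran from -0.70 to -0.31 for Sorbs2 and from -0.92 to -0.74 for Cdkn1a. The MeDIP-seq values of these genes were not analysed here.

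**Figure D4:**
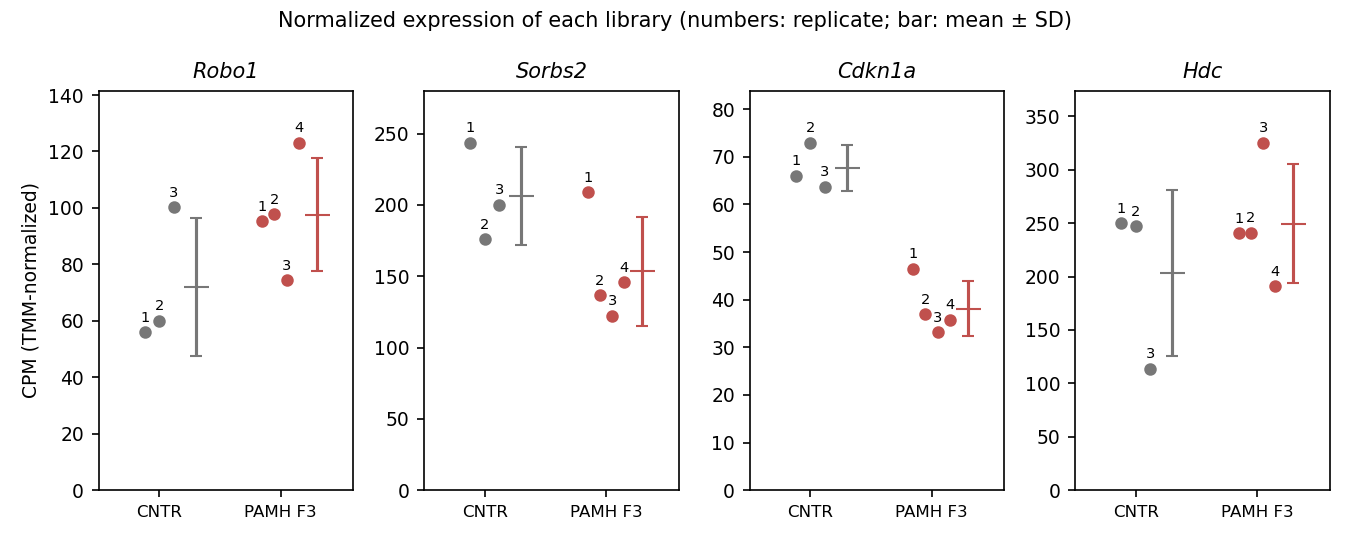
TMM-normalized CPM of Robo1, Sorbs2, Cdkn1a and Hdc in each CNTR and PAMH F3 library, numbered by replicate, with bars for the mean ± SD. The groups are apart in Cdkn1a and overlap in the other 3 genes.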

We identified four common genes between MeDIP-seq and RNA-seq: roundabout homolog 1 (*Robo-1*), sorbin and SH3 domain-containing protein 2 (*Sorbs2*), cyclin-dependent kinase inhibitor 1A (*Cdkn1a*), and histidine decarboxylase (*Hdc*) (Figures 4E and 4F). They are respectively implicated in Slit/Robo pathway, Notch signaling, inhibition of cell proliferation, and inflammation (Figure 4F).

We next performed GO-term enrichment analysis and revealed distinct functional categories for the PAMH-associated gene lists (p ≤ 0.05; Figures 4G–4K). Within the category of biological processes for the hypomethylated genes, chromatin remodeling and chromatin modification, cell cycle, cell differentiation, lipid metabolism, and insulin response are listed in the top related functions (top 20 most significant processes; Figure 4G). Regarding the KEGG pathways, the hypomethylated genes are enriched with metabolic pathways and T2D (Figures 4H and 4I). Genes associated with insulin regulation (glycolysis/gluconeogenesis and T2D) are represented in a STRING protein network predicting interactions of those proteins associated with glucose metabolism, insulin signaling, insulin response, and insulin receptor binding (Figure 4I). Within the category of GO biological processes for the hypermethylated genes, nervous system development, axons guidance, heart development, transcription, and methylation pathways are listed in the top related functions (Figure 4J). KEGG analysis revealed that GABAergic synapse pathway is significantly enriched in the hypermethylated genes (Figure 4K). In accordance with these changes, preclinical investigations in PCOS animal models have reported an ovarian hyperinnervation and a potential contribution of the peripheral sympathetic system in the initiation and/or perpetuation of PCOS has been proposed (Stener-Victorin et al., 2005).

Depicting the differentially methylated genes along the chromosomes in a Manhattan plot confirmed a preponderance of hypomethylation in the PAMH F3 samples and indicated that epigenetic changes occur quite homogenously across all chromosomes (Figure 5A). Further, we identified significant changes in DNA methylation in the loci of key genes involved in demethylase activities such as ten-eleven translocation methylcytosine dioxygenase 1 (*Tet1*) and factors responsible for DNA methylation maintenance, such as ubiquitin-like, containing PHD- and RING-finger domains, 1 (*Uhrf1*), in PAMH F3 ovaries compared with control ovaries (Figure 5B). Both the *Tet1* and *Uhrf1* loci are significantly hypomethylated in the third-generation PCOS-like ovaries compared with controls (Figure 5B). Consistent with these findings, we found a higher expression of *Tet1* gene in our RNA-seq analysis of PAMH F3 ovaries versus control ovaries (p = 0.009; Data S1), even though the adjusted p value did not reach statistical significance (p_adj_ = 0.36; Data S1). 

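Tet1 (ENSMUSG00000047146, chromosome 10 from 62804570 to 62908996) was at 27.2 ± 6.29 CPM (SD, n = 3) in CNTR and 33.8 ± 5.84 CPM (SD, n = 4) in PAMH F3. The groups overlapped (exact permutation test, two-sided p = 0.286). Its log2 fold change was 0.28 (standard error 0.08), with an unadjusted p of 0.00994 and an adjusted p of 0.542 in edgeR's test. Without surrogate variables, the log2 fold change was 0.31 and the unadjusted p was 0.106. Across the 21 alternatives, the log2 fold change of Tet1 stayed between 0.20 and 0.35 and the adjusted p between 0.174 and 1.0.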

Overall, these experiments identified many genes and pathways associated with the PCOS reproductive and metabolic phenotypes, with altered DNA methylation profile in ovaries of the third generation of PAMH offspring.

**Figure 5:**
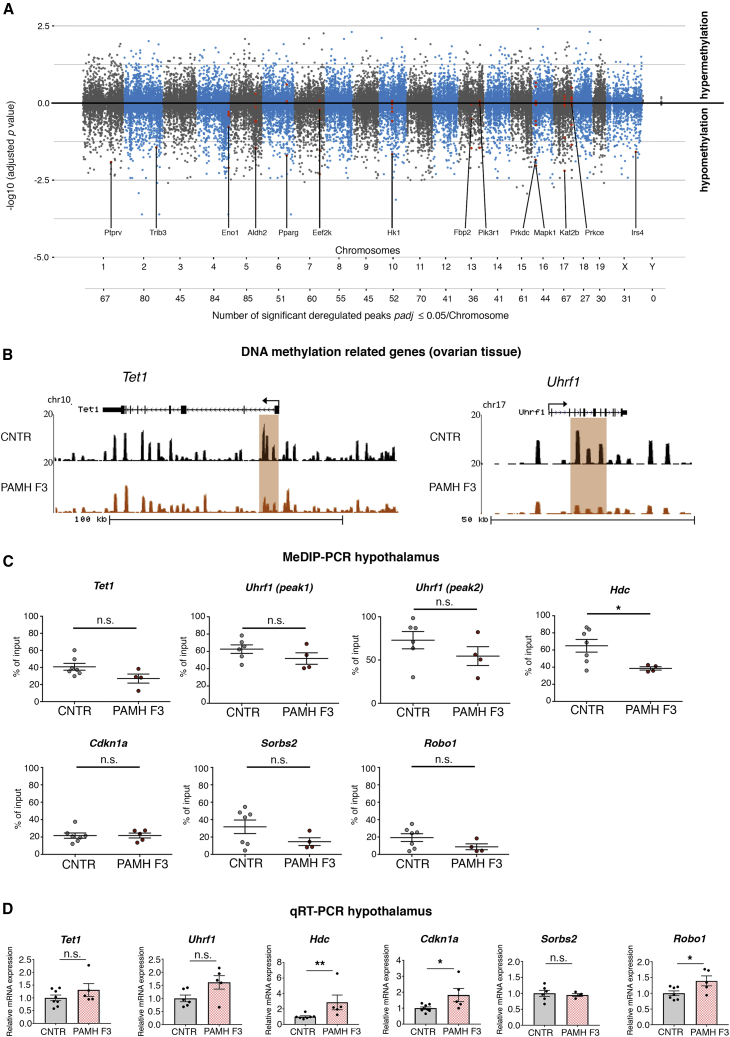
Chromosomal distribution of DNA methylation reads and methylation signatures in the ovary and hypothalamus of PAMH F3 mice (A) Manhattan plot showing the association of methylated positions along the chromosomal positions. x axis represents methylated regions along the chromosomes. y axis is the −log_10_ (adjusted p value), which is the significance of differentially methylated regions when comparing PAMH F3 versus CNTR. Sign of −log_10_ (adjusted p value) corresponds to the direction of methylation change (hyper- or hypomethylated). Red dots show the peaks related to genes associated to hypomethylated regions and whose functional annotations are associated with insulin stimulus, glycolysis/gluconeogenesis and T2D, as depicted in the STRING analysis in Figure 4I. Numbers depicted below the Manhattan plot refer to the total number of significant deregulated peaks with p_adj_ ≤ 0.05 per chromosome. (B) Representative UCSC Genome Browser views of *Tet1* and *Uhrf1* locuses with DNA methylation peaks in ovarian tissues of CNTR versus PAMH F3 mice. Differential methylation analyses revealed that the 5-mC is decreased at the highlighted regions in PAMH F3 mice compared with the CNTR. *Tet1*, p_adj_ = 0.018; *Uhrf1*, p_adj_ = 0.01 (peak 1)/0.02 (peak 2). (C) Genomic DNA was isolated from hypothalami dissected from CNTR (n = 6–7) and PAMH F3 offspring (n = 4–5) and MeDIP-PCR experiments performed in the two groups of animals. Unpaired two-tailed Mann-Whitney U test, ^∗^p < 0.05, n.s. not significant. (D) qRT-PCR analyses using primers against the genes listed were performed in hypothalamic tissues of CNTR (n = 6–8) and PAMH F3 offspring (n = 4–5). Unpaired one-tailed Mann-Whitney U test, ^∗^p < 0.05, ^∗∗^p < 0.005; n.s. not significant. Data in (C) and (D) are presented as mean ± SEM.

To assess whether changes in DNA methylation detected in ovaries of PAMH F3 animals may also occur in other tissues, we performed MeDIP-PCR experiments in the hypothalamus, as it is the central regulator of both reproductive and metabolic functions, and in the liver, which is responsible for controlling the internal supply of glucose, in CNTR and PAMH F3 animals (Figure 5C). We assessed MeDIP efficiency using primers directed against glyceraldehyde 3-phosphate dehydrogenase (*GAPDH*), as a negative control, and the testicular gene testis-specific histone H2B (*TSH2B*), as a positive control. We found a strong hypomethylation of *GAPDH* and a hypermethylation of *TSH2B*, confirming the efficiency of the immunoprecipitation (Figures S6C and S6D). We screened by MeDIP-PCR the methylation levels of *Tet1*, *Uhrf1*, and of the four common genes between MeDIP-seq and RNA-seq of ovarian tissue: *Hdc*, *Cdkn1a*, *Sorbs2*, and *Robo-1* (Figure 5C). Similar to the methylation changes observed in the ovaries of PCOS-like animals, we found a trend for a hypomethylation in the locus of *Tet1* (p = 0.07; Mann-Whitney test) and a significant hypomethylation in the locus of *Hdc* (p = 0.02; Mann-Whitney test) in the hypothalami of PAMH F3 animals as compared with controls (Figure 5C), whereas we did not detect any methylation changes in the other three genes of CNTR and PCOS animals (Figure 5C). qRT-PCR validation experiments revealed that among those six genes, three (*Hdc*, *Cdkn1a*, and *Robo1*) were significantly upregulated in the hypothalamus of PAMH F3 mice compared with CNTR (Figure 5D). We did not detect any differences in methylation levels in the loci of all the above-mentioned genes in the liver of either animal group (Figure S6F).

### Methyl donor S-adenosylmethionine treatment of PAMH F3 mice normalizes their neuroendocrine reproductive and metabolic phenotypes

Since our MeDIP-seq analyses pointed to a preponderance of hypomethylation in ovarian tissues of PCOS-like animals compared with control animals, we then examined the therapeutic potential of using the universal methyl group donor S-adenosylmethionine (SAM) in an epigenetic preclinical investigation (Figure 6A). SAM is an important and naturally occurring biomolecule found ubiquitously in all living cells and functions as the primary methyl donor for all transmethylation reactions (Bottiglieri, 2002) and can thereby be used to promote methylation of otherwise hypomethylated tissues (Figure 6A). We first analyzed estrous cyclicity of adult control (CNTR; 6-month-old group 1) and PAMH F3 offspring (6 months old) for 25 and 10 days, respectively, to confirm the oligo-anovulatory phenotype of PCOS-like animals (Figure 6B). Thereafter, we monitored for additional 15 days vaginal cytology of PAMH F3 animals treated either with intraperitoneal (i.p.) injections of PBS (group 2) or with 50 mg/kg daily injections of SAM (group 3). We collected tail-blood samples for LH and T measurements at diestrus (day 10), before the beginning of the treatment, and we harvested trunk blood and ovaries at day 25 (diestrus) at the moment of the sacrifice, corresponding to the end of the treatment period (Figure 6B). PAMH F3 animals of group 2 displayed prolonged time in metestrus and diestrus, as compared with control offspring, whereas SAM treatment restored normal ovulation of PCOS animals of group 3 (Figure 6C). In addition, SAM treatment restored the aberrant LH and T concentrations of PAMH F3 offspring (Figures 6D and 6E), as well as their body weight and their body mass composition to control conditions (Figure 6F). Similar to the PAMH F1 animals, the third generation of PCOS-like females were also hyperglycemic (Figure 6G), suggesting that hyperglycemia was transgenerationally passed from F1 to F3 PAMH offspring. The methylating agent lowered total glucose levels of PAMH F3 animals close to control conditions. However, no statistical significance was reached upon 15 days of SAM treatment (Figure 6G). Furthermore, we observed that the pancreatic islet hyperplasia detected in PAMH F1 animals (Figure 2E) was still present in the third generation (Figure 6H) and that it was normalized upon SAM administration (Figures 6H and 6I).

**Figure 6:**
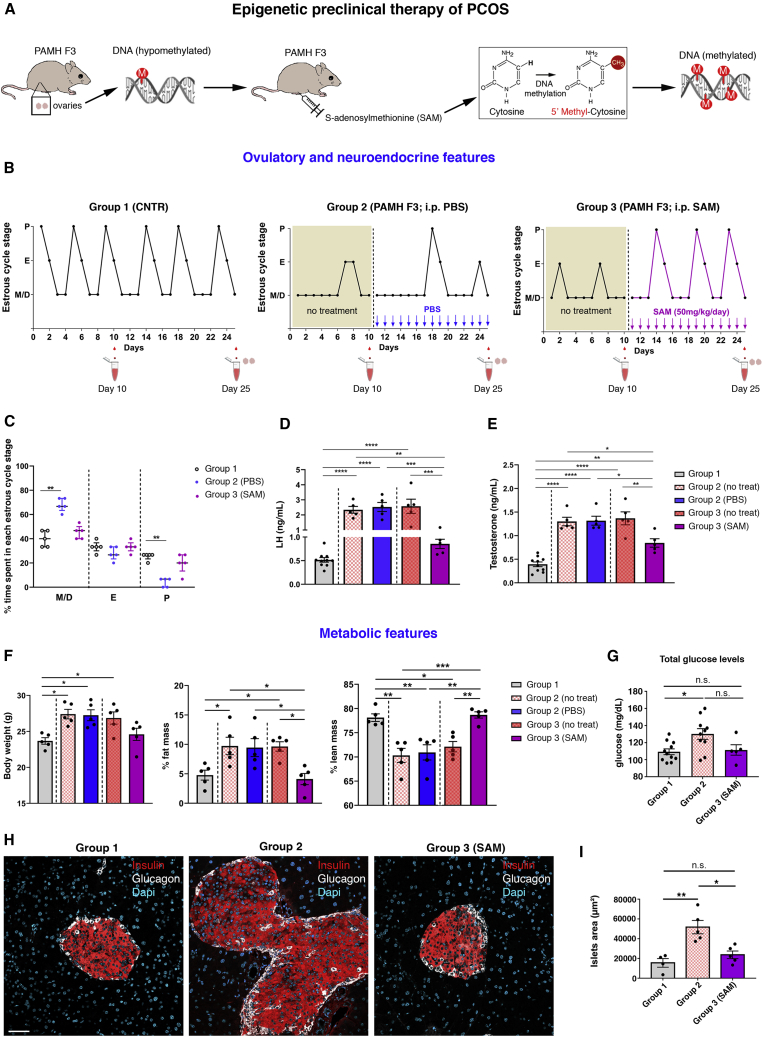
Epigenetic therapy restores PCOS neuroendocrine, reproductive, and metabolic traits in PAMH F3 adult females (A) Schematic of experimental design whereby adult (6 months old) PAMH F3 females have been treated or not with i.p. injections of SAM. SAM functions as the primary methyl donor for transmethylation reactions and acts by adding 5′ methylcytosine groups to the otherwise hypomethylated DNA. (B) Representative estrous cyclicity and experimental design. Prenatally PBS-treated, group 1 (n = 5, 6 months old); PAMH F3 animals, group 2 (n = 5, 6 months old); and SAM-treated, group 3 (n = 5, 6 months old). The y axis refers to the different stages of the estrous cycle: metestrus/diestrus (M/D), estrus (E), and proestrus (P). The x axis represents the time course of the experiments (days). Tail-blood samples were collected for LH and T measurements at day 10 (diestrus), before the beginning of the treatment, and trunk blood was collected at day 25 (diestrus) at the moment of the sacrifice, corresponding to the end of the treatment period. (C) Scatterplot representing the percentage (%) of time spent in each estrous cycle in the three groups of animals, respectively. The horizontal line in each scatter plot corresponds to the median value. The vertical line represents the 25th–75th percentile range. (D) Mean LH levels were measured in diestrus CNTR mice (n = 10) and in group 2 (n = 5) and group 3 (n = 5) before the treatment (day 10) and after the treatment (day 25). (E) Mean T levels measured in diestrus in CNTR mice (n = 10) and in group 2 (n = 5) and group 3 (n = 5) before the treatment (day 10) and after the treatment (day 25). (F) Body composition in the three experimental groups (n = 5 for each group, 6 months old) presented as body weight (grams), percent fat mass normalized to body weight (grams), and percent lean mass normalized to body weight (grams). (G) Mean total glucose levels (mg/dL) in diestrus CNTR mice (n = 11), in PAMH F3 mice (group 2; n = 10), and in PAMH F3 mice after SAM treatment (group 3; n = 5). (H) Representative photomicrographs showing insulin-expressing β cells (red) and glucagon-expressing α cells (white) in the pancreata of CNTR, PAMH F3, and PAMH F3 + SAM mice (females, 6 months old). Scale bar, 50 μm. (I) Quantitative analysis of the mean area of the islets in CNTR (n = 4), PAMH F3 (n = 5), and PAMH F3 after SAM treatment (n = 5). Values in (D)–(G) and (I) are represented as the mean ± SEM. For statistical analysis, p values were calculated by Kruskal-Wallis test followed by Dunn’s multiple comparison post hoc test (C), by one-way ANOVA followed by Tukey’s multiple comparison post hoc test (D, E, G, and I), or by Kruskal-Wallis followed by Dunn's multiple comparisons post hoc test (F). Statistical significance for all analyses was ^∗^p < 0.05; ^∗∗^p < 0.005; ^∗∗∗^p < 0.0005; ^∗∗∗∗^p < 0.0001; n.s. not significant.

To further explore the effect of SAM on gene expression levels, we harvested the ovaries from CNTR, PAMH F3, and PAMH F3-SAM animals at the end of the treatment period and performed qRT-PCR experiments (Figure S7A). While *Tet1* transcript levels were comparable in the three animal groups, *Uhrf1* was significantly higher in PAMH F3 ovaries (Figure S7A). Notably, SAM treatment restored *Uhrf1* expression in PAMH F3 mice to normal conditions (Figure S7A). We then selected three genes involved in ovarian function and insulin transport that we found both differentially expressed and/or methylated in PAMH F3 offspring versus controls; namely *Sorbs2*, *Grem1*, and *Igfbp6*. Our qRT-PCR experiments confirmed the RNA-seq data and showed a significant downregulation of *Sorbs2* in the ovaries of PCOS animals, while its expression remained unaltered after the SAM treatment (Figure S7A). In agreement with our RNA-seq data, *Grem1* and *Igfbp6* transcripts were higher and lower, respectively, in PAMH F3 mice as compared with controls (Figure S7A). The methylating agent did not affect expression levels of those genes neither (Figure S7A).

As evidence suggests that several metabolic disturbances, including obesity and T2D, are related to the generation of low-grade, chronic inflammation (Reilly and Saltiel, 2017), we next wondered whether a pro-inflammatory state could underlie the metabolic derangements of PAMH F3 mice. We investigated the expression changes in the ovaries of these animals of three genes involved in inflammation and immune response (*Hdc*, *Ptgs2*, and *Rela*). Consistent with our RNA-seq analysis, we identified a 2-fold increase in *Hdc* and *Ptgs2* transcript levels in PAMH F3 ovaries as compared with control animals, which was normalized by the methylating agent (Figure S7A). Similarly, *Rela* (*alias NF-κB*) was upregulated in PCOS-like animals and restored to normal levels upon SAM treatment (Figure S7A).

A positive energy balance is known to initiate an inflammatory response in adipocytes and in hypothalamic centers regulating energy homeostasis (Jais and Brüning, 2017; Reilly and Saltiel, 2017). Thus, we next investigated gene expression changes in visceral fat and hypothalamus of CNTR, PAMH F3, and PAMH F3-SAM animals. We found that *Uhrf1* was significantly overexpressed in PAMH F3 visceral fat compared with CNTR (Figure S7B) and completely restored by the SAM treatment (Figure S7B). Similar to the ovaries of PAMH animals, we found in the visceral fat of PAMH F3 mice a significantly higher transcript expression of inflammatory genes (*Hdc* and *Rela*) and pro-inflammatory cytokines (*Il1b* and *Il6*) as compared with controls (Figure S7B). Among those genes, the epigenetic treatment restored only *Rela* expression levels (Figure S7B). Finally, we found a significant overexpression of *Hdc*, *Ptgs2*, *Il1b*, *Il6*, and *Tnfa* in the hypothalamus of PAMH F3 animals (Figure S7C). The methylating agent normalized the expression of all the inflammatory pathways, except for *Il1b* (Figure S7C).

To determine whether the rescue of LH and T levels observed in PAMH F3 females upon SAM treatment (Figures 6D and 6E) was associated with a central neuroendocrine effect of the methylation agent, we next investigated the expression of two genes regulating proper hypothalamic-pituitary-gonadal (HPG) functions, *Gnrh1* and *Kiss1*, in the hypothalamic preoptic area (POA) dissected from the three groups of animals (Figure S7D). We found a significant upregulation of both transcripts in the POA of PAMH F3 mice compared with CNTR (Figure S7D). However, the methylating agent was not able to restore *Gnrh1* or *Kiss1* levels of PCOS animals to control conditions (Figure S7D).

### Common epigenetic signatures in ovarian tissue of PAMH lineage and blood of women with PCOS

To investigate how our findings in mice might relate to human PCOS, we searched by MeDIP-PCR for common epigenetic signatures in blood samples of women with PCOS and control women (CNTR), as well as in post-pubertal daughters born to mothers with or without PCOS (PCOS-D and CNTR-D; Figure 7A; Tables S2 and S3). We assessed MeDIP efficiency using primers directed against *GAPDH* and *TSH2B* (Figure S6E). Taking into account the hypomethylation of two key DNA methylation related genes in PAMH F3 ovaries, *Tet1* and *Uhrf1*, that could contribute to the preponderance of global DNA hypomethylation identified in PCOS-like mice, we first assessed the methylation levels of *TET1* and *UHRF1* in blood samples of women with PCOS and in healthy women. Interestingly, *TET1* was significantly hypomethylated in PCOS women as compared with controls, whereas methylation levels of *UHRF1* were comparable in the two groups (Figure 7B).

**Figure 7:**
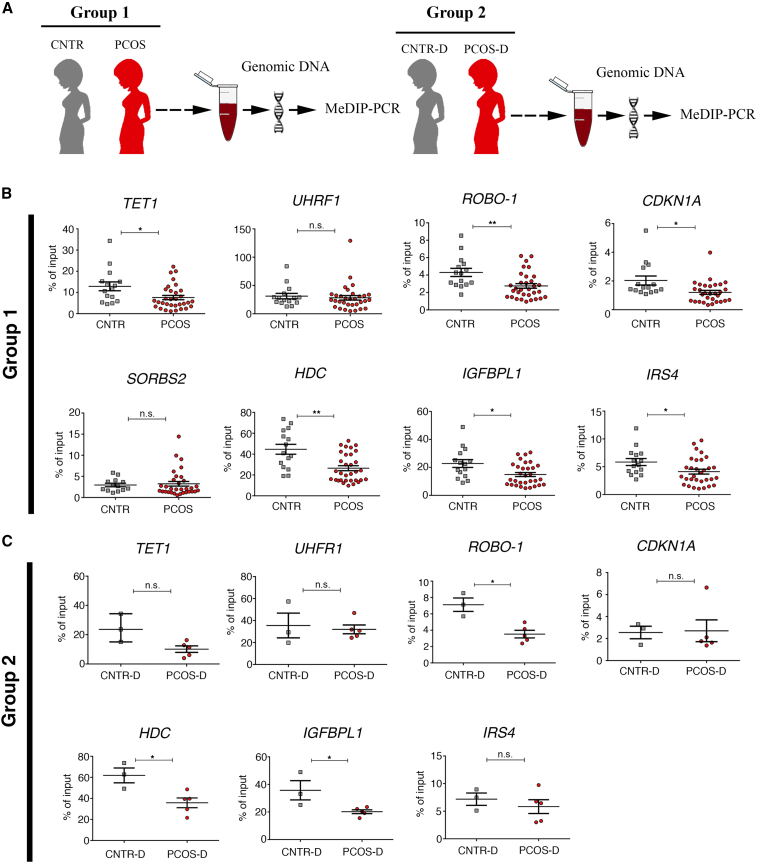
Common epigenetic signatures in human blood samples from women with PCOS (A) Schematic illustration of the experimental design. Genomic DNA was isolated from blood samples of a case-control study comprising two cohorts of women. Group 1: women with and without PCOS (CNTR). Group 2: post-pubertal control daughters born to mothers without PCOS (CNTR-D) and daughters with PCOS born to mothers with PCOS (PCOS-D). Methylated DNA immunoprecipitation using antibody against anti-5mC, followed by PCR (MeDIP-PCR) using specific primers against the genes listed in (B) and (C) was performed in the two groups. (B) MeDIP-PCR analyses in CNTR women (n = 15) and women with PCOS (n = 32). (C) MeDIP-PCR analyses in daughters from the control group (CNTR-D, n = 3) and daughters with PCOS of women with PCOS (PCOS-D, n = 5). Data are presented as mean ± SEM. Unpaired two-tailed Mann-Whitney U test. ^∗^p < 0.05; ^∗∗^p < 0.005; n.s. not significant.

We next selected the four ovarian genes that were differentially expressed and methylated in the PAMH F3 offspring versus controls and investigated the expression of the human equivalent of those genes, *ROBO-1*, *SORBS2*, *CDKN1A*, and *HDC* as well as *IGFBPL1* (encoding for insulin-like growth factor binding protein like 1) and *IRS4* (encoding for insulin receptor substrate 4), which may be related to defects in insulin signaling in PCOS. We identified five (*ROBO-1*, *CDKN1A*, *HDC*, *IGFBPL1*, and *IRS4*) out of the six genes selected from the genome-wide methylation profile of the PAMH lineage as being also differentially methylated in blood samples of women with PCOS as compared with healthy women (Figure 7B). Notably, all changes identified were located in the promoter regions of these genes.

*ROBO-1*, *HDC*, and *IGFBPL1* were also hypomethylated in blood samples of post-pubertal daughters, diagnosed with PCOS, and born to mothers with PCOS as compared with control daughters (Figure 7C). Daughters with PCOS also showed a trend to lower methylation levels of *TET1* as compared with controls (p = 0.07; Figure 7C).

## Discussion

Familial clustering and twin studies point to PCOS as a pathology with a strong heritable component (McAllister et al., 2015). However, the human PCOS loci identified by genome-wide association studies account for less than 10% of heritability (Azziz, 2016), suggesting that environmental and epigenetic mechanisms may play an important role in the etiology of this disease.

Clinical and preclinical studies suggest that altered levels of androgens or AMH during pregnancy may be responsible for the fetal programing of PCOS (Stener-Victorin et al., 2020). Hence, PNA and PAMH animals are excellent preclinical models to mimic a key maternal PCOS condition in which to investigate whether exposed lineages have increased susceptibility to develop PCOS-like traits in F1–F3 offspring (Stener-Victorin et al., 2020). A recent study highlights transgenerational transmission of PCOS-like phenotypes in PNA mice exposed or not to maternal high-fat diet (Risal et al., 2019). That investigation also identifies several genes with altered expression in mouse oocytes from F1–F3 offspring and in the serum of daughters of women with PCOS (Risal et al., 2019). However, the mechanisms underlying the inheritance and transmission of PCOS traits to subsequent generations have not been elucidated. To dissect the cascade of molecular events leading to increased disease susceptibility, we used the PAMH mouse model, which recapitulates the major neuroendocrine reproductive traits of PCOS (Tata et al., 2018).

Compared with the PNA mouse model, in which litter size, estrous cyclicity, and androgen levels of the offspring are unaffected in the second and third generation (Risal et al., 2019), the transmission of PCOS-typical reproductive defects is more severe in the PAMH lineage, which pass on to subsequent generations all the major diagnostic features of PCOS: hyperandrogenism, ovulatory dysfunctions, and altered fertility. This is most likely the result of the different prenatal hormonal exposure protocols used to generate the two mouse models. The PNA model relies on the prenatal non-aromatizable DHT exposure during late gestation while the latter model is derived from exposing the dams to AMH during the same gestational window as the PNA mice (Stener-Victorin et al., 2020). Such treatment drives a 3-fold rise in aromatizable T levels in the dams with subsequent changes in the HPG axis and hormone levels of both the dams and the progeny (Tata et al., 2018). In this study, we also report the appearance of the major metabolic derangements of the human PCOS condition in PAMH mice at six months of postnatal life, including typical traits of T2D and a β cell hyperplasia in the pancreas of PAMH animals of the first and third generation. Islet cell hyperplasia is associated with T2D in the leptin-deficient *ob/ob* mouse, which has been extensively studied as a model for this disease for decades (Bock et al., 2003). Our preclinical data are in line with the observation that up to 30%–40% of women with PCOS have impaired glucose tolerance, and as many as 10% of those women develop T2D by the age of 40 (Diamanti-Kandarakis and Dunaif, 2012; Wild et al., 2010). Consistently, our RNA-seq analysis reveals a significant enrichment in the ovaries of PAMH F3 mice of genes involved in the negative regulation of insulin secretion, including *Inhbb*, *Ide*, *Fst*, and TGF-β signaling pathway, which also regulate folliculogenesis and ovarian steroidogenesis (Findlay, 1993; Liu et al., 2016) and which are affected in human PCOS ovarian tissues (Liu et al., 2016; Pan et al., 2018). Dysfunction of TGF-β signaling in PCOS may be generalized in different organs. Indeed, Dumesic and colleagues (Dumesic et al., 2019) report TGF-β signaling as the “master upstream regulatory gene” in subcutaneous adipose stem cells from women with PCOS in contrast to non-PCOS women. In addition, in PCOS-like, prenatally androgenized female rhesus monkeys, similar disruption of TGF-β signaling accompanies altered DNA methylation patterns of visceral fat, implying an androgen-related developmental origin in PCOS for abdominal fat accumulation (Xu et al., 2011).

Our MeDIP-seq and RNA-seq data show that many affected genes in the ovarian tissue of PCOS animals are correlated with inflammatory and metabolic pathways, typical of the human PCOS condition (Boyle and Teede, 2016; Dumesic et al., 2015; Vázquez-Martínez et al., 2019). Interestingly, alterations in ovarian gene expression patterns, detected in 2-month-old PCOS-like animals, precede the appearance of phenotypic metabolic manifestations in these animals, occurring only few months later, at 6 months. Our preclinical data are also in agreement with several clinical studies reporting DNA methylation changes related to inflammation, hormone-related processes, and glucose and lipid metabolism in various tissues of women with PCOS (Makrinou et al., 2020; Shen et al., 2013; Vázquez-Martínez et al., 2019).

Genetic and epigenetic modifications are implicated in the transgenerational inheritance of prenatally programed diseases (Cavalli and Heard, 2019; Gapp et al., 2014) and in recent years, epigenetic factors gained considerable attention in the study of PCOS (Escobar-Morreale, 2018; Makrinou et al., 2020; Patel, 2018; Vázquez-Martínez et al., 2019). Here, we identify many differentially methylated genes in PAMH F3 ovaries associated with the PCOS phenotype, with a preponderance of hypomethylation detected in these animals. Interestingly, we find that some of the epigenetic signatures and associated gene expression changes detected in the ovaries of PAMH F3 animals are also present in other metabolic tissues, such as the hypothalamus and the visceral fat. These results suggest that altered methylation landscape and transcriptional changes, transgenerationally inherited in PCOS animals, span across multiple tissues involved in the control of ovarian function and metabolism. Such DNA methylation differences are not just general hypomethylation events, but they occur in specific genes and pathways associated with reproductive and metabolic traits associated with PCOS. As we find that all hormonal, reproductive, and metabolic alterations of PAMH F1 offspring are maintained in the third generation, we cannot exclude that AMH fetal-determined changes in epigenetic marks, in combination with the recurring high testosterone levels and perhaps with the metabolic disturbances of the PAMH lineage may be the programing agents responsible for the acquisition and transmission of PCOS-like traits through modifications of DNA methylation landscapes. Also, we cannot exclude a mechanism involving de-methylation and re-methylation that occurred during development in primordial germ cells. Indeed, the maternal genome undergoes passive demethylation before subsequent re-methylation at specific loci to ensure epigenetic inheritance, in which Uhrf1 is a key component (Zeng and Chen, 2019). Our data showing overexpression of *Uhrf1* in PAMH F3 ovary and visceral fat, that is rescued by SAM treatment, support the notion that maintenance of the methylation machinery is a crucial event in the inheritance of PCOS.

We speculate that a global loss of DNA methylation, particularly in promoter-TSS and upstream-promoters, could be responsible for genomic instability in the disease condition. Consistently, a genome-wide DNA methylation study on umbilical cord blood reports a prevalence of hypomethylation in women with PCOS compared with unaffected women (Lambertini et al., 2017). As genomic instability is highly correlated with DNA damage, excessive DNA demethylation could be thus associated with impaired DNA damage repair. This is in line with many reports describing a strong association between PCOS and malignancies, such as ovarian and endometrial cancer (Escobar-Morreale, 2018), and suggest that a higher predisposition to cancer detected in women with PCOS could be due to altered DNA methylation landscapes.

Mechanistically, we identify a significant hypomethylation in the locus of two key genes involved in DNA demethylation (*Tet1*) and DNA methylation maintenance (*Uhrf1*) in PAMH F3 ovaries compared with control ovaries of which our RNA-seq data show increased *Tet1* expression with a significant p value. Consistently, we find *TET1* significantly hypomethylated in blood samples of women with PCOS as compared with control women and a trend to a hypomethylation of this gene is also present in daughters with PCOS. As TET1 is one of the family members of 5mC dioxygenases, which initiate demethylation, it is possible that the decreased levels of *TET1* methylation observed in women with PCOS could contribute to the preponderance of global DNA hypomethylation characterizing the disease.

In this study, we report that only 4 genes showed concordance between RNA-seq and methylation analyses in ovarian tissues of PCOS animals (*Robo-1*, *Sorbs2*, *Cdkn1a*, and *Hdc*). However, a far more complex relationship exists between DNA methylation and transcriptional processes, which can be regulated by other epigenetic mechanisms. Indeed, the methylation of the first exon is negatively correlated to gene expression in a more pronounced way than methylations of the promoter regions (Brenet et al., 2011). Moreover, previous studies suggest a permissive state of gene expression linked with low methylation, but not a linear inhibitory link with high methylation (Anastasiadi et al., 2018). Based on the canonical view of 5mC being a repressor of transcription (Deaton and Bird, 2011), our results indicate a mismatch between the methylation state and the level of gene expression for *Robo-1* and *Cdkn1a*. Considering that the most hypomethylated genes emerging from our analysis are related to chromatin remodeling and chromatin modification, it is likely that, besides DNA methylation, other epigenetic events, such as histone acetylation/methylation are modulated altering gene expression, which could in part explain the weak correlation that we observe between MeDIP-seq and RNA-seq. In line with these findings, histone acetylation alterations are present in various tissues of women with the disease (Qu et al., 2012; Vázquez-Martínez et al., 2019).

Remarkably, we report that several of the differentially methylated genes identified in ovarian tissues of PCOS mice of the third generation are also altered in blood samples from women with PCOS and from daughters of women with PCOS compared with healthy women. Six genes associated with DNA demethylation (*TET1*), axon guidance (*ROBO-1*), inhibition of cell proliferation (*CDKN1A*), inflammation (*HDC*), and insulin signaling (*IGFBPL1*, *IRS4*) are hypomethylated in women with PCOS as compared with controls, and three genes (*ROBO-1*, *HDC*, and *IGFBPL1*) are also hypomethylated in daughters diagnosed with PCOS. As the BMI of women with PCOS included in this investigation is not significantly different compared with controls, both in unrelated women and in CNTR-D and PCOS-D (Tables S2 and S3), and because several metabolic parameters (fasting insulin, fasting glycemia, and triglycerides) are within the normal range in the PCOS groups, we can exclude a priori the contribution of metabolic alterations on the differential methylation landscape of women with PCOS versus control women. We should also note that control women recruited in this study are significantly older than women with PCOS (Table S2), raising the possibility of the existence of an age-dependent epigenetic effect. However, the observation that hypomethylation occurs in daughters with PCOS age-matched with control daughters (Table S3; age CNTR-D: 24 ± 4.4, PCOS-D: 26 ± 2.0), in the same genes as those detected in blood samples of women with PCOS suggests that DNA methylation changes are mostly associated with the PCOS status rather than being influenced by age.

As DNA methylation epigenetic changes can precede phenotypic manifestation and display more stability than gene expression alterations (Kelly et al., 2010), the differentially methylated genes offer the opportunity to develop valuable diagnostic indicators for PCOS risk or prognostic indicators for the disease progression. Even more importantly, the reversible nature of epigenetic modifications makes them more “druggable” than attempts to target or correct defects in gene expression itself. Both hypermethylation and hypomethylation are involved in several disease conditions (Kelly et al., 2010). Several inhibitors of DNA methylation are currently approved for many pathologies by the US Food and Drug Administration (FDA) and have been in clinical use for many years (Kelly et al., 2010). However, at present, there are no FDA-approved therapeutic modalities that target hypomethylation. Here, we examined the therapeutic potential of SAM, a known natural agent causing methylation of several genes (Chik et al., 2014). To our knowledge, this is the first direct evidence for the potential therapeutic effect of SAM in a preclinical model of PCOS. Our investigation showed that SAM treatment can rescue the major PCOS reproductive neuroendocrine and metabolic alterations of PAMH F3 mice, thus highlighting the therapeutic potential of methylating agents as promising epigenetic therapies aimed at treating women with PCOS. We provide evidence that the methylating agent restores the aberrant expression of most inflammatory genes investigated in the ovaries as well as in metabolic tissues of PAMH F3 adult mice. Numerous studies show a causal link between low-grade inflammation and metabolic diseases, including T2D (Reilly and Saltiel, 2017). Moreover, the degree of inflammation correlates well with the severity of insulin resistance, T2D, and hyperandrogenism related to PCOS (González et al., 2006; Zhao et al., 2015). However, the precise triggers of PCOS-associated inflammation are poorly understood. Based on our findings we can speculate that the trigger for tissue inflammations could emanate from altered DNA methylation landscapes, which can be corrected by the SAM.

Taken together, this study points to AMH excess during gestation as a detrimental factor leading to the transgenerational transmission of PCOS cardinal neuroendocrine, reproductive, and metabolic alterations and shed lights into the epigenetic modifications underlying the susceptibility of the disease while pointing to novel diagnostic tools and epigenetic-based therapeutic avenues to treat the disease.

### Limitations of study

In this study, we demonstrate the involvement of epigenetic changes at the ovarian level as drivers of the susceptibility of PCOS across generations. However, we have not performed genome-wide DNA methylation and RNA-seq profiling of the hypothalamic tissue of control and PCOS animals. Hence, we cannot rule out that gene expression modifications and DNA methylation changes possibly affecting the hypothalamus of PCOS-like animals may also play a role in this phenomenon. Moreover, we have not fully assessed if SAM treatment can also normalize the reproductive deficits of PAMH animals.

Future studies, using genome-wide DNA methylation approaches, in combination with preclinical phenotypic investigations, are also necessary to determine whether re-methylation after the epigenetic treatment could potentially drive adverse secondary phenotypic effects at long term. Finally, our clinical investigation identifies methylome markers in the blood of women with PCOS as possible diagnostic landmarks and candidates for epigenetic-based therapies. However, these markers need to be confirmed in larger cohorts of patients, segregating endocrine and metabolic characteristics related to risk and severity of PCOS, to suggest their use as an effective personalized screening and treatment intervention.

## STAR★methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Mouse monoclonal anti-5′-methylcytosine	Diagenode	Cat#C15200081; RRID: AB_2572207
Mouse IgG	Diagenode	Cat#C15400001; RRID: AB_2722553
Guinea pig polyclonal anti-insulin	DAKO	Cat# IR00261-2; RRID: AB_2800361
Rabbit monoclonal anti-glucagon antibody	Abcam	Cat# ab92517; RRID: AB_10561971

**Biological samples**		

Patient-derived blood	Jeanne de Flandre Hospital, France	http://maternite.chru-lille.fr

**Chemicals, peptides, and recombinant proteins**		

Recombinant human anti-Müllerian hormone (AMH)	R&D Systems	Cat#1737-MS-10
Hematoxylin-eosin	Sigma Aldrich	Cat#GHS132
Trizol	ThermoFisher Scientific	Cat #15596026
S-adenosylmethionine (SAM)	England Biolegends	Cat #B9003S
Dichloromethane	Sigma-Aldrich	Cat# 270997
Benzyl ether	Sigma-Aldrich	Cat# 108014
Methanol	VWR Chemicals	Cat# 20847.360
Hydrogen peroxide solution	Sigma-Aldrich	Cat# 216763
Thimerosal	Sigma-Aldrich	Cat# T8784-5g
Triton X100	Sigma-Aldrich	Cat# X100-500ml

**Critical commercial assays**		

Mouse T ELISA Kit	Demeditec Diagnostics	Cat#DEV9911
RNeasy Lipid Tissue Mini Kit	Qiagen	Cat # 74804
RNA-to-cDNA kit	Applied Biosystems	Cat #4387406
TruSeq Stranded mRNA Library Prep Kit and TruSeq RNA Single Indexes kits A and B	Illumina	Cat # IP-202-1012; IP-202-1024
MagMeDIP kit	Diagenode	Cat # C02010021
Qubit dsDNA HS Assay Kit	Thermo Fisher	Cat # Q32851
QIamp DNA blood Mini kit	Qiagen	Cat # 51104
DNeasy Blood & Tissue Kit	Qiagen	Cat #69504
Mouse Insulin ELISA Kit	Mercodia	Cat #10-1247-01

**Deposited data**		

Raw and analyzed data	This paper	GEO: GSE148839

**Experimental models: organisms/strains**		

C57BL/6J mice	Charles River	N/A

**Oligonucleotides**		

Sorbs2-TTS_forward primer (MeDIP-PCR human samples): CAGCCTCCTGGAGACACTTT	This paper	N/A
Sorbs2-TTS_reverse primer (MeDIP-PCR human samples): CACGTCAAAATGTGGGATCA	This paper	N/A
Robo1_forward primer (MeDIP-PCR human samples): AGGCAAGTTCTGCTCCTCAA	This paper	N/A
Robo1_reverse primer (MeDIP-PCR human samples): TTCTCATTCGCCTGGATTTC	This paper	N/A
Cdkn1a-prom_forward primer (MeDIP-PCR human samples): GCAGAGAGGTGCATCGTTTT	This paper	N/A
Cdkn1a-prom_reverse primer (MeDIP-PCR human samples): TCTGGCAGGCAAGGATTTAC	This paper	N/A
Hdc-inter_forward primer (MeDIP-PCR human samples): CCTGCCCAATTCAATCTGTT	This paper	N/A
Hdc-inter_reverse primer (MeDIP-PCR human samples): CCGGAATAGGGTGGTAGTCA	This paper	N/A
Igfbpl1-prom_forward primer (MeDIP-PCR human samples): CACCCCTCATGTGTCTTGTG	This paper	N/A
Igfbpl1-prom_reverse primer (MeDIP-PCR human samples): CCAAGAACGGTGTAGCTGGT	This paper	N/A
Irs4-prom_forward primer (MeDIP-PCR human samples): TAACCAGTGTTGGGCTGTGA	This paper	N/A
Irs4-prom_reverse primer (MeDIP-PCR human samples): TCTCGCTCAAGGAAAGGAAA	This paper	N/A
Uhrf1_forward primer (MeDIP-PCR human samples): TCTTCCGGGTTTGTCATCTC	This paper	N/A
Uhrf1_reverse primer (MeDIP-PCR human samples): CGAACTTGGCAGGTAGGAAG	This paper	N/A
Tet1-prom_forward primer (MeDIP-PCR human samples): GAGGGCTCTCACACTTCCTG	This paper	N/A
Tet1-prom_reverse primer (MeDIP-PCR human samples): GCTCAGTTTCCTCCAGCAAC	This paper	N/A
Sorbs2 _forward primer (MeDIP-PCR mouse samples): CTATCATCATTGCGGGTTCA	This paper	N/A
Sorbs2_reverse primer (MeDIP-PCR mouse samples): ATGGGACAACCTGACACACA	This paper	N/A
Robo1_forward primer (MeDIP-PCR mouse samples): GCAAAGCTCTCTGCTTTTGAA	This paper	N/A
Robo1_reverse primer (MeDIP-PCR mouse samples): AACGTGTCACTCCCTTCTCC	This paper	N/A
Cdkn1a _forward primer (MeDIP-PCR mouse samples): GTATGCTGCCACAACCACAC	This paper	N/A
Cdkn1a_reverse primer (MeDIP-PCR mouse samples): GCTGCTACTTGGCACCAGTT	This paper	N/A
Hdc _forward primer (MeDIP-PCR mouse samples): GAACGTCATTCTCACAGAGCA	This paper	N/A
Hdc_reverse primer (MeDIP-PCR mouse samples): CCCATTCTCACCACCGATTA	This paper	N/A
Uhrf1-peak1_forward primer (MeDIP-PCR mouse samples): TCTTCCCTGGGCTTCCTAGT	This paper	N/A
Uhrf1-peak1_reverse primer (MeDIP-PCR mouse samples): AGCGAGCTTCACACACACAG	This paper	N/A
Uhrf1-peak2_forward primer (MeDIP-PCR mouse samples): TTTGTGGGTCTGACAACTGG	This paper	N/A
Uhrf1-peak2_reverse primer (MeDIP-PCR mouse samples): TGGAAGGCATATGCTCAGTG	This paper	N/A
Tet1_forward primer (MeDIP-PCR mouse samples): TGGGATCCTATGTCCTCTTCC	This paper	N/A
Tet1_reverse primer (MeDIP-PCR mouse samples): TCCACCTGCCTCTACCTTTTT	This paper	N/A
Gremlin 1	TermoFisher Scientific	Cat#Mm00488615_s1
Follistatin	TermoFisher Scientific	Cat#Mm00514982_m1
Roundabout homolog 1 (Drosophila)	TermoFisher Scientific	Cat#Mm00803879_m1
insulin degrading enzyme	TermoFisher Scientific	Cat#Mm00473077_m1
prostaglandin-endoperoxide synthase 2	TermoFisher Scientific	Cat#Mm00478374_m1
insulin-like growth factor binding protein 6	TermoFisher Scientific	Cat#Mm00599696_m1
ephrin B1	TermoFisher Scientific	Cat#Mm00438666_m1
tumor necrosis factor receptor superfamily, member 12a	TermoFisher Scientific	Cat#Mm01302476_g1
Jun D proto-oncogene	TermoFisher Scientific	Cat#Mm04208316_s1
cyclin-dependent kinase inhibitor 1A (P21)	TermoFisher Scientific	Cat#Mm04205640_g1
growth arrest specific 2	TermoFisher Scientific	Cat#Mm00433519_m1
aquaporin 8	TermoFisher Scientific	Cat#Mm01278161_m1
actin, beta	TermoFisher Scientific	Cat#Mm00607939_s1
ubiquitin-like, containing PHD and RING finger domains, 1	TermoFisher Scientific	Cat#Mm00477872_m1
tet methylcytosine dioxygenase 1	TermoFisher Scientific	Cat#Mm01169087_m1
sorbin and SH3 domain containing2	TermoFisher Scientific	Cat#Mm01200787_m1
histidine decarboxylase	TermoFisher Scientific	Cat#Mm00456104_m1
nuclear factor of kappa light polypeptide gene enhancer in B cells	TermoFisher Scientific	Cat#Mm00476361_m1
mannan-binding lectin serine peptidase 1	TermoFisher Scientific	Cat#Mm00434830_m1
allograft inflammatory factor 1	TermoFisher Scientific	Cat#Mm00479862_g1
interleukin 6	TermoFisher Scientific	Cat#Mm00446190_m1
tumor necrosis factor alpha	TermoFisher Scientific	Cat#Mm00443258_m1
interleukin 1 beta	TermoFisher Scientific	Cat#Mm00434228_m1
nuclear factor of kappa light polypeptide gene enhancer in B cells 1	TermoFisher Scientific	Cat#Mm00476361_m1
Kisspeptin 1	N/A	Cat#Mm03058560_m1
gonadotropin releasing hormone 1	N/A	Cat#Mm01315605_m1
glyceraldehyde-3-phosphate dehydrogenase	N/A	Cat#Mm99999915_g1

**Software and algorithms**		

Prism 8 Version 8.3.1	GraphPad Software, LLC	https://www.graphpad.com/scientific-software/prism/
Inspector software	LaVision Biotec	http://www.lavisionbiotec.com/
Imaris x64 software (version 8.0.1)	Bitplane	http://www.bitplane.com/imaris/imaris
iMovie (version 10.1.1)	Apple	http://www.apple.com/fr/imovie/

**Other**		

MiniSpec mq 7.5, Nuclear Magnetic Resonance	Bruker	N/A
Glucometer	Life scan	OneTouch Verio
Bioruptor Plus sonicator	Diagenode	Cat # B01020001

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, Paolo Giacobini ().

#### Materials availability

This study did not generate new unique reagents.

#### Data and code availability

The accession number for the RNA-seq and MeDIPseq data from mouse ovaries from CNTR and PAMH F3 females reported in this paper is GEO: GSE148839. All the other data supporting the findings of this study are available within the article and its supplementary information files and from the lead contact author upon request.

### Experimental model and subject details

#### Human studies

Blood samples have been collected prospectively, from 2003 to 2008, to perform genetic studies, in the Reproductive Medicine Department of Jeanne de Flandre in Lille University Hospital, France. Biological and clinical data about patients were collected at the same time. This study was approved by the Ethics Committee of Lille University Hospital (DRC BT/JR/DS/N° 0231 PROM 02-563 CP 03/11). Written informed consent was obtained for all patients. Patients were initially referred to our department for hyperandrogenism (HA) and/or oligo-anovulation and/or infertility. The diagnosis of PCOS was based on the presence of at least 2 out of the 3 following Rotterdam criteria (Rotterdam, 2004), i.e.,: −1) HA (clinical or biological). Clinical HA was defined by the presence of hirsutism (modified Ferriman-Gallwey score over 7 and/or acne located in more than two areas). Hyperandrogenism was defined as a serum TT level > 0,39 ng/ml and/or a serum androstenedione level (A) >2,2 ng/ml, as previously reported (Dewailly et al., 2011) −2) oligo-anovulation, (i.e. oligomenorrhea or amenorrhea); −3) presence of Polycystic Ovarian Morphology (PCOM) at ultrasound (U/S), with an ovarian area ≥ 5.5 cm^2^ and/or a follicle number per ovary ≥ 12, unilaterally or bilaterally. Women with congenital adrenal hyperplasia, Cushing syndrome, androgen secreting tumor or hyperprolactinemia were excluded. Women with PCOS were asked about familial history and the genetic study was also proposed to their mothers and sisters. The latter were asked about their personal clinical history (age, body mass index, age of first menstruations, cycle length, presence of hirsutism or acne). For sisters who didn’t have any contraceptive treatment, hormonal assays were also performed in the follicular phase. Based on this information, they were classified as women with PCOS or control, if possible.

Biochemical and hormonal measurement tests were performed in the central biochemistry department of Lille and included: estradiol, LH and FSH, total testosterone, delta4 androstenedione, 17-hydroxyprogesterone, SDHEA, SBP, prolactinemia, fasting glucose, insulinemia and lipid profile. Estradiol, androstenedione, testosterone, LH and FSH were measured by immunoassays as previously described (Dewailly et al., 2011; Pigny et al., 1997). Fasting serum insulin levels were measured in duplicate by an immunoradiometric assay (Bi-Insulin IRMA Pasteur, Bio-Rad, Marnes la Coquette, France) that uses two monoclonal anti-insulin antibodies. Intra and interassay coefficient of variation were <3,8 and <7,5% respectively. Results are expressed as milli international units per liter.

47 blood samples have been recently analyzed from 32 women with PCOS (18-65 years old) and 15 women without PCOS (22-66 years old). Among the 32 PCOS women, five were born from PCOS mothers (23-30 years old) and among the 15 control women, 3 were confirmed to be born from control mothers (22-36 years old).

All procedures contributing to this work comply with the ethical standards of the relevant national and institutional committees on human experimentation and with the 1975 Declaration of Helsinki, as revised in 2008.

#### Mouse models

All C57BL/6J (B6) mice (Charles River, USA) were group-housed under specific pathogen-free conditions in a temperature-controlled room (21-22°C) with a 12-h light/dark cycle and *ad libitum* access to food and water. Standard diet (9.5 mm Pelleted RM3, Special Diets Services, France) was given to all mice during breeding, lactation and growth of young stock. Nutritional profile of the standard diet RM3 is the following: Protein 22.45%, Fat 4.2%, Fiber 4.42%, Ash 8%, Moisture 10%, Nitrogen free extract 50.4%; Calories: 3.6 kcal/gr. F0 C57BL/6J mice were used directly after arrival into the animal facility and after an acclimatization period of at least 2 weeks.

Mice were randomly assigned to groups at the time of purchase or weaning to minimize any potential bias. No data sets were excluded from analyses. The animals were daily for health issues by qualified personnel; health status was normal for all animals.

Animal studies were approved by the Institutional Ethics Committees of Care and Use of Experimental Animals of the University of Lille (France; Ethical protocol number: APAFIS#2617-2015110517317420 v5 and APAFIS#13387-2017122712209790 v9). All experiments were performed in accordance with the guidelines for animal use specified by the European Council Directive of 22 September 2010 (2010/63/EU). The sample size, sex and age of the animals used is specified in the text and/or figure legends.

### Method details

#### Prenatal anti-Müllerian hormone (PAMH) treatment

PAMH animals have been generated as previously described (Tata et al., 2018). Timed-pregnant adult (3-4 months) C57BL6/J (B6) dams were injected daily intraperitoneally (i.p.) from embryonic day (E) 16.5 to 18.5 with 200 μL of a solution containing respectively: 1) 0.01 M phosphate buffered saline (PBS, pH 7.4, prenatal control-treated, CNTR), 2) PBS with 0.12 mgKg^-1^/d human anti-Müllerian hormone (AMH) (AMH_C_, R&D Systems, rhMIS 1737-MS-10, prenatal AMH (PAMH)-treated).

#### Mouse breeding scheme and feeding paradigm to generate F1–F3 offspring

PAMH female offspring (F1) were mated with F1 PAMH unrelated males to generate PAMH F2 offspring, and a subset of PAMH F2 female offspring were mated with PAMH F2 unrelated males to generate PAMH F3 offspring. The remaining F1, F2 and F3 female offspring were subjected to phenotypic testing as described below. Control male or female offspring (CNTR) used in this study were generated by prenatally treating gestating mice with PBS from E16.5 to E18.5 as described above.

The exact number of mice used for each procedure and their sex and age are given in the figure legends and/or text. Details of the number of mice used for (1) phenotypic testing and (2) breeding to generate F1, F2 and F3 offspring in each group are specified in in the figure legends and/or text. To ensure variability within each group, offspring in each generation were randomly allocated for phenotypic testing or breeding.

#### Assessment of phenotype, estrous cycle, and fertility

Control F1 and PAMH F1-F3 female offspring were weaned at post-natal day P21 and checked for vaginal opening (VO) and time of first estrus. Anogenital distance (AGD) and body mass (grams, g) were measured at different ages during post-natal development (P30, 35, 40, 50 and 60). At VO and in adulthood (P60), vaginal smears were performed daily for 16 consecutive days (4-cycles) for analysis of age of first estrus and estrous cyclicity. Vaginal cytology was analyzed under an inverted microscope to identify the specific stage of the estrous cycle. The reproductive competency of these animals was determined by pairing the following mice: CNTR F1 females mated with CNTR F1 males, CNTR F1 males mated with PAMH F1-F3 females, PAMH F1-F3 females mated with PAMH F1-F3 males, for a period of 3 months. Unexperienced males and primiparous females, selected from at least three different litters, were used for the 90-days mating protocol test. Number of pups/litter (number of pups), fertility index (number of litters per females over 3 months), and time to first litter (number of days to first litter after pairing) were quantified per treatment and pairing.

#### Ovarian histology

Ovaries were collected from 3-month-old diestrus mice, immersion-fixed in 4% PFA solution and stored at 4°C. Paraffin-embedded ovaries were sectioned at a thickness of 5 μm (histology facility, University of Lille 2, France) and stained with hematoxylin-eosin (Sigma Aldrich, Cat # GHS132, HT1103128). Sections were examined throughout the ovary. Total numbers of corpora lutea (CL) were classified and quantified as previously reported (Caldwell et al., 2017). To avoid repetitive counting, each follicle was only counted in the section where the oocyte’s nucleolus was visible. To avoid repetitive counting, CL were counted every 100 μm by comparing the section with the preceding and following sections. CL were characterized by a still present central cavity, filled with blood and follicular fluid remnants or by prominent polyhedral to round luteal cells.

#### LH and T ELISA assays

LH levels were determined by a sandwich ELISA, using a well-established ELISA method (Steyn et al., 2013; Tata et al., 2018). A mouse LH-RP reference was provided by Albert F. Parlow (National Hormone and Pituitary Program, Torrance, California, USA). The assay sensitivity of the LH ELISA was 0.04 ng/ml and intra-assay coefficient of variation was 4.3%. Plasma T levels were analyzed using a commercial ELISA (Demeditec Diagnostics, GmnH, DEV9911) according to the manufacturers’ instructions as previously validated in other studies (Moore et al., 2015; Tata et al., 2018). The assay sensitivity is 0.066 ng/ml at the 2 standard deviation confidence limit. Intra-assay coefficient of variation for testosterone was 7 % and inter-assay coefficient of variation was 11.0%. 20 μl of plasma was used for the testosterone assay, run in duplicate samples.

As T and LH levels can vary significantly due to handling, sampling techniques and depending on the time of the day, female adult mice were habituated with daily handling for 3 weeks. Blood samples were taken from trunk blood, for T measurements, and from the tail, for LH measurements, between 10h00 and 12h00 during diestrus.

#### Body weight and composition

Whole body fat, fluids, and lean tissue mass were determined by Nuclear Magnetic Resonance. (MiniSpec mq 7.5, RMN Analyser, Bruker) according to the manufacturer’s recommendations.

#### Measurement of fasting blood glucose and insulin level

Fasting blood glucose levels were assessed after animals were fasted for 12 h (starting from 8:00 PM). Blood glucose levels were determined in blood samples from the tail vein at 8:00 AM using an automatic glucometer (OneTouch Verio, Life scan). Fasting Insulin levels were determined in plasma samples after sacrifice, by a sandwich Insulin ELISA (Mercodia, Cat #10-1247-01) according to the manufacturers’ instructions.

#### Glucose and insulin tolerance tests

For intraperitoneal glucose tolerance test (ipGTT), animals were subjected to an overnight fasting (14 h food withdrawal). For intraperitoneal insulin tolerance test (ipITT), mice were fasted for 4 h. Either glucose (2 g/kg body weight) or human normal insulin (0.75 U/kg body weight) were injected intraperitoneally at 0 (prior to glucose or insulin administration) and blood was collected from the tail vein at different time points (0, 15, 30, 45, 60, 120, 150). Plasma glucose was measured using an automatic glucometer (OneTouch Verio, Life scan).

#### Optical clearing of mouse pancreas

Whole-organ staining and clearing were performed using iDISCO+ (Renier et al., 2014). Pancreata were dissected from perfused animals and processed as described below. Samples were dehydrated [20, 40, 60, 80, and 100% methanol at room temperature (RT)], delipidated [100% dichloromethane (DCM; Sigma-Aldrich)], and bleached in 5% H2O2 (overnight, 4°C). Pancreata were rehydrated (80, 60, 40, and 20% methanol) and permeabilized [PBS/0.2% TritonX-100 (twice for 1h)] before proceeding to the staining procedures. Samples were incubated at 37°C on an adjustable rotator in 10 ml of a blocking solution (PBSGNaT) of 1X PBS containing 0.2% gelatin (Sigma-Aldrich), 0.5% Triton X-100 (Sigma-Aldrich) and 0.01% NaAzide for 3 nights. Samples were transferred to 10 ml of PBSGNaT containing primary antibodies (FLEX polyclonal guinea pig anti-insulin ready-to-use, DAKO IR00261-2, 1:2; monoclonal rabbit anti-glucagon antibody [EP3070], Abcam ab92517, 1:500) and placed at 37°C in rotation for 7 days. This was followed by six washes of 30 min in PBSGT at RT and a final wash in PBSGT overnight at 4°C. Next, samples were incubated in secondary antibodies: goat anti-rabbit Alexa Fluor 647 conjugated antibody (Life Technologies, 1:500), goat anti-Guinea Pig Alexa Fluor 568 conjugated antibody (Life Technologies, 1:500), diluted in 10 ml PBSGNaT for 5 days at 37°C in a rotating tube. After six 30-min washes in PBS at room temperature, the samples were stored in PBS at 4°C in the dark until clearing. Samples were washed with PBSGNaT (five times, RT) and PBS (five times, RT), dehydrated with a methanol gradient, then washed in 100% methanol (three times, 1 hr each) and incubated overnight with 66% DCM/33% Methanol and then in 100% DCM until the sample sank (15 min to 45 min). The clearing step was performed in 100% Benzyl ether (DBE; Sigma-Aldrich).

#### Light-sheet imaging

3D imaging was performed as previously described (Belle et al., 2014). An ultramicroscope (LaVision BioTec) using ImspectorPro software (LaVision BioTec) was used to perform imaging. The light sheet was generated by a laser (wavelength 488 or 561 nm, Coherent Sapphire Laser, LaVision BioTec) and two cylindrical lenses. A binocular stereomicroscope (MXV10, Olympus) with a 2× objective (MVPLAPO, Olympus) was used at different magnifications (1.6×, 4×, 5×, and 6.3×). Samples were placed in an imaging reservoir made of 100% quartz (LaVision BioTec) filled with DBE and illuminated from the side by the laser light. A PCO Edge SCMOS CCD camera (2560 × 2160 pixel size, LaVision BioTec) was used to acquire images. The step size between each image was fixed at 2 μm.

Images, 3D volume, and movies were generated using Imaris x64 software (version 7.6.1, Bitplane). Stack images were first converted to imaris file (.ims) using ImarisFileConverter and 3D recontruction was performed using “volume rendering”. Optical slices of samples were obtained using the “orthoslicer” tools. The surface of the samples was created using the “surface” tool by creating a mask around each volume. 3D pictures were generated using the “snapshot” tool. Adobe Photoshop CC 2019 (Adobe Systems, San Jose, CA, USA) was used to process, adjust and merge the photomontages. Figures were prepared using Adobe Photoshop CC.

#### Immunohistochemistry on pancreatic sections

Pancreata from control (*n* = 4), PAMH F3 (*n* = 5) and PAMHF3 + SAM (*n* = 5) animals were collected and immersed in 4% paraformaldehyde in PBS for 4 hours. Pancreata were then rinsed in PBS, dehydrated and embedded in paraffin, and the blocks were sectioned on a microtome at 8 μm thickness.

Before immunofluorescence experiments, the sections underwent deparaffinization: incubation in xylene 2 times x 5 min, then rinsed with 100% ethanol (2 times x 5 minutes), and rehydrated in a decreasing gradient of Ethanol/H_2_0 (100%, 90%, 75%, 5 minutes each) and finally transferred to PBS.

Antigen retrieval was performed as follows: the slides were incubated for 30 minutes in 10 mM citrate buffer heated to 95°C. They were brought back to room temperature and rinsed with PBS. The sections were blocked for 30 minutes in blocking buffer (PBS + 7% NGS + 0.3% triton X100), then incubated with primary antibodies in blocking buffer for 48 hours at 4°C. After three rinses in PBS, the sections were incubated for 1h at RT with secondary antibodies diluted in blocking buffer. Finally, the sections were rinsed three times in PBS before nuclear staining with DAPI (1:5000 in PBS) and mounting with Mowiol. The slides were allowed to dry before imaging. Primary antibodies used were: FLEX polyclonal guinea pig anti-insulin ready-to-use (DAKO IR00261-2, 1:2), recombinant monoclonal rabbit anti-glucagon antibody [EP3070] (Abcam ab92517, 1:500). Secondary antibodies: goat anti-rabbit Alexa Fluor 647 conjugated antibody (Life Technologies, 1:500), goat anti-Guinea Pig Alexa Fluor 568 conjugated antibody (Life Technologies, 1:500).

#### Image acquisition and analysis

Single-plane acquisitions of pancreatic sections from control (*n* = 4), PAMH F3 (*n* = 5) and PAMHF3 + SAM (*n* = 5) animals were performed on a Zeiss LSM 710 confocal microscope equipped with a 20X/0.8 objective. Insulin staining was used to measure the area of the pancreatic islets. For each animal, 3 to 4 random regions of the pancreas were imaged, and all pictures were processed in the same manner using Fiji: pictures were first converted to 8bits, and the insulin staining was segmented by manual thresholding with constant parameters (set to 20-255). The area of the segmented signal was then quantified using the measurement tool.

#### RNA extraction and RT-qPCR

Ovaries, perigonadal fat and hypothalami were harvest from control F1 and PAMH F3 (treated or not with SAM) female mice and were snap-frozen in liquid nitrogen. Frozen tissues were homogenized using 1 ml of Trizol (ThermoFisher Scientific, Cat #15596026) with a tissue homogenizer and total RNA was isolated using RNeasy Lipid Tissue Mini Kit (Qiagen; Cat # 74804) following the manufacturer’s instructions. For gene expression analyses, cDNA was synthetized from 1000ng of total RNA using the High Capacity RNA-to-cDNA kit (Applied Biosystems, Cat #4387406) using the manufacturer’s recommended cycling conditions. Real-time PCR was carried out on Applied Biosystems 7900HT Fast Real-Time PCR system using exon-boundary-specific TaqMan Gene Expression Assays (TermoFisher Scientific). Data were analyzed by using the 2^-ΔΔCT^ method (Livak and Schmittgen, 2001) and normalized to housekeeping genes Beta-actin (*ActB*) levels. Values are expressed relative to control values, as appropriate, set at 1.

#### RNA libraries and sequencing

RNA-Seq libraries were generated from 600 ng of total RNA using TruSeq Stranded mRNA Library Prep Kit and TruSeq RNA Single Indexes kits A and B (Illumina, San Diego, CA), according to manufacturer's instructions. Briefly, following purification with poly-T oligo attached magnetic beads, the mRNA was fragmented using divalent cations at 94°C for 2 minutes. The cleaved RNA fragments were copied into first strand cDNA using reverse transcriptase and random primers. Strand specificity was achieved by replacing dTTP with dUTP during second strand cDNA synthesis using DNA Polymerase I and RNase H. Following addition of a single 'A' base and subsequent ligation of the adapter on double stranded cDNA fragments, the products were purified and enriched with PCR (30 sec at 98°C; [10 sec at 98°C, 30 sec at 60°C, 30 sec at 72°C] x 12 cycles; 5 min at 72°C) to create the cDNA library. Surplus PCR primers were further removed by purification using AMPure XP beads (Beckman-Coulter, Villepinte, France) and the final cDNA libraries were checked for quality and quantified using capillary electrophoresis. Libraries were then single-read sequenced with a length of 50 pb, with 8 samples per lane on an Illumina Hiseq4000 sequencer. Image analysis and base calling were carried out using RTA v.2.7.3 and bcl2fastq v.2.17.1.14. Reads were mapped onto the mm10 assembly of Mus musculus genome using STAR (Dobin et al., 2013) v.2.5.3a. Gene expression was quantified from uniquely aligned reads using HTSeq-count (Anders et al., 2015) v.0.6.1p1 with annotations from Ensembl release and union mode. Data quality was evaluated with RSeQC (Wang et al., 2012). Comparisons of read counts were performed using R 3.5.1 with DESeq2 (Love et al., 2014) v1.22.1 Bioconductor package. More precisely, counts were normalized from the estimated size factors using the median ratio method and a Wald test was used for the statistical test. Unwanted variation was identified with sva (Leek, 2014) and considered in the statistical model. To reduce false positive, p-values were adjusted by IHW method (Ignatiadis et al., 2016).

#### MeDIP

MeDIP was performed using MagMeDIP kit (Diagenode) according to the manufacturer’s instructions. Briefly, frozen mouse ovaries (dissected at dioestrus) were chopped and lysed in 1mL GenDNA digestion buffer and DNA was extracted using phenol:chloroform:isoamyl alcohol (25:24:1). DNA extraction of the liver and hypothalamic tissues were performed using the DNeasy Blood & Tissue Kit (Qiagen) according to the manufacturer’s instructions. DNA was quantified using the QubitTM DNA BR Assay kit. 1.1 μg of DNA was sheared by sonication for six cycles with 30 s ON and 30 s OFF at 4 °C using the Bioruptor Plus sonicator (Diagenode). Immunoprecipitation was performed using an anti-5′-methylcytosine mouse monoclonal antibody (Diagenode; Cat nr: C15200081; Lot nr: RD004; 0.2 μg/immunoprecipitation) or a mouse IgG as a negative control (Diagenode; Cat nr: C15400001; Lot nr: MIG002S; 0.2 ug/immunoprecipitation) and magnetic beads, following MagMeDIP kit settings. One-tenth of the DNA sample was set aside at 4 °C for input. To check the efficiency of the MeDIP experiment, spike-in controls including unmethylated (unDNA) and *in vitro* methylated DNA (meDNA) from A. thaliana were used. After magnetic beads washes, methylated DNA was isolated using the DNA Isolation Buffer protocol according to the MagMeDIP kit recommendations. DNA concentration was measured using Qubit dsDNA HS Assay Kit (Thermo Fisher). Efficiency of the immunoprecipitation was assessed by performing qPCR using meDNA and unDNA primers.

MeDIP experiments from human blood were carried using the MagMeDIP protocol as described above with some modifications. DNA was extracted from 200 μL of frozen blood using the QIamp DNA blood Mini kit (Qiagen) according to the manufacturer’s instructions. RNase A was added prior to cell lysis. DNA was eluted in 100 μL of water. Efficiency of the immunoprecipitation of the liver, hypothalamus and human blood samples were assessed by performing qPCR for the mouse/human *TSH2B* (methylated region) and *GAPDH* (unmethylated region) (primers provided in the MagMeDIP kit). Methylation quantification was calculated from qPCR data and reported as the recovery of starting material: % (meDNA-IP/Total input) = 2ˆ[(Ct(10%input)-3.32) − Ct(meDNA-IP)] × 100%.

#### MeDIP-seq - libraries construction and sequencing

Libraries were prepared using the SMART cDNA Library Construction Kit and sequenced on Illumina Hiseq 4000 sequencer as single-end 50 bp reads following Illumina's instructions. Image analysis and base calling were performed using RTA 2.7.3 and bcl2fastq 2.17.1.14. Adapter dimer reads were removed using Dimer Remover. Data were preprocessed with Cutadapt v1.13 (Martin, 2011) to remove the first 9 nucleotides and to remove sequences with a trailing polyT of at least 10 Ts. Cutadapt was used with the following parameters ‘-u 9 -a T(10) --discard-trimmed’. Reads were mapped to the mouse genome (mm10) using Bowtie v1.0.0 (Langmead et al., 2009) with default parameters except for “-p 3 –m 1 --strata --best”. Methylated regions were detected using MACS v1.4.2 (Zhang et al., 2008) with default parameters except for “-g mm -p 1e-3”. Regions were then annotated with the closest genes with Homer v4.9.1 annotatePeaks.pl (Heinz et al., 2010) with Ensembl v90 annotations.

All regions found in at least 2 replicates of the same condition were retained for the detection of differentially methylated regions. They were then combined to get the union of all peaks using the tool Bedtools merge v2.26.0 (Quinlan and Hall, 2010). Read counts were normalized across libraries using the method proposed by (Anders and Huber, 2010). Statistical comparisons of interest were performed using the method proposed by Love et al. (2014) implemented in the DESeq2 v1.22.2 Bioconductor library. p values were adjusted for multiple testing using the Benjamini and Hochberg (1995) method. MA plot and Manhattan plots are been generated using custom R scripts.

#### Methyl donor S-adenosylmethionine (SAM) treatment

Vaginal cytology was analyzed under an inverted microscope to record the specific stage of the estrous cycle. PAMH F3 offspring were injected intraperitoneally (i.p.) daily for 15 days with 200 μL of a solution containing 0.01M phosphate buffered saline (PBS, pH 7.4) or with SAM (50 mg/Kg/day; New England Biolegends, Cat. B9003S). This concentration was chosen based on previous *in vivo* pharmacological studies using the same drug (Li et al., 2012). Estrous cyclicity was analyzed in adult CNTR offspring (prenatally PBS-treated; Group 1, *n* = 5, 6 month-old) for 25 days and in PAMH F3 animals during 10 days before treatment. One group of PAMH F3 animals (Group 2; *n* = 5) was then injected daily with PBS and another group of animals (Group 3; *n* = 5) was injected with SAM for 15 days.

Tail-blood samples were collected for LH and T measurements at diestrus before the beginning of the treatments, at day 10, and at the end of the treatment, at day 25.

### Quantification and statistical analysis

All analyses were performed using Prism 8 (Graphpad Software, San Diego, CA) and assessed for normality (Shapiro–Wilk test and/or D'Agostino & Pearson test) and variance before subsequent analyses by several statistical tests. Sample sizes were chosen according to standard practice in the field. The investigators were not blinded to the group allocation during the experiments. However, analyses were performed by two independent investigators in a blinded fashion. For each experiment, replicates are described in the figure legends. All comparisons between groups, whose distribution was not normal, were performed using Mann-Whitney U test (comparison between two experimental groups) or Kruskal-Wallis test (comparison between three or more experimental groups) followed by a Dunn’s post hoc analysis. For analyses of populations normally distributed, data were compared using an unpaired two-tailed Student’s t test or a one-way ANOVA for multiple comparisons followed by Tukey’s multiple comparison post hoc test. The number of biologically independent experiments, sample size, p values, age and sex of the animals are all indicated in the main text or figure legends. All experimental data are indicated as mean ± SEM or as the 25^th^–75^th^ percentile, line at median. The significance level was set at p < 0.05.

# Supplementary material for: Polycystic ovary syndrome is transmitted via a transgenerational epigenetic process
**Source:** Cell Metab. 2021 Mar 2;33(3):513–530.e8. doi: 10.1016/j.cmet.2021.01.004
**Supplement:** Document S1. Figures S1–S7 and Tables S1–S3

**Supplemental information**

**Polycystic ovary syndrome is transmitted  
via a transgenerational epigenetic process**

**Nour El Houda Mimouni, Isabel Paiva, Anne-Laure Barbotin, Fatima Ezzahra Timzoura, Damien Plassard, Stephanie Le Gras, Gaetan Ternier, Pascal Pigny, Sophie Catteau-Jonard, Virginie Simon, Vincent Prevot, Anne-Laurence Boutillier, and Paolo Giacobini**

# **Polycystic Ovary Syndrome is Transmitted via a Transgenerational Epigenetic Process**

Mimouni, Paiva et al.

**Supplementary online material**

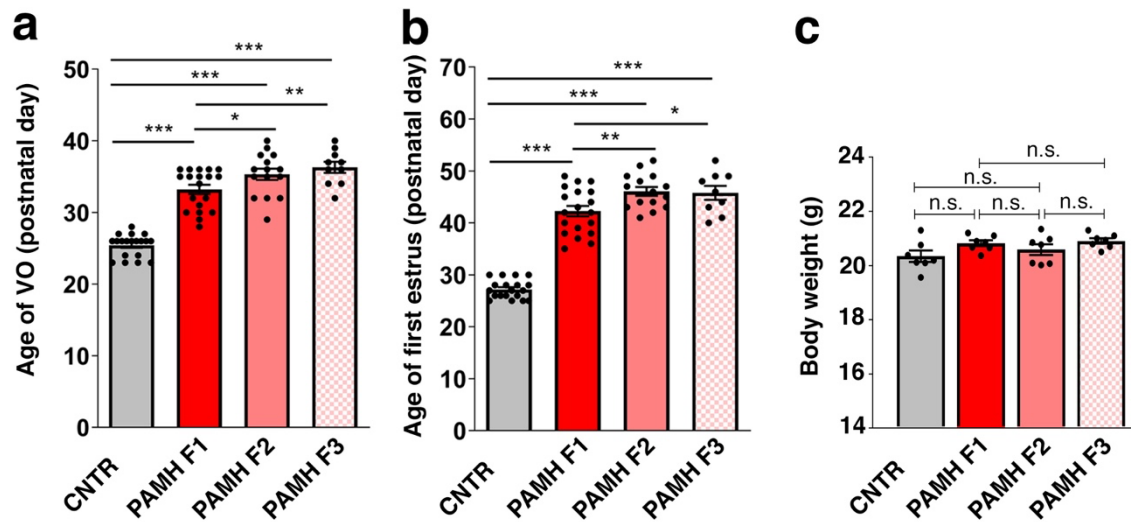

### Supplementary Figure 1, related to Fig. 1

#### Age of puberty onset and body weight in control animals and PAMH lineage.

**a**, Vaginal opening (VO) in the following prenatally treated offspring: Control (prenatal PBS-treated,  $n = 19$ ); PAMH F1 ( $n = 19$ ), F2 ( $n = 15$ ), F3 ( $n = 9-10$ ). Differences in time of vaginal opening were assessed by one-way ANOVA ( $F_{3,59} = 64.64$ , \*\*\*\* $P < 0.0001$ ) and Tukey's multiple comparison *post hoc* test.

**b**, Age at first estrous in the following prenatally treated offspring: Control (prenatal PBS-treated,  $n = 19$ ); PAMH F1 ( $n = 19$ ), F2 ( $n = 15$ ), F3 ( $n = 9-10$ ). Differences in time of age of first estrus were assessed by one-way ANOVA ( $F_{3,58} = 111.7$ , \*\*\*\* $P < 0.0001$ ) and Tukey's multiple comparison *post hoc* test.

**c**, Body weight in grams (g) of control animals ( $n = 7$ ) and PAMH F1-F3 ( $n = 7$  each group) adult females (postnatal days (P) 60). Differences in body weight were assessed by one-way ANOVA ( $F_{3,24} = 2.428$ , n.s.  $P = 0.0901$ ) and Tukey's multiple comparison *post hoc* test.

Data are presented as mean  $\pm$  s.e.m. Statistical significant was set at  $P < 0.05$ , n.s. not significant.

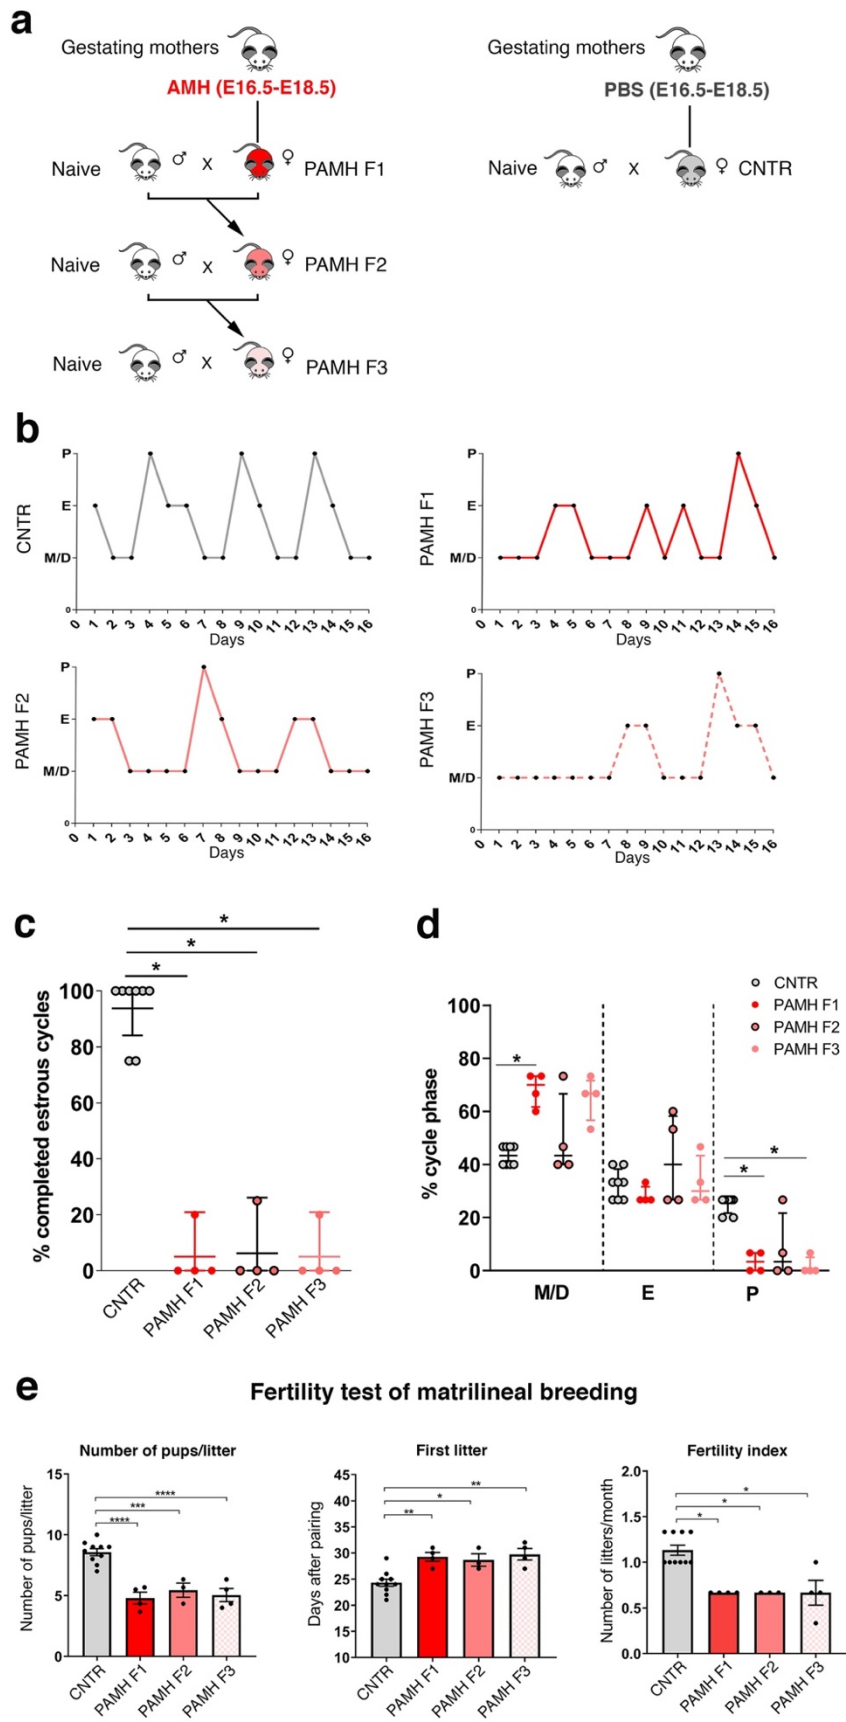

## Supplementary Figure 2, related to Fig. 1

### Ovulatory and fertility alterations in the PAMH lineage occurs via matriline inheritance.

**a**, Schematic illustration of matrilineal and control breeding scheme.

**b**, Representative estrous cyclicity of the mice/lineage group during 16 consecutive days. M/D: Metestrus/Diestrus phase, P: Proestrus, E: Estrus.

**c**, Scatter plot representing the % of completed estrous cycles in the four experimental groups. Quantitative analysis between treatment groups was performed using Kruskal-Wallis test followed by Dunn's post hoc analysis test ( $P = 0.0014$ ). The horizontal line in each scatter plot corresponds to the median value and the vertical line represents the 25th – 75th percentile range.

**d**, Scatter plot representing the percentage (%) of time spent in each estrous cycle respectively in CNTR ( $n = 8$ ), PAMH F1 females ( $n = 4$ ), PAMH F2 females ( $n = 4$ ), PAMH F3 females ( $n = 4$ ). Comparisons between treatment groups were performed using Kruskal-Wallis test followed by Dunn's multiple comparison *post hoc* test: M/D: \*  $P = 0.0100$ ; E:  $P = 0.5906$ ; P: \*\*  $P = 0.0051$ . The horizontal line in each scatter plot corresponds to the median value and the vertical line represents the 25th – 75th percentile range.

**e**, Fertility was assessed in control and PAMH lineage for 90 days. Fertility tests included the analysis of the number of pups per litter, the delay in days after pairing to give the first litter and the fertility index (number of litters produced per female during 90 days mating protocol). Statistical analysis was performed using one-way ANOVA and Tukey's multiple comparison *post hoc* test: Number of pups/litter,  $F_{3,17} = 23.90$  \*\*\*  $P < 0.0001$ ; Time to first litter,  $F_{3,17} = 9.774$ , \*\*\* $P = 0.0006$ ; Analysis of fertility index between groups was assessed using Kruskal Wallis followed by Dunn's multiple comparisons *post hoc* test: \*\* $P = 0.0016$ . Data in **e** are represented as mean  $\pm$  s.e.m. \*  $P < 0.05$ ; \*\*  $P < 0.005$ ; \*\*\* $P < 0.0005$ ; \*\*\*\* $P < 0.0001$ .

**a** Heat map sample-to-sample distance

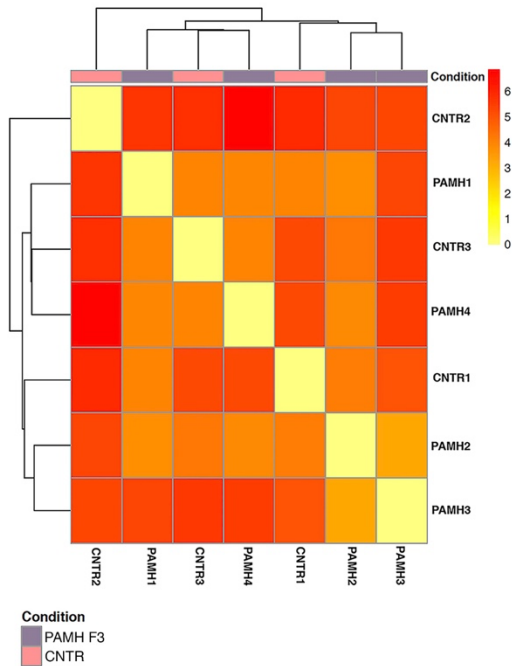

**b** PCA plot

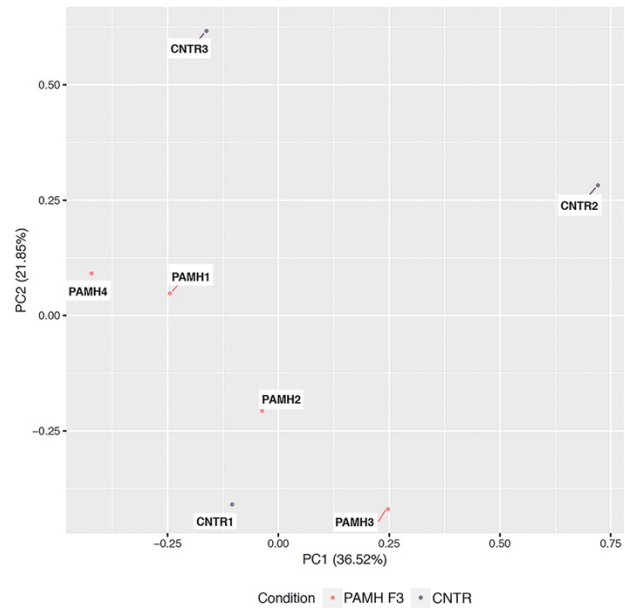

### Supplementary Figure 3, related to Fig. 3

#### Hierarchical clustering and principal component analysis of RNA-seq samples.

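SERE compares a pair of libraries by the spread of their gene counts relative to that expected from sampling alone, which gives 1. Over the raw counts, SERE ran from 4.98 to 5.58 for the 3 pairs of CNTR libraries, with a median of 5.49, and from 3.13 to 5.22 for the 6 pairs of PAMH F3 libraries, with a median of 3.72. For the 12 pairs of a CNTR and a PAMH F3 library it ran from 3.78 to 6.5, with a median of 4.86. The mean between the groups exceeded the mean within them by 0.199, and 8 of the 35 divisions of the libraries into 3 and 4 gave a difference as large (exact permutation test, one-sided p = 0.229). In hierarchical clustering, PAMH F3 replicates 2 and 3 joined first, then PAMH F3 replicates 1 and 4, which CNTR replicate 3 joined. CNTR replicate 1 joined PAMH F3 replicates 2 and 3, and CNTR replicate 2 joined last.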

**a**, Heat map depicting hierarchical clustering of sample-to-sample Euclidean distances between the 7 RNA-seq samples (control ovaries, CNTR1-3; PAMH F3 ovaries, PAMH 1-4). Sample-to-sample distances correspond to SERE (Schulze et al., 2012) coefficient. Hierarchical clustering was performed using the Unweighted Pair Group Method with Arithmetic mean (UPGMA) algorithm. Minimum and maximum normalized levels are shown in yellow and red, respectively.

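On the regularized logarithm of the genes with at least 1 count, PC1 held 36.5% of the variance and PC2 held 21.9%. The groups' mean scores differed by 0.703 standard deviations on PC1 (exact permutation test, two-sided p = 0.429) and by 0.754 standard deviations on PC2 (exact permutation test, two-sided p = 0.4). Restricting the PCA to the 500 most variable genes moved PC2 most among the settings with all 7 libraries, to a difference of 1.17 standard deviations (exact permutation test, two-sided p = 0.114).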

**b**, Principal component analysis (PCA) plot of the RNA-seq samples. PC<sub>i</sub> axis represents the principal component *i* and the number in parenthesis indicates the percentage of explained variance associated with this axis. Principal Component Analysis was computed on regularized logarithm transformed data calculated with the method proposed in (Love et al., 2014).

## a Top 20 upregulated genes by Fold Change (PAMH F3 vs CNTR)

| Gene name            | Log2 Fold Change | Biological process                                                                                                         |
|----------------------|------------------|----------------------------------------------------------------------------------------------------------------------------|
| <i>Grem1</i> *       | 0.66             | negative regulation of BMP signaling pathway; positive regulation of cell population proliferation                         |
| <i>Syn2</i>          | 0.62             | neurotransmitter secretion; synaptic vesicle clustering; calcium ion regulated exocytosis                                  |
| <i>Ide</i> *         | 0.55             | homone catabolic process; insulin metabolic process; insulin catabolic process                                             |
| <i>Ptgs2</i> *       | 0.5              | inflammatory response; prostaglandin biosynthetic process; fatty acid metabolic process                                    |
| <i>Fgfbp3</i>        | 0.49             | positive regulation of fibroblast growth factor receptor signaling pathway                                                 |
| <i>Stc1</i>          | 0.48             | endothelial cell morphogenesis; embryo implantation                                                                        |
| <i>Thbs1</i> *       | 0.47             | negative regulation of angiogenesis; positive regulation of transforming growth factor beta production                     |
| <i>Slfn4</i>         | 0.46             | response to bacterium                                                                                                      |
| <i>Gm16485</i>       | 0.46             | unknown                                                                                                                    |
| <i>Gpr37</i>         | 0.45             | G protein-coupled receptor signaling pathway; dopamine biosynthetic process                                                |
| <i>Cyp26a1</i>       | 0.44             | oxidation-reduction process; retinoic acid catabolic process; retinoic acid metabolic process                              |
| <i>Mid1</i>          | 0.44             | positive regulation of stress-activated MAPK cascade; negative regulation of microtubule depolymerization                  |
| <i>Masp1</i>         | 0.44             | immune system process; innate immune response; complement activation                                                       |
| <i>Aqp8</i> *        | 0.44             | transmembrane transport; water transport; positive regulator of apoptosis in granulosa cells                               |
| <i>4833423E24Rik</i> | 0.44             | lipid metabolic process; fatty acid metabolic process; fatty acid biosynthetic process                                     |
| <i>Fst</i> *         | 0.44             | BMP signaling pathway; female gonad development; negative regulation of activin receptor signaling pathway                 |
| <i>Inhbb</i> *       | 0.43             | negative regulation of insulin secretion; activin receptor signaling pathway; SMAD protein signal transduction             |
| <i>Peg10</i>         | 0.43             | cell differentiation; apoptotic process; negative regulation of transforming growth factor beta receptor signaling pathway |
| <i>Calb1</i>         | 0.43             | calcium ion homeostasis; cytosolic calcium ion concentration                                                               |
| <i>Robo1</i>         | 0.41             | axon guidance; Roundabout signaling pathway; cell migration involved in sprouting angiogenesis                             |

## b Top 20 downregulated genes by Fold Change (PAMH F3 vs CNTR)

| Gene name        | Log2 Fold Change | Biological process                                                                                             |
|------------------|------------------|----------------------------------------------------------------------------------------------------------------|
| <i>Nap1l2</i>    | -0.8             | positive regulation of histone acetylation                                                                     |
| <i>Tnfrsf12a</i> | -0.84            | positive regulation of apoptotic process; angiogenesis                                                         |
| <i>Jund</i>      | -0.83            | regulation of transcription, DNA-templated; regulation of transcription by RNA polymerase II                   |
| <i>Cdkn1a</i> *  | -0.6             | cell cycle arrest; regulation of mitotic cell cycle; signal transduction by p53 class mediator                 |
| <i>Rn7sk</i>     | -0.59            | unknown                                                                                                        |
| <i>Gas2</i>      | -0.57            | ovulation; initiation of primordial ovarian follicle growth; antral ovarian follicle growth                    |
| <i>Romo1</i>     | -0.57            | defense response to bacterium                                                                                  |
| <i>Porcn</i>     | -0.56            | Wnt signaling pathway                                                                                          |
| <i>Cdkn2b</i>    | -0.55            | cell cycle; negative regulation of cell population proliferation                                               |
| <i>Cryba4</i>    | -0.55            | camera-type eye development; lens development in camera-type eye; visual perception                            |
| <i>Scx</i>       | -0.55            | positive regulation of transcription by RNA polymerase II; BMP signaling pathway                               |
| <i>Ier2</i>      | -0.54            | positive regulation of transcription by RNA polymerase II; cell motility; response to fibroblast growth factor |
| <i>Wdr41</i>     | -0.53            | regulation of autophagy                                                                                        |
| <i>Fmn13</i>     | -0.53            | actin cytoskeleton organization; cell migration; angiogenesis                                                  |
| <i>Avp1</i>      | -0.53            | activation of MAPK activity; cell cycle                                                                        |
| <i>Homer2</i>    | -0.52            | regulation of G protein-coupled receptor signaling pathway                                                     |
| <i>Inmt</i>      | -0.51            | methylation; amine metabolic process; response to toxic substance                                              |
| <i>Zfp469</i>    | -0.5             | unknown                                                                                                        |
| <i>Gm19705</i>   | -0.49            | unknown                                                                                                        |
| <i>Gm28187</i>   | -0.48            | unknown                                                                                                        |

\* Altered expression reported in women with PCOS (see Table S1 for details)

## c RNA-seq validation

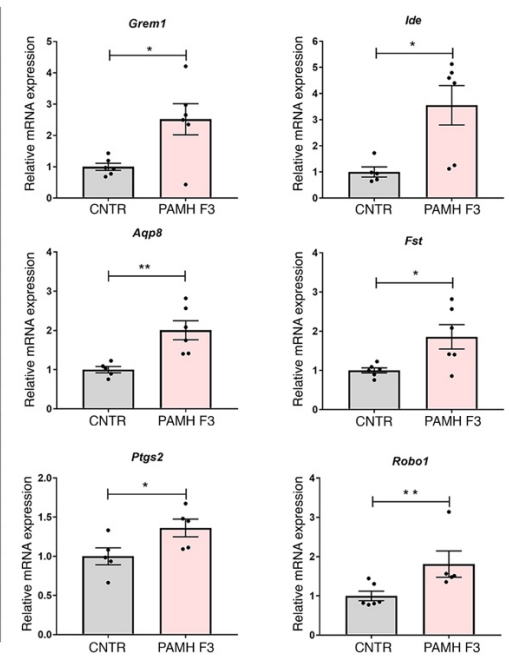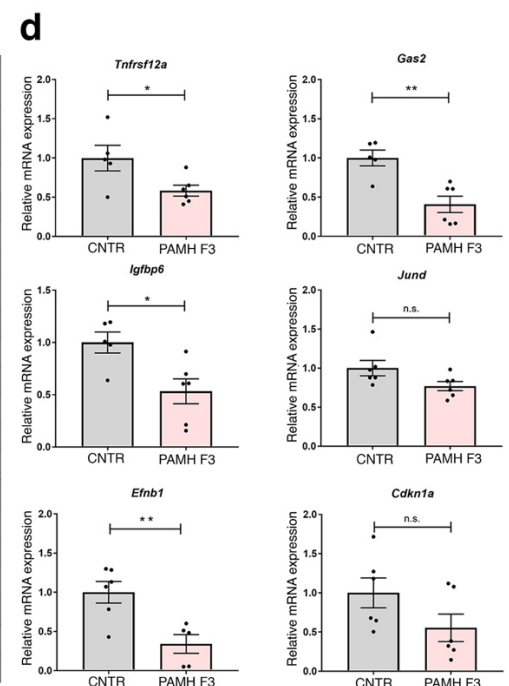

### **Supplementary Figure 5, related to Fig. 3**

#### **Top 20 upregulated and downregulated differentially expressed genes and RNA-seq validation.**

**a**, List of the top 20 upregulated genes in the third-generation PCOS-like ovaries (PAMH F3) versus control ovaries (CNTR). Asterisks highlight genes whose expression is altered in women with PCOS.

**b**, List of the top 20 downregulated genes in the third-generation PCOS-like ovaries (PAMH F3) versus control ovaries (CNTR). Asterisk highlights a gene whose expression is altered in women with PCOS.

**c**, qPCR validation for 6 upregulated genes in CNTR ( $n = 5-6$ ) and PAMH F3 ovaries ( $n = 5-6$ ) dissected from adult females (P60) at dioestrus.

**d**, qPCR validation for 6 downregulated genes in CNTR ( $n = 5-6$ ) and PAMH F3 ovaries ( $n = 5-6$ ) dissected from adult females (P60) at dioestrus.

Values are presented as mean  $\pm$  s.e.m and they are expressed relative to CNTR values, set at 1, after normalization to actin.  $P$  value is determined by unpaired two-tailed Student's  $t$  test; n.s, not significant; \*, \*\*,  $P < 0.05$  and  $P < 0.005$ , compared with the corresponding controls, respectively. Data were combined from two independent experiments.

# **a** MeDIP efficiency (mouse ovaries)

Spike-in controls of DNA methylated and unmethylated regions

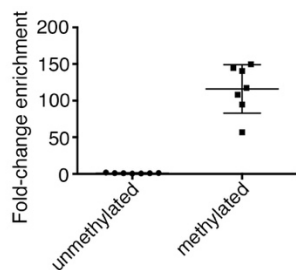

# **b** Principal component analysis

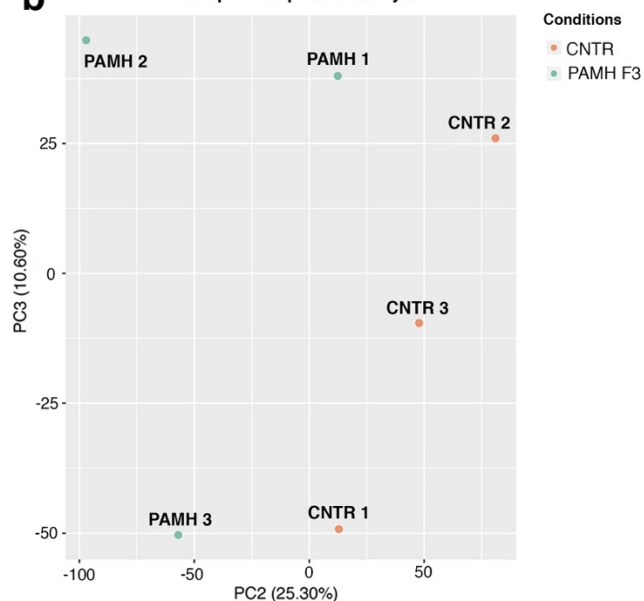

MeDIP efficiency (mouse hypothalamus, mouse liver, human blood)

# **c**

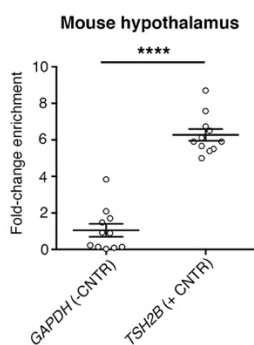

# **d**

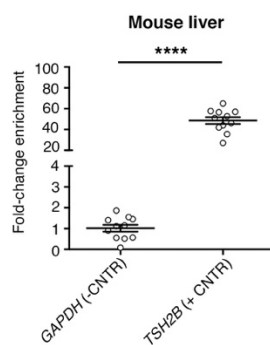

# **e**

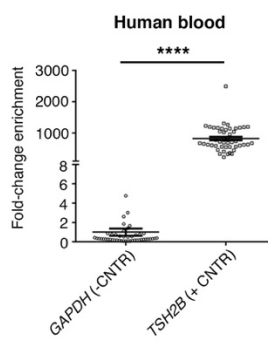

# **f**

MeDIP-PCR mouse liver

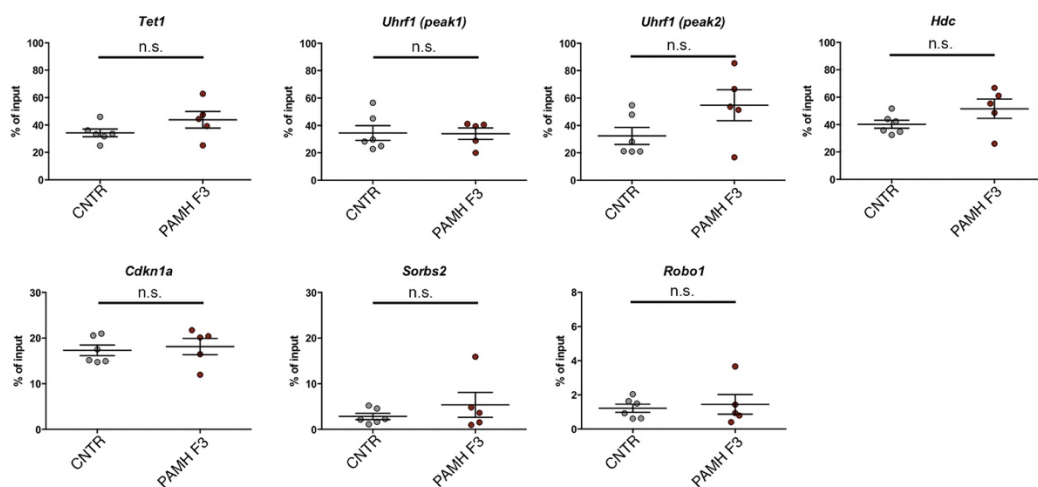

## Supplementary Figure 6, related to Figs. 4 and 5

### Technical validations of methylation studies and MeDIP-PCR experiments in the mouse liver.

**a**, Spike-in controls of DNA methylated and unmethylated regions was used to assess the MeDIP efficiency in mouse ovarian tissues.

**b**, Principal component analysis (PCA) plot of the MeDIP-seq samples (ovaries). PC<sub>i</sub> axis represents the principal component *i* and the number in parenthesis indicates the percentage of explained variance associated with this axis. Principal Component Analysis was computed on regularized logarithm transformed data calculated with the method proposed in (Love et al., 2014). The plot shows the clusters of all replicates of the same conditions, where the MeDIP-seq PAMH samples are very distinguishable from the control samples.

**c-e**, MeDIP efficiency validation in mouse hypothalamus ( $n = 11$ ; **c**), mouse liver ( $n = 11$ ; **d**) and human blood samples ( $n = 47$ ; **e**). MeDIP efficiency was assessed using murine or human primers directed against Glyceraldehyde 3-phosphate dehydrogenase (*GAPDH*), as negative control, and the testicular gene Testis-Specific Histone H2B (*TSH2B*), as a positive control;  $P < 0.0001$ .

**f**, MeDIP-PCR experiments in the mouse liver from CNTR ( $n = 6$ ) and PAMH F3 offspring ( $n = 5$ ). Data are presented as mean  $\pm$  s.e.m. Unpaired two-tailed Mann–Whitney *U* test, significance was set at  $P < 0.05$ ; n.s, not significant.

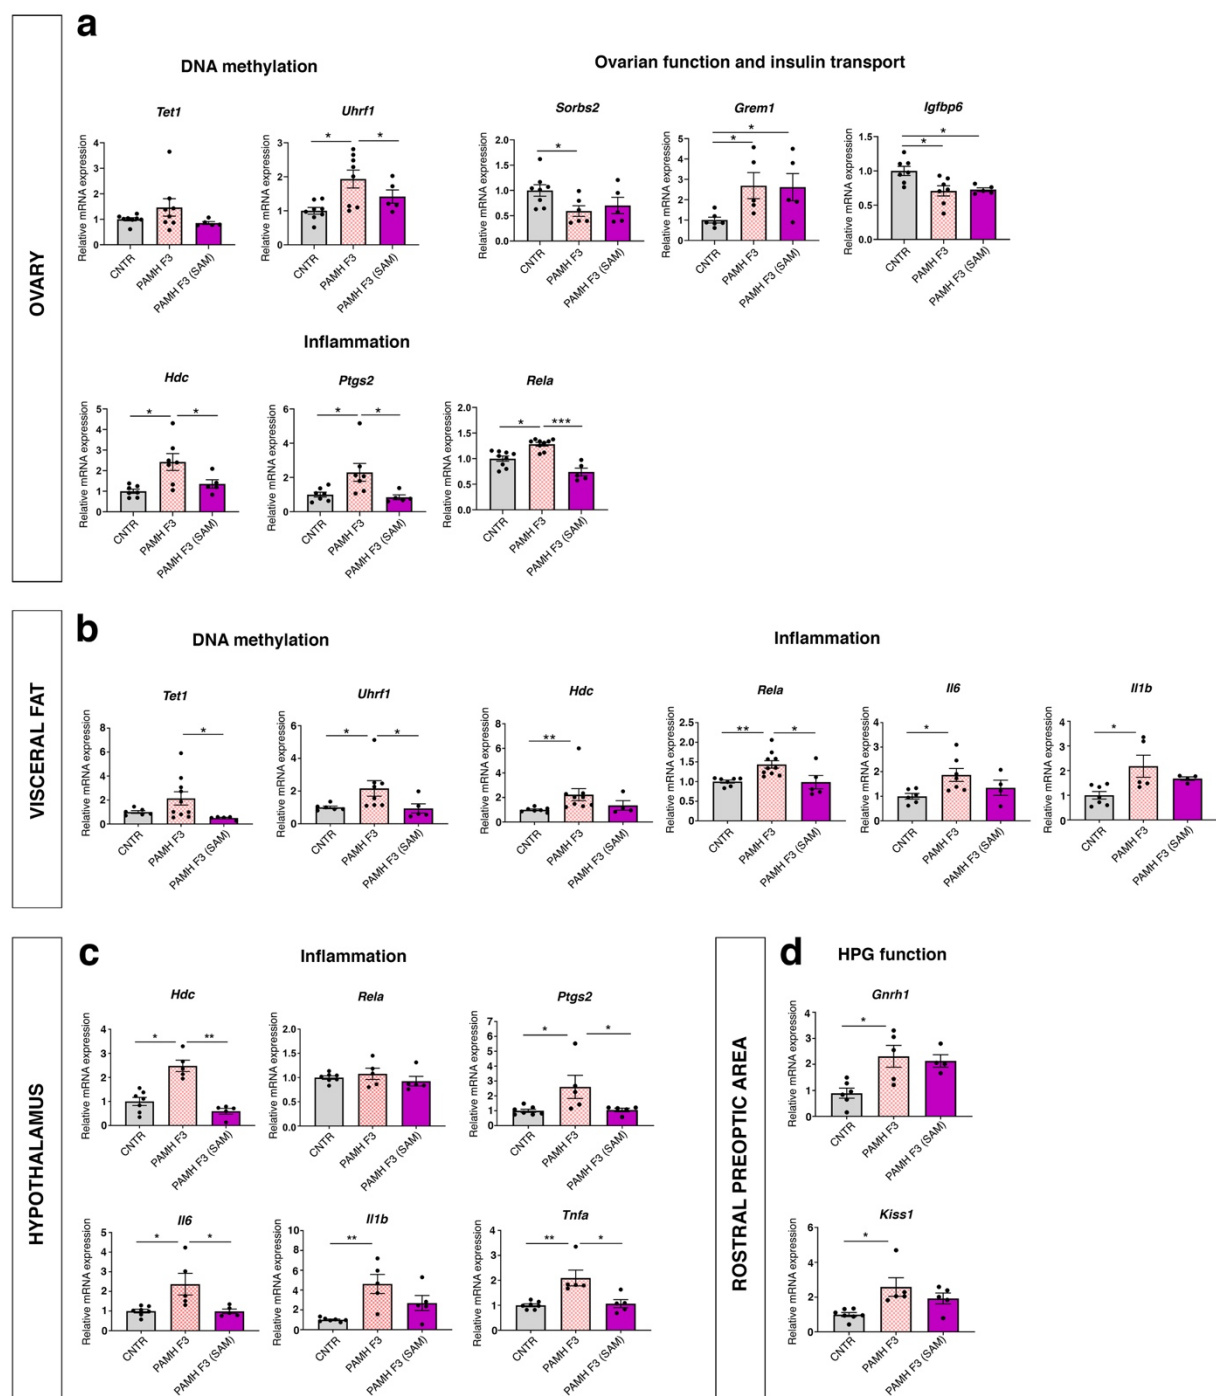

## Supplementary Figure 7, related to Fig. 6

### Epigenetic therapy restores expression of genes involved in DNA methylation maintenance and in inflammation in ovarian and metabolic tissues of PAMH F3 offspring.

**a**, Quantitative RT-PCR analysis of the ovaries harvested from CNTR ( $n = 6-9$ , 6 months-old), PAMH F3 ( $n = 5-9$ , 6 months-old), PAMH F3-SAM treated ( $n = 5$ , 6 months-old) offspring at dioestrus.

**b**, Quantitative RT-PCR analysis of the perigonadal (visceral) fat harvested from CNTR ( $n = 6-8$ , 6 months-old), PAMH F3 ( $n = 5-10$ , 6 months-old), PAMH F3-SAM treated ( $n = 4-5$ , 6 months-old) offspring at dioestrus.

**c**, Quantitative RT-PCR analysis of the hypothalamus, comprising the preoptic area and the mediobasal hypothalamus, harvested from CNTR ( $n = 6-7$ , 6 months-old), PAMH F3 ( $n = 5$ , 6 months-old), PAMH F3-SAM treated ( $n = 5$ , 6 months-old) offspring at dioestrus.

**d**, Quantitative RT-PCR analysis of the preoptic area (POA) dissected from CNTR ( $n = 6-7$ , 6 months-old), PAMH F3 ( $n = 5$ , 6 months-old), PAMH F3-SAM treated ( $n = 4-5$ , 6 months-old) offspring at dioestrus. Values are presented as mean  $\pm$  s.e.m and they are expressed relative to CNTR values, set at 1, after normalization to actin. Statistical analysis was performed using Kruskal Wallis followed by Dunn's multiple comparisons *post hoc* test; \*  $P < 0.05$ ; \*\*  $P < 0.005$ ; \*\*\* $P < 0.0005$ .

## **Supplementary tables**

| Gene symbol   | Gene name                             | Gene expression in PAMH F3 ovaries vs CNTR | Gene or protein alteration in women with PCOS                           | Reference                        |
|---------------|---------------------------------------|--------------------------------------------|-------------------------------------------------------------------------|----------------------------------|
| <i>Grem1</i>  | Gremlin-1                             | ↑                                          | Single-cell RNAseq cumulus cells<br>↑ in PCOS                           | PMID: 28004769                   |
| <i>Ide</i>    | Insulin-degrading enzyme              | ↑                                          | Polymorphism associated with<br>metabolic features of PCOS women        | PMID: 17953957                   |
| <i>Ptgs2</i>  | Prostaglandin-endoperoxide synthase 2 | ↑                                          | Single-cell RNAseq oocytes<br>↑ in PCOS                                 | PMID: 28004769                   |
| <i>Thbs1</i>  | Thrombospondin 1                      | ↑                                          | Serum levels ↓ in PCOS                                                  | PMID: 26391700                   |
| <i>Aqp8</i>   | Aquaporin 8                           | ↑                                          | qPCR in ovarian tissue<br>↑ in PCOS                                     | PMID: 31258711                   |
| <i>Fst</i>    | Follistatin                           | ↑                                          | Serum levels ↑ in PCOS                                                  | PMID: 20093255                   |
| <i>Inhbb</i>  | Inhibin beta B                        | ↑                                          | Single-cell RNAseq cumulus cells<br>↑ in PCOS<br>Serum levels ↑ in PCOS | PMID: 28004769<br>PMID: 16720653 |
| <i>Cdkn1a</i> | cyclin-dependent kinase inhibitor 1   | ↓                                          | Western-blot ovarian cortex<br>↓ in PCOS                                | PMID: 25695884                   |

**Table S1, related to Fig. 3**

**Summary of DEGs found in PAMH F3 ovaries (among the top 20 up- or down-regulated genes) which are altered in women with PCOS.**

|                             | Control ( <i>n</i> = 15) | PCOS ( <i>n</i> = 32) | <i>P</i> value |
|-----------------------------|--------------------------|-----------------------|----------------|
| Age (years)                 | 56 ± 3.6                 | 30 ± 2.2              | 0.0002         |
| BMI (kg/m <sup>2</sup> )    | 22.77 ± 1.1              | 26.8 ± 1.1            | 0.1445         |
| Biological hyperandrogenism | n.d.                     | 57.69%                |                |
| Clinical hyperandrogenism   | 13.33%                   | 66.66%                | 0.002          |
| Irregular cycles            | 0 %                      | 100 %                 | < 0.0005       |
| PCO morphology              | n.d.                     | 100 %                 |                |

| <i>Reproductive/<br/>Endocrine measure</i> | Control ( <i>n</i> = 15) | PCOS ( <i>n</i> = 21-26)      | Normal range |
|--------------------------------------------|--------------------------|-------------------------------|--------------|
| Waist circumference                        | n.d.                     | 85 ± 3.7 ( <i>n</i> = 21)     | < 80         |
| LH (UI/L)                                  | n.d.                     | 6 ± 1.01 ( <i>n</i> = 26)     | 0.5-6        |
| FSH (UI/L)                                 | n.d.                     | 5.6 ± 0.26 ( <i>n</i> = 26)   | 1-8          |
| T (ng/ml)                                  | n.d.                     | 0.54 ± 0.05 ( <i>n</i> = 26)  | 0.05-0.39    |
| Androstenedione (ng/ml)                    | n.d.                     | 2.32 ± 0.17 ( <i>n</i> = 26)  | 0.8-2.1      |
| SHBG (nmol/L)                              | n.d.                     | 38.25 ± 4.15 ( <i>n</i> = 24) | 30-60        |
| Fasting Insulin (mUI/L)                    | n.d.                     | 4.45 ± 1.027 ( <i>n</i> = 24) | ≤ 11         |
| HDL cholesterol (g/L)                      | n.d.                     | 0.5 ± 0.03 ( <i>n</i> = 25)   | > 0.5        |
| Triglycerides (g/L)                        | n.d.                     | 0.72 ± 0.13 ( <i>n</i> = 21)  | < 1.5        |
| Fasting Glycemia (g/L)                     | n.d.                     | 0.85 ± 0.01 ( <i>n</i> = 23)  | < 1.1        |

**Table S2, related to Fig. 7**

**Clinical characteristics in women with and without PCOS.**

Data are median ± range. Comparisons between groups were made using the Mann-Whitney test. Clinical hyperandrogenism was defined by the presence of hirsutism (modified Ferriman-Gallwey score over 7 and/or acne located in more than two areas). Irregular cycles were defined as a menstrual cycle > 35 days. Abbreviations: PCOS: polycystic ovary syndrome; BMI: Body mass index; SHBG: sex hormone binding globulin; LH: luteinizing hormone; FSH: follicle stimulating hormone; T: testosterone; HDL: high density lipoprotein.

|                                            | Control ( <i>n</i> = 3)      | PCOS ( <i>n</i> = 5)        | <i>P</i> value |
|--------------------------------------------|------------------------------|-----------------------------|----------------|
| Age (years)                                | 24 ± 4.4 ( <i>n</i> = 3)     | 26 ± 2.01 ( <i>n</i> = 5)   | > 0.99         |
| BMI (kg/m <sup>2</sup> )                   | 21.15 ± 0.01 ( <i>n</i> = 2) | 24.88 ± 3.5 ( <i>n</i> = 5) |                |
| Biological hyperandrogenism                | n.d.                         | 60%                         |                |
| Clinical hyperandrogenism                  | 33.33%                       | 33.33%                      | 1              |
| Irregular cycles                           | 0 %                          | 100 %                       | < 0.0005       |
| PCO morphology                             | n.d.                         | 100 %                       |                |
| <hr/>                                      |                              |                             |                |
| <i>Reproductive/<br/>Endocrine measure</i> | Control ( <i>n</i> = 3)      | PCOS ( <i>n</i> = 3-5)      | Normal range   |
| Waist circumference                        | n.d.                         | 78 ± 6.0 ( <i>n</i> = 5)    | < 80           |
| LH (UI/L)                                  | n.d.                         | 14.8 ± 2.7 ( <i>n</i> = 5)  | 0.5-6          |
| FSH (UI/L)                                 | n.d.                         | 5.8 ± 0.5 ( <i>n</i> = 5)   | 1-8            |
| T (ng/ml)                                  | n.d.                         | 0.35 ± 0.1 ( <i>n</i> = 5)  | 0.05-0.39      |
| Androstenedione (ng/ml)                    | n.d.                         | 2.32 ± 0.28 ( <i>n</i> = 5) | 0.8-2.1        |
| SHBG (nmol/L)                              | n.d.                         | 30.95 ± 3.5 ( <i>n</i> = 4) | 30-60          |
| Fasting Insulin (mUI/L)                    | n.d.                         | 8.45 ± 1.5 ( <i>n</i> = 4)  | ≤ 11           |
| HDL cholesterol (g/L)                      | n.d.                         | 0.47 ± 0.07 ( <i>n</i> = 5) | > 0.5          |
| Triglycerides (g/L)                        | n.d.                         | 0.77 ± 0.3 ( <i>n</i> = 3)  | < 1.5          |
| Fasting glycemia (g/L)                     | n.d.                         | 0.85 ± 0.02 ( <i>n</i> = 4) | < 1.1          |

**Table S3, related to Fig. 7**

**Clinical characteristics of daughters from women with or without PCOS.**

Data are median ± range. Comparisons between groups were made using the Mann-Whitney test. Clinical hyperandrogenism was defined by the presence of hirsutism (modified Ferriman-Gallwey score over 7 and/or acne located in more than two areas). Irregular cycles were defined as a menstrual cycle > 35 days. Abbreviations: PCOS: polycystic ovary syndrome; BMI: Body mass index; SHBG: sex hormone binding globulin; LH: luteinizing hormone; FSH: follicle stimulating hormone; T: testosterone; HDL: high density lipoprotein.

# Supplementary material for: Polycystic ovary syndrome is transmitted via a transgenerational epigenetic process
**Source:** Cell Metab. 2021 Mar 2;33(3):513–530.e8. doi: 10.1016/j.cmet.2021.01.004
**Supplement:** Document S2. Article plus Supplemental information

# Cell Metabolism

## Polycystic ovary syndrome is transmitted via a transgenerational epigenetic process

### Graphical abstract

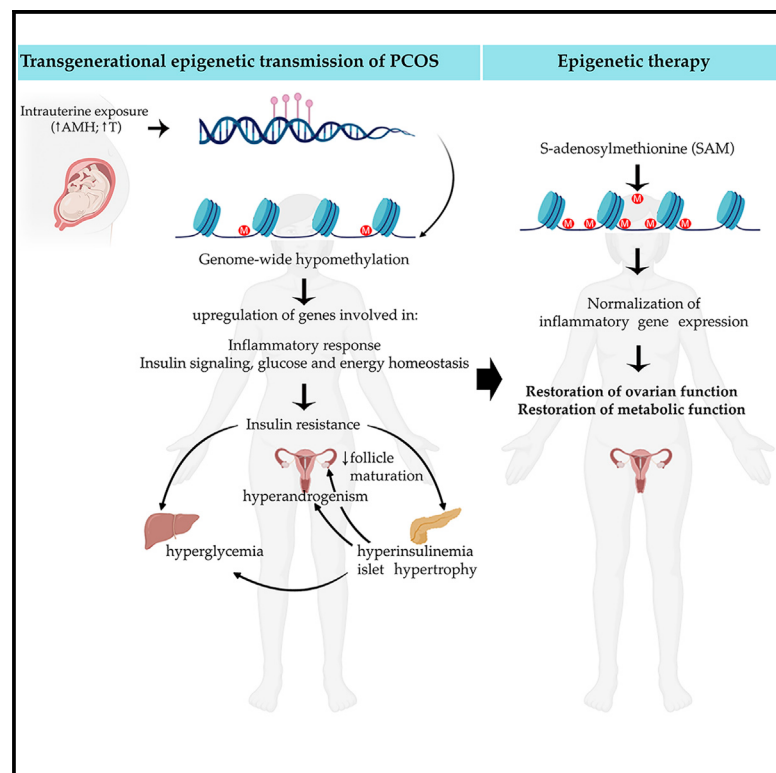

### Authors

Nour El Houda Mimouni, Isabel Paiva, Anne-Laure Barbotin, ..., Vincent Prevot, Anne-Laurence Boutillier, Paolo Giacobini

### In Brief

Polycystic ovary syndrome (PCOS) is the most common female reproductive and metabolic disorder, but its pathogenesis is still unknown. Here, Mimouni, Paiva et al. report that in mice, transmission of PCOS-like traits to multiple generations occurs via an altered landscape of DNA methylation and transcriptome expression. These authors also identify methylome markers in women with PCOS as possible diagnostic landmarks and candidates for epigenetic-based therapies.

### Highlights

- Transmission of PCOS traits in mice occurs via an altered DNA methylation landscape
- Metabolic- and inflammatory-related pathways are dysregulated in models of PCOS
- Common hypomethylation signatures occur in a mouse model of PCOS and in humans
- Identification of a novel epigenetic-based therapeutic strategy for PCOS

## Article

# Polycystic ovary syndrome is transmitted via a transgenerational epigenetic process

Nour El Houda Mimouni,<sup>1,6</sup> Isabel Paiva,<sup>2,6</sup> Anne-Laure Barbotin,<sup>1</sup> Fatima Ezzahra Timzoura,<sup>1</sup> Damien Plassard,<sup>3</sup> Stephanie Le Gras,<sup>3</sup> Gaetan Ternier,<sup>1</sup> Pascal Pigny,<sup>4</sup> Sophie Catteau-Jonard,<sup>1,5</sup> Virginie Simon,<sup>1,5</sup> Vincent Prevot,<sup>1</sup> Anne-Laurence Boutillier,<sup>2,6,\*</sup> and Paolo Giacobini<sup>1,6,7,\*</sup>

<sup>1</sup>Univ. Lille, Inserm, CHU Lille, Laboratory of Development and Plasticity of the Postnatal Brain, Lille Neuroscience & Cognition, UMR-S1172, FHU 1000 days for health, 59000 Lille, France

<sup>6</sup>These authors contributed equally

<https://doi.org/10.1016/j.cmet.2021.01.004>

## SUMMARY

Polycystic ovary syndrome (PCOS) is the most common reproductive and metabolic disorder affecting women of reproductive age. PCOS has a strong heritable component, but its pathogenesis has been unclear. Here, we performed RNA sequencing and genome-wide DNA methylation profiling of ovarian tissue from control and third-generation PCOS-like mice. We found that DNA hypomethylation regulates key genes associated with PCOS and that several of the differentially methylated genes are also altered in blood samples from women with PCOS compared with healthy controls. Based on this insight, we treated the PCOS mouse model with the methyl group donor S-adenosylmethionine and found that it corrected their transcriptomic, neuroendocrine, and metabolic defects. These findings show that the transmission of PCOS traits to future generations occurs via an altered landscape of DNA methylation and propose methylome markers as a possible diagnostic landmark for the condition, while also identifying potential candidates for epigenetic-based therapy.

## INTRODUCTION

Polycystic ovary syndrome (PCOS) is the main cause of female infertility, affecting 6%–20% of women of reproductive age worldwide (Dumesic et al., 2015; March et al., 2010). It is characterized by a wide range of clinical symptoms including hyperandrogenism, oligo-anovulation and, in many cases, metabolic disorders (type 2 diabetes [T2D], hypertension, and cardiovascular disease) (Boyle and Teede, 2016; Dokras et al., 2017). Despite the detrimental effects on women's health, progress toward a cure for PCOS has been hindered by the absence of a clear mechanistic etiology, lack of prognostic markers and by the complexity of the disease.

PCOS has a strong heritable component (Crisosto et al., 2007; Gorsic et al., 2017, 2019), as witnessed by the fact that ~60%–70% of daughters born to women with PCOS will eventually manifest the disease (Crisosto et al., 2019; Risal et al., 2019). In line with that, daughters of mothers with PCOS have a 5-fold-increased risk of being diagnosed with PCOS later in life (Risal et al., 2019). An altered *in utero* milieu, such as excessive androgen (Abbott et al., 2002; Franks and Berga, 2012; Padmanabhan and Veiga-Lopez, 2013; Risal et al., 2019; Walters et al., 2018), or elevated levels

of anti-Müllerian hormone (AMH) exposure (Tata et al., 2018), may be in part responsible for the development of PCOS. Indeed, recent preclinical evidence demonstrated that PCOS may originate in the womb due to the “programming” effect of excessive prenatal AMH exposure (Tata et al., 2018). This animal model, named PAMH, recapitulates all the diagnostic criteria for PCOS in women, including hyperandrogenism, oligo-anovulation, altered fertility, together with increased gonadotropin-releasing hormone (GnRH) and luteinizing hormone (LH) secretion, which exacerbate the hyperandrogenism in mice (Tata et al., 2018) and humans (Stener-Victorin et al., 2020; Walters et al., 2018).

Preclinical PCOS models provide translatable organisms to investigate the mechanisms underlying the etiology of the disease (Stener-Victorin et al., 2020). Consistently, prenatally androgenized (PNA) mice derived from dams exposed to dihydrotestosterone (DHT) during late pregnancy, display PCOS-like phenotypes (Moore et al., 2015; Roland et al., 2010; Sullivan and Moenter, 2004), which are transmitted across three generations (Risal et al., 2019).

Environmental factors exert their effects via the induction of epigenetic changes such as DNA methylation and these

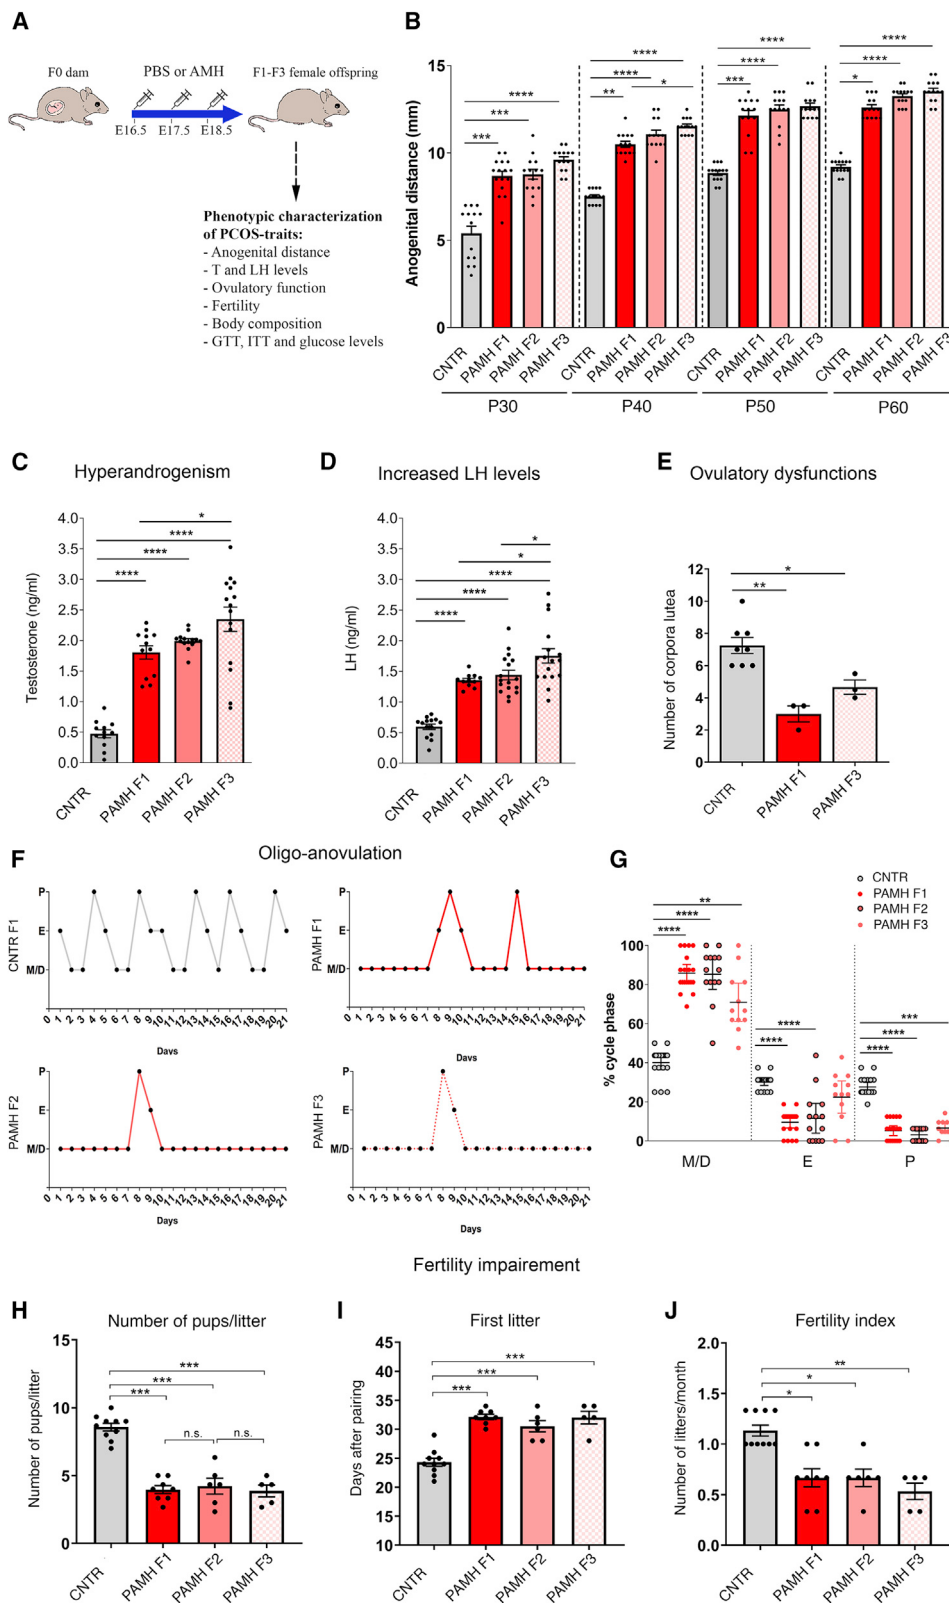

**Figure 1. Prenatal AMH exposure induces transgenerational transmission of PCOS neuroendocrine traits to multiple generations**

(A) Schematic illustration of experimental design employed to generate F1, F2, and F3 offspring.

(B) Anogenital distance (AGD) measurement over postnatal days (P) 30, 40, 50, and 60 in adult control females (n = 14), PAMH F1 (n = 13–16), PAMH F2 (n = 14), and PAMH F3 (n = 14).

(legend continued on next page)

modifications can lead to increased disease susceptibility later in life. However, there are very few studies focusing on the epigenetic changes associated with PCOS development, with only a handful of genome-wide studies conducted so far (Makrinos et al., 2020; Shen et al., 2013; Wang et al., 2014; Xu et al., 2010, 2016; Yu et al., 2015). In this study, we provide compelling evidence that PCOS neuroendocrine reproductive and metabolic dysfunctions are transmitted in PAMH mice for at least three generations. We employed genome-wide methylated DNA immunoprecipitation (MeDIP) analysis to characterize methylated genes in ovaries from control and PAMH mice of the third generation, the first unexposed transgenerational offspring, together with transcriptome analysis in these tissues. We identified many genes with altered transcriptome expression in ovarian tissues of PCOS animals and we show that several key molecules associated to the PCOS phenotype are epigenetically regulated through DNA hypomethylation. We report that several differentially methylated signatures found in the ovaries of PCOS-like mice are also present in blood samples from women with PCOS and from daughters born to women with PCOS.

Finally, we provide evidence that treatment of PAMH F3 female offspring with a methylating pharmacological agent rescues the neuroendocrine and metabolic alterations of PCOS, thus highlighting a roadmap to new avenues for epigenetic therapies of the disease.

## RESULTS

### Prenatal AMH treatment drives transgenerational transmission of reproductive and metabolic PCOS alterations across multiple generations

Given the strong heritability of PCOS and the well-documented transmission of the cardinal neuroendocrine and metabolic features observed in first degree relatives of PCOS women (Sir-Petermann et al., 2002, 2012), we sought to test whether female PCOS-like offspring (F1) of gestating mice prenatally exposed to high AMH (F0) (Tata et al., 2018) are susceptible to transfer PCOS-like traits to F2 (intergenerational) and to F3 (transgenerational) offspring.

We injected pregnant dams (F0) intraperitoneally with PBS (CNTR) or with AMH (AMH<sub>C</sub>, 0.12 mg/Kg/day; prenatal AMH-treated, PAMH) from embryonic day E16.5 to E18.5, to generate CNTR F1 and PAMH F1, respectively. PAMH F1 females mated with PAMH F1 unrelated males generated PAMH F2 offspring and F2 female offspring mated with another group of unrelated males generated F3 offspring (Figure 1A). PAMH F1 female offspring manifest all the major criteria of PCOS diagnosis

in humans, including hyperandrogenism, oligo-anovulation, increased LH levels, and fertility impairments (Qi et al., 2019; Tata et al., 2018). We then assessed whether these neuroendocrine reproductive alterations were systematically present in PAMH F2 and F3 offspring. From postnatal day 30 (P30) to P60, F1, F2, and F3 female PAMH lineage exhibited longer anogenital distance than control offspring (Figure 1B), indicating a higher androgenic impregnation in the PAMH lineage. Moreover, PAMH F1-F3 female offspring exhibited delayed vaginal opening and delayed puberty onset (Figures S1A and S1B). At P60, the PAMH lineage did not show any difference in body weight as compared with control females (Figure S1C).

Subsequently, we uncovered a significant and persistent elevation in both circulating levels of testosterone and LH in adult PAMH F1-F3 females in comparison with the control group (Figures 1C and 1D). Ovarian histological analysis of PAMH animals pointed to comparable abnormalities at F1 and F3 consistent with their oligo-ovulatory phenotype, characterized by the presence of fewer post-ovulation corpora lutea as compared with control animals (Figure 1E). We confirmed such ovulatory problems by monitoring the estrous cycles of these animals over 3 weeks and showing that F1, F2, and F3 offspring in the PAMH lineage displayed disrupted estrous cycles with prolonged time spent in metestrus and diestrus as compared with the control offspring (Figures 1F and 1G). PAMH lineage also showed diminished fertility and fecundity from F1 to F3, as indicated by fewer pups per litter produced over a 3-month period (Figure 1H), by a significant delay in their first litter (Figure 1I) and by fewer litters produced during the 90 days mating protocol (Figure 1J). Similar ovulatory and fertility defects were detected when PAMH female offspring were mated with control naive males in a matriline breeding scheme (Figures S2A–S2E).

We then checked whether PAMH F1-F3 female offspring presented PCOS-like metabolic alterations. At 6 months of postnatal life, PAMH F1-F3 animals had higher body weight and fat mass, compared with controls (Figure 2A). The percentage of free body fluids was comparable between all groups (Figure 2A). In addition, glucose tolerance and insulin sensitivity were lower in 6-month-old PAMH F1 offspring compared with controls (Figures 2B and 2C).

We then measured fasting glucose levels, upon 12-h overnight fasting conditions, in control and PAMH F1 and F3 female offspring. Fasting glucose levels were significantly higher in PAMH F1 and PAMH F3 animals than in controls (Figure 2D), supporting a hyperglycemic phenotype of these animals. In order to investigate whether PAMH mice displayed a T2D-

(C) Plasma testosterone concentration in adult females (P60–P90) in diestrus (CNTR F1, n = 12; PAMH F1, n = 12; PAMH F2, n = 14; PAMH F3, n = 15).

(D) Plasma LH levels in adult (P60–P90) diestrus females (CNTR F1, n = 14; PAMH F1, n = 11; PAMH F2, n = 17; PAMH F3, n = 17).

(E) Quantification of the number of corpora lutea (CL) in the ovaries of adult diestrus female mice (CNTR F1, n = 8; PAMH F1, n = 3; PAMH F3, n = 3).

(F) Representative estrous cyclicity of 8 mice/treatment group during 16 consecutive days. M/D: metestrus/diestrus phase, P, proestrus; E, estrus.

(G) Quantitative analysis of estrous cyclicity in adult (P60–P90) mice from control and PAMH lineages. Scatterplot representing the percentage (%) of time spent in each estrous cycle in CNTR F1 (n = 19), PAMH F1 females (n = 19), PAMH F2 females (n = 14), and PAMH F3 females (n = 12), respectively. The horizontal line in each scatter plot corresponds to the median value. The vertical line represents the 25<sup>th</sup>–75<sup>th</sup> percentile range.

(H) Number of pups per litter.

(I) Time to first litter (number of days to first litter after pairing).

(J) Fertility index: number of litters per females over 3 months, quantified per generation and pairing.

Data in (B)–(E) and (H)–(J) are represented as mean ± SEM. For statistical analysis, p values were calculated by Kruskal-Wallis followed by Dunn's multiple comparisons post hoc test (B and G) or by one-way ANOVA followed Tukey's multiple comparison post hoc test. \*p < 0.05; \*\*p < 0.005; \*\*\*p < 0.0005; \*\*\*\*p < 0.0001.

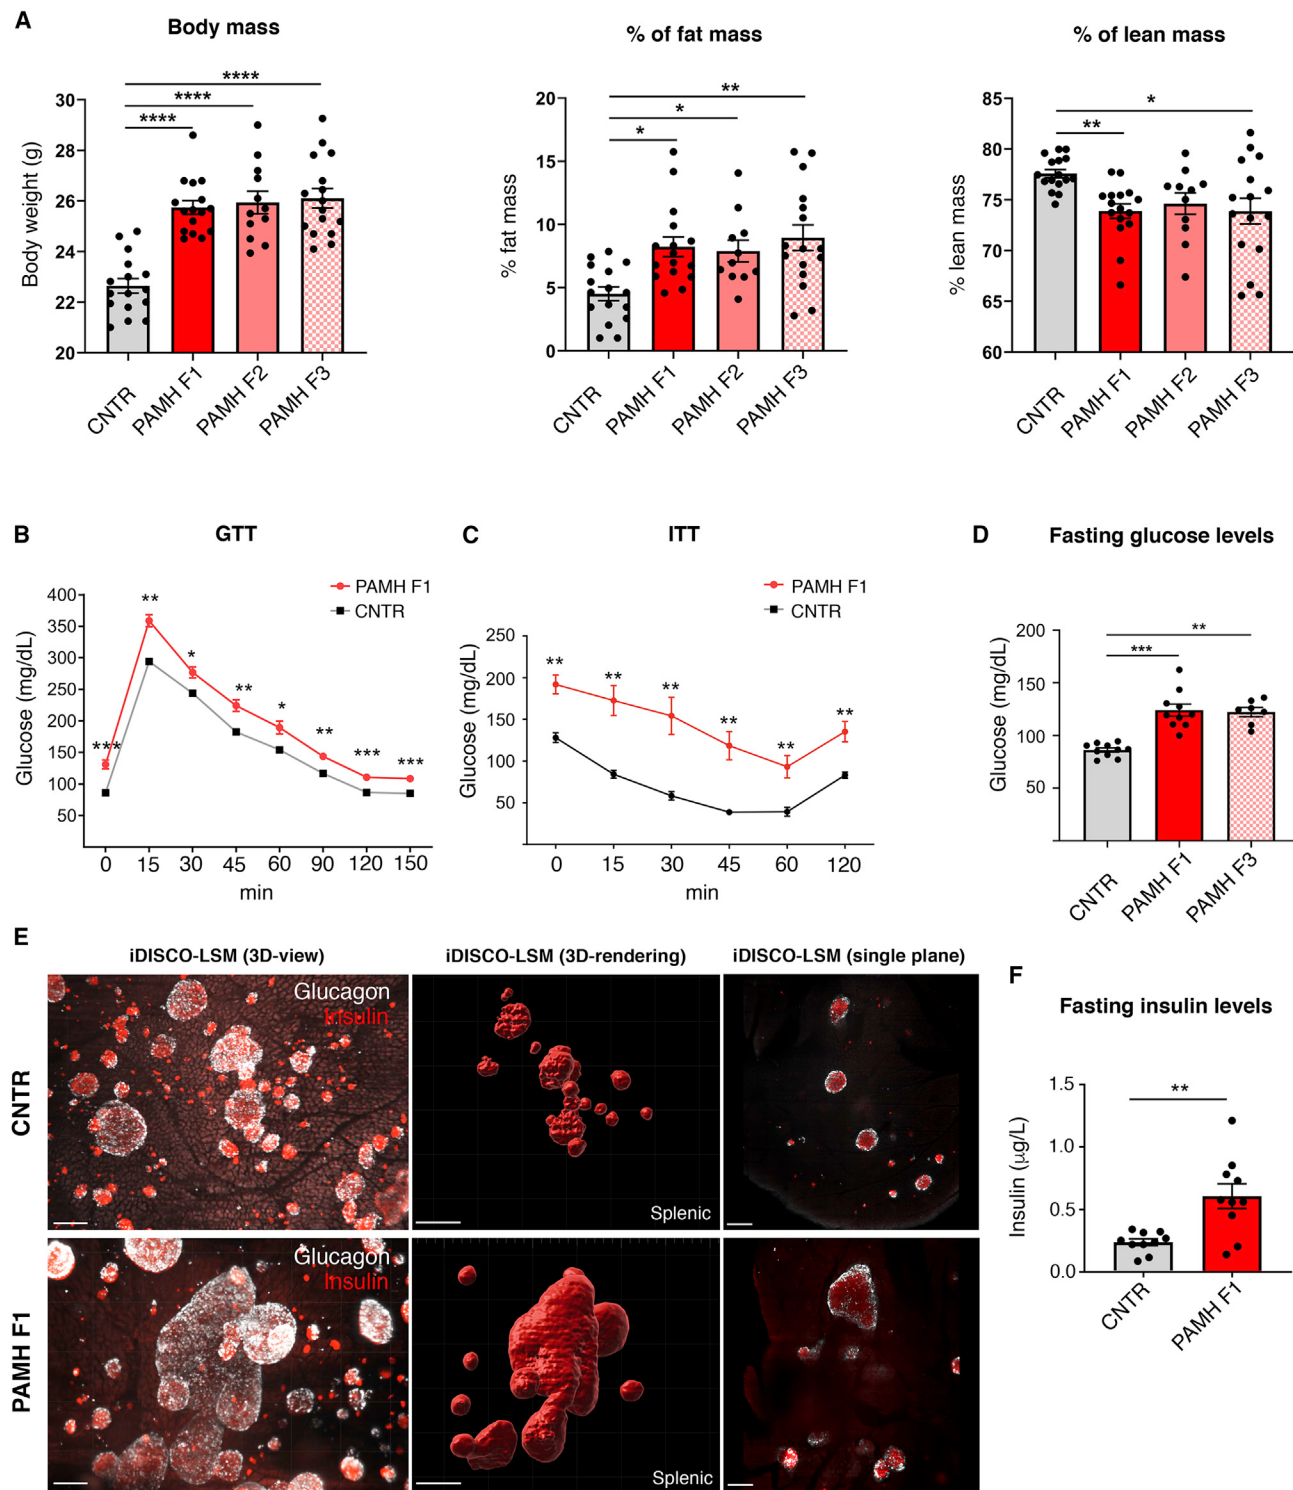

**Figure 2. Prenatal AMH exposure causes a transgenerational transmission of metabolic derangements in 6-month-old female offspring**  
(A) Body composition of CNTR (n = 16; 6 months old), PAMH F1 (n = 16; 6 months old), PAMH F2 (n = 11–12; 6 months old), and PAMH F3 (n = 16; 6 months old), presented as body weight (g), percent fat mass normalized to body weight (g), and percent of lean mass.  
(B and C) Oral glucose tolerance test (GTT) upon 14 h of fasting (B) and insulin tolerance test (ITT) upon 4-h fasting (C) in CNTR (n = 7; 6 months old) and PAMH F1 adult female offspring (n = 7; 6 months old).  
(D) Glucose levels upon 12 h of fasting in CNTR (n = 10; 6 months old), PAMH F1 (n = 10; 6 months old), and PAMH F3 (n = 7; 6 months old) female offspring.

(legend continued on next page)

like phenotype, we first applied a tissue-clearing technique, iDISCO+ (Renier et al., 2014), and whole-organ 3D imaging to determine the 3D distribution of insulin-producing  $\beta$  cells and glucagon-producing  $\alpha$  cells, across the whole pancreas in 6-month-old CNTR and PAMH F1 female mice (Figure 2E). Whole-organ immunofluorescence revealed that pancreatic islets of Langerhans were hypertrophic in PCOS-like animals as compared with controls (Figure 2E). To determine whether the islet hyperplasia, observed in PCOS-like animals, was associated with altered insulin secretion, we then measured fasting insulin levels in 6-month-old CNTR and PAMH F1 mice and demonstrated that they are significantly higher in PAMH F1 female offspring than in control animals (Figure 2F).

### Prenatal AMH exposure results in altered ovarian transcriptomic profiles in the third-generation offspring

To dissect the molecular mechanisms and the affected gene pathways underlying “fetal reprogramming” of PCOS, we performed RNA sequencing (RNA-seq) analysis in ovaries dissected from control diestrus offspring (CNTR) and from PAMH F3 diestrus and performed differential gene expression analysis (Figures 3A and S3; Data S1). We identified 102 differentially expressed genes (DEGs; 54 downregulated and 48 upregulated; adjusted  $p \leq 0.05$ ) in PAMH F3 ovaries compared with control ovaries (Figures 3B and 3C). Next, we generated heatmaps showing the expression patterns of the 102 DEGs in control and PAMH F3 offspring (Figure S4). Several differentially downregulated genes are involved in regulating insulin-like growth factor (IGF) transport and uptake by IGF-binding proteins (IGFBPs) as shown in the STRING protein interaction network (Figure 3D).

To further gain insight into gene function, we performed a gene enrichment analysis with the DEGs using the database for annotation, visualization, and integrated discovery (DAVID) functional annotation tool ( $p \leq 0.05$ ; Figures 3E and 3G). The downregulated-genes-associated biological processes in PAMH F3 offspring are involved in DNA repair, cell-cycle arrest, negative regulation of phosphorylation, and negative regulation of cell proliferation (Figure 3E). We used pathway analyses to identify the significant pathways associated with the DEGs according to Kyoto Encyclopedia of Genes and Genomes (KEGG) (Figure 3F). Our analysis revealed that the most affected pathway is the FoxO signaling pathway, which is related to the regulation of cell cycle and control of quiescence of primordial follicles, steroidogenesis in ovarian granulosa cells, apoptosis, and insulin signaling (Dupont and Scaramuzzi, 2016; Richards and Pangas, 2010). The upregulated genes in the PAMH lineage are involved in axon guidance, fatty acid biosynthetic process, transforming growth factor beta (TGF- $\beta$ ) production, and metabolic processes (Figure 3G). KEGG pathway analysis showed that the most affected pathway among the upregulated genes is the TGF- $\beta$  signaling pathway, which is involved in folliculogenesis, ovarian function, inflamma-

tion, glucose, and energy homeostasis (Dupont and Scaramuzzi, 2016; Richards and Pangas, 2010) (Figure 3H).

Notably, among the upregulated genes, we found some significant enrichment in PAMH F3 offspring of genes involved in the negative regulation of insulin secretion and in the control of folliculogenesis and ovarian steroidogenesis (Findlay, 1993; Poulsen et al., 2020), such as inhibin b (*Inhbb*) and insulin degrading enzyme (*Ide*) (Figure 3I), as well as follistatin (*Fst*; Figure 3J). Moreover, we identified a significant enrichment in the ovaries of PAMH F3 mice of genes involved in lipid metabolism (Figure 3K) and inflammatory response (Figure 3L).

The top 20 significant upregulated and downregulated genes by fold-change in PAMH F3 ovaries versus control ovaries are presented in Figure S5. The top upregulated genes in third-generation PCOS-like ovaries are mainly related to ovarian function, insulin metabolic process, inflammation, angiogenesis, cell-cycle progression, and axon guidance (Figure S5A). The top 20 downregulated genes are mainly linked to epigenetic modifications, such as histone acetylation or methylation, apoptotic process, cell proliferation, and regulation of cell-cycle progression (Figure S5B). Notably, the expression of 7 genes among the top 20 upregulated ones (Figure S5A, asterisks) and 1 gene, among the top 20 downregulated ones (Figure S5B, asterisks), were previously reported to be altered in women with PCOS (Table S1), strengthening the validity of our animal model.

We then validated the RNA-seq results performing qRT-PCR analyses of 6 upregulated genes and 6 downregulated genes related to ovarian function, metabolism, inflammation, axon guidance, and cell migration (Figures S5C and S5D), and we found that the expression of those transcripts is in accordance with the RNA-seq data (Figure S4; Data S1).

### Alterations of DNA methylation patterns in ovaries of PAMH mice

Since ancestral prenatal AMH exposure leads to alterations in ovarian gene expression in the third generation, we next investigated whether it could modulate the epigenome in PAMH F3 offspring. We used methylated DNA immunoprecipitation (anti-5-methyl-cytosine, 5mC) combined with deep sequencing (MeDIP-seq) to profile the methylomic landscape in control diestrus ovaries (CNTR, prenatally PBS-treated) versus PAMH F3 diestrus ovaries (Figure 4A).

We assessed MeDIP efficiency using spike-in controls for unmethylated and methylated DNA regions from *Arabidopsis thaliana* (Figure S6A). Principal component analysis, particularly the PC2, indicates an evident separation of CNTR and PAMH F3 groups (Figure S6B).

We then calculated the differentially methylated windows between the two groups. Applying an adjusted  $p$  value  $\leq 0.05$  returned 185 significant hypermethylated regions and 887 hypomethylated regions in the ovaries of PAMH F3 offspring as

(E) LSFM images of solvent-cleared pancreata dissected from 6-month-old CNTR and PAMH F1 female mice. Left: 3D projection of immunostaining for insulin (red) and glucagon (white); scale bars, 150  $\mu$ m. Middle: 3D analysis of rendered pancreatic islets expressing insulin; scale bars, 200  $\mu$ m. Right: single plane optical reslice of the pancreata; scale bars, 200  $\mu$ m.

(F) Plasma insulin levels upon 12 h of fasting in CNTR ( $n = 10$ ; 6 months old) and PAMH F1 ( $n = 10$ ; 6 months old) female offspring.

Values are represented as the mean  $\pm$  SEM. For statistical analysis,  $p$  values were calculated by one-way ANOVA followed by Tukey's multiple comparison post hoc test (A, body mass), by Kruskal-Wallis followed by Dunn's multiple comparisons post hoc test (A, % fat mass, % lean mass; D) or by an unpaired two-tailed Student's  $t$  test (B and E). Statistical significance for all analyses were \* $p < 0.05$ ; \*\* $p < 0.005$ ; \*\*\* $p < 0.0005$ ; \*\*\*\* $p < 0.0001$ .

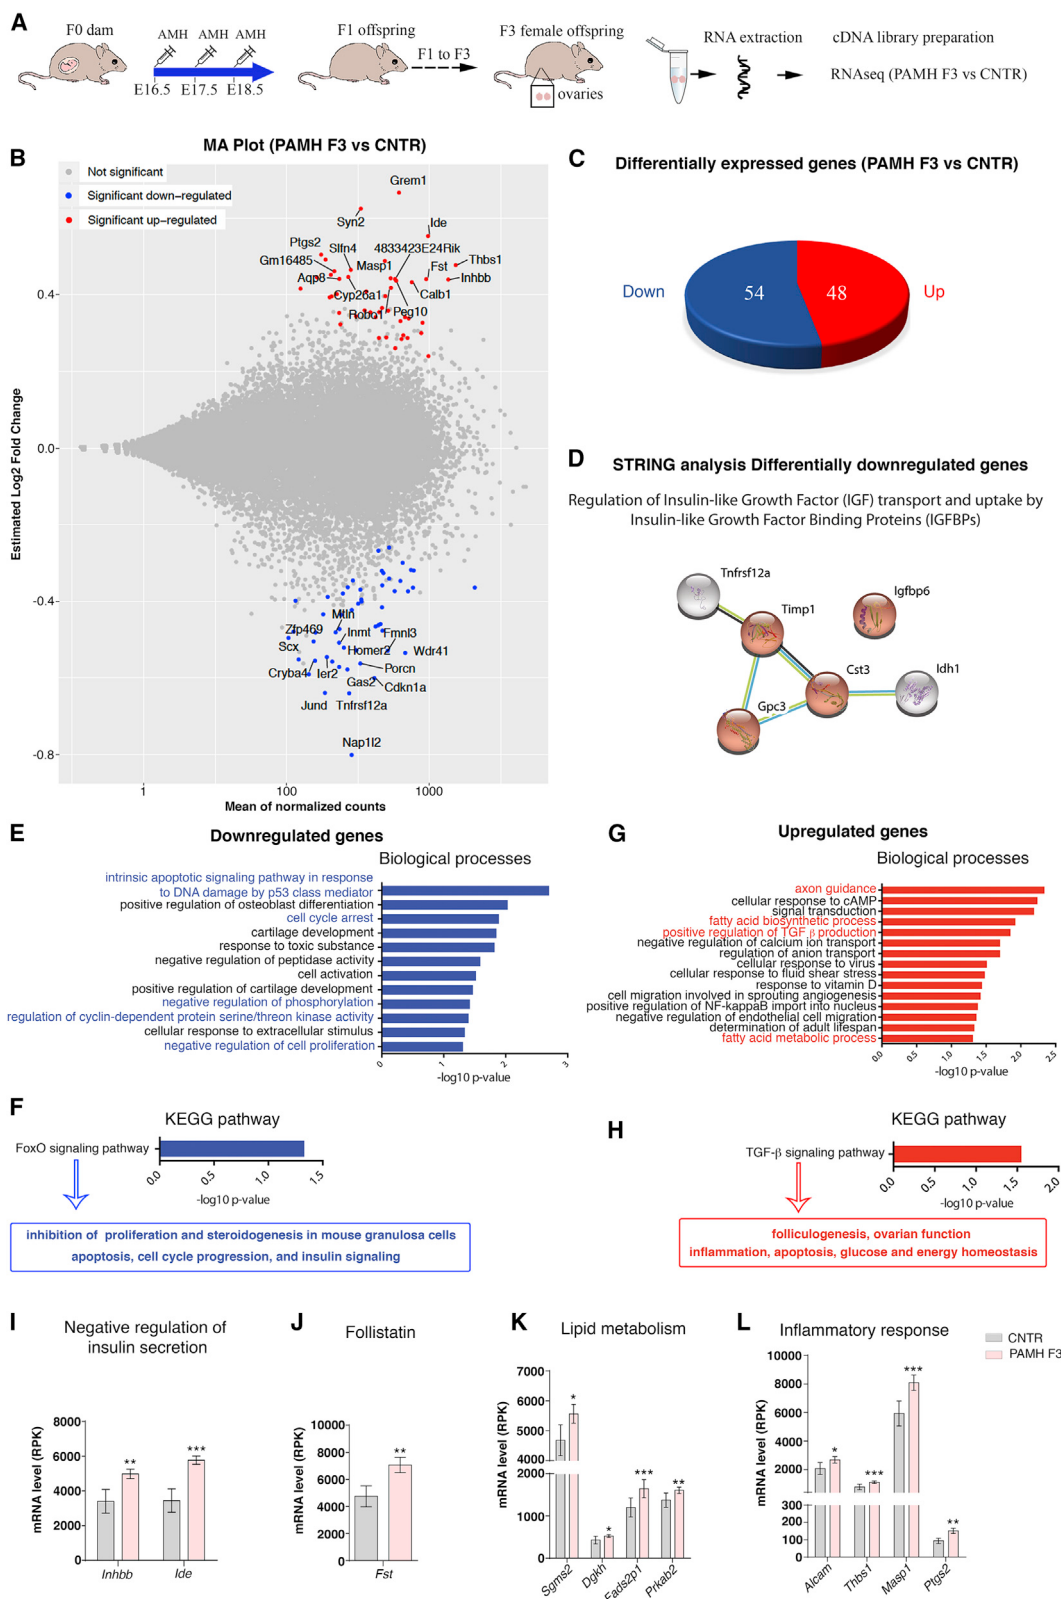

(legend on next page)

compared with control offspring (Figures 4B and 4C; Data S2), corresponding to 173 exclusively hypermethylated genes and 858 hypomethylated genes.

We defined feature sets spanning sub-typed by location (exon, intergenic, intron, promoter-transcription start site [TSS], and transcription termination site [TTS]) of the hypomethylated and hypermethylated regions (Figure 4D). We also observed that the hypermethylated regions are mostly localized in intronic and intergenic regions, whereas hypomethylated regions are mostly found into upstream-promoters and TSS, thereby most likely affecting gene expression.

To determine whether DNA methylation changes might associate with gene expression variations, we looked for overlap between differentially methylated genes with DEGs of PAMH F3 ovaries (Figure 4E). We identified four common genes between MeDIP-seq and RNA-seq: roundabout homolog 1 (*Robo-1*), sorbin and SH3 domain-containing protein 2 (*Sorbs2*), cyclin-dependent kinase inhibitor 1A (*Cdkn1a*), and histidine decarboxylase (*Hdc*) (Figures 4E and 4F). They are respectively implicated in Slit/Robo pathway, Notch signaling, inhibition of cell proliferation, and inflammation (Figure 4F).

We next performed GO-term enrichment analysis and revealed distinct functional categories for the PAMH-associated gene lists ( $p \leq 0.05$ ; Figures 4G–4K). Within the category of biological processes for the hypomethylated genes, chromatin remodeling and chromatin modification, cell cycle, cell differentiation, lipid metabolism, and insulin response are listed in the top related functions (top 20 most significant processes; Figure 4G). Regarding the KEGG pathways, the hypomethylated genes are enriched with metabolic pathways and T2D (Figures 4H and 4I). Genes associated with insulin regulation (glycolysis/gluconeogenesis and T2D) are represented in a STRING protein network predicting interactions of those proteins associated with glucose metabolism, insulin signaling, insulin response, and insulin receptor binding (Figure 4I). Within the category of GO biological processes for the hypermethylated genes, nervous system development, axons guidance, heart development, transcription, and methylation pathways are listed in the top related functions (Figure 4J). KEGG analysis revealed that GABAergic synapse pathway is significantly enriched in the hypermethylated genes (Figure 4K). In accordance with these changes, preclinical investigations in PCOS animal models have reported an ovarian hyperinnervation and a potential contribution of the peripheral sympathetic system in the initiation and/or perpetuation of PCOS has been proposed (Stener-Victorin et al., 2005).

Depicting the differentially methylated genes along the chromosomes in a Manhattan plot confirmed a preponderance of hypomethylation in the PAMH F3 samples and indicated that epigenetic changes occur quite homogeneously across all chromosomes (Figure 5A). Further, we identified significant changes in DNA methylation in the loci of key genes involved in demethylase activities such as ten-eleven translocation methylcytosine dioxygenase 1 (*Tet1*) and factors responsible for DNA methylation maintenance, such as ubiquitin-like, containing PHD- and RING-finger domains, 1 (*Uhrf1*), in PAMH F3 ovaries compared with control ovaries (Figure 5B). Both the *Tet1* and *Uhrf1* loci are significantly hypomethylated in the third-generation PCOS-like ovaries compared with controls (Figure 5B). Consistent with these findings, we found a higher expression of *Tet1* gene in our RNA-seq analysis of PAMH F3 ovaries versus control ovaries ( $p = 0.009$ ; Data S1), even though the adjusted  $p$  value did not reach statistical significance ( $p_{\text{adj}} = 0.36$ ; Data S1). Overall, these experiments identified many genes and pathways associated with the PCOS reproductive and metabolic phenotypes, with altered DNA methylation profile in ovaries of the third generation of PAMH offspring.

To assess whether changes in DNA methylation detected in ovaries of PAMH F3 animals may also occur in other tissues, we performed MeDIP-PCR experiments in the hypothalamus, as it is the central regulator of both reproductive and metabolic functions, and in the liver, which is responsible for controlling the internal supply of glucose, in CNTR and PAMH F3 animals (Figure 5C). We assessed MeDIP efficiency using primers directed against glyceraldehyde 3-phosphate dehydrogenase (*GAPDH*), as a negative control, and the testicular gene testis-specific histone H2B (*TSH2B*), as a positive control. We found a strong hypomethylation of *GAPDH* and a hypermethylation of *TSH2B*, confirming the efficiency of the immunoprecipitation (Figures S6C and S6D). We screened by MeDIP-PCR the methylation levels of *Tet1*, *Uhrf1*, and of the four common genes between MeDIP-seq and RNA-seq of ovarian tissue: *Hdc*, *Cdkn1a*, *Sorbs2*, and *Robo-1* (Figure 5C). Similar to the methylation changes observed in the ovaries of PCOS-like animals, we found a trend for a hypomethylation in the locus of *Tet1* ( $p = 0.07$ ; Mann-Whitney test) and a significant hypomethylation in the locus of *Hdc* ( $p = 0.02$ ; Mann-Whitney test) in the hypothalami of PAMH F3 animals as compared with controls (Figure 5C), whereas we did not detect any methylation changes in the other three genes of CNTR and PCOS animals (Figure 5C). qRT-PCR validation experiments revealed that among those six genes,

### Figure 3. RNA-seq analysis of ovarian tissue in control and F3 PCOS animals points to altered gene expression linked to ovarian and metabolic functions and to inflammatory response

(A) Schematic illustration of the experimental design.

(B) MA plot of gene expression changes in the PAMH F3 ovaries ( $n = 4$ ) versus control (prenatally PBS-treated; CNTR,  $n = 3$ ) for all experimental conditions. Ovaries were dissected from CNTR or PAMH F3 adult females (P60) at diestrus. The MA plot represents the estimated  $\log_2$  fold change as a function of the mean of normalized counts. Significant genes were selected when adjusted  $p$  value lower than 0.05. For significant genes, a selection of first gene names according to the adjusted  $p$  value is displayed in red for the upregulated genes and blue for the downregulated genes.

(C) Pie chart refers to the number of genes upregulated and downregulated when comparing PAMH F3 with CNTR ovaries ( $p_{\text{adj}} \leq 0.05$ ).

(D) STRING protein network analysis of the downregulated genes revealed strong interaction between genes involved in regulating IGF transport and uptake by IGFBPs.

(E–H) Functional annotation charts using DAVID performed on the differentially regulated genes either decreased in PAMH F3 versus CNTR (blue, E and F) or increased in PAMH F3 versus CNTR (red, G and H). Significance is indicated as  $-\log_{10} p$  value.

(I–L) Histograms significantly show enrichment in the PAMH F3 ovaries versus CNTR of genes involved in the negative regulation of insulin secretion (I), follistatin (*Fst*; J), lipid metabolism (K), and inflammatory response (L). \* $p_{\text{adj}} < 0.05$ ; \*\* $p_{\text{adj}} < 0.005$ ; \*\*\* $p_{\text{adj}} < 0.0005$ .

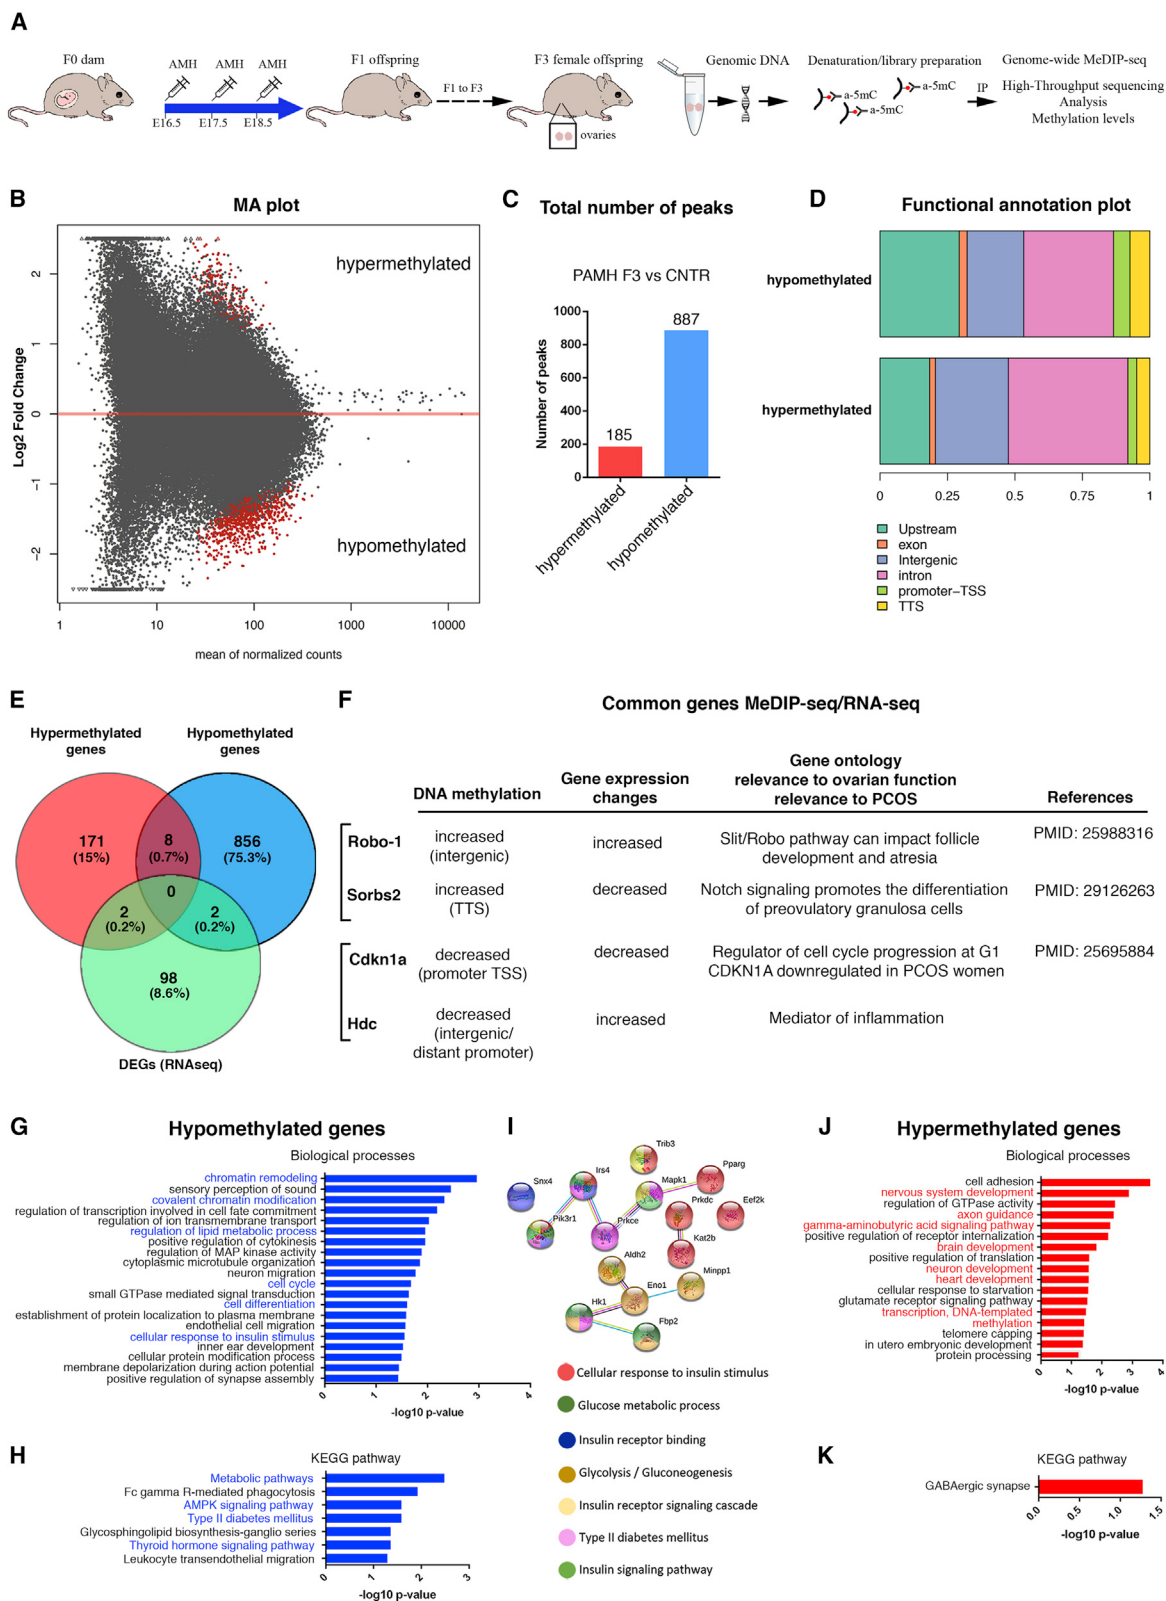

**Figure 4. Preponderance of hypomethylations in the ovarian tissue of F3 PCOS animals compared with controls and biological process of hypomethylated and hypermethylated genes**

(A) Schematic illustration of the experimental design. Methylated DNA immunoprecipitation and deep sequencing (MeDIP-seq) was performed in control ovaries (CNTR n = 3, independent samples at diestrus, P60) and PAMH F3 ovaries (n = 3, independent samples at diestrus, P60).

(legend continued on next page)

three (*Hdc*, *Cdkn1a*, and *Robo1*) were significantly upregulated in the hypothalamus of PAMH F3 mice compared with CNTR (Figure 5D). We did not detect any differences in methylation levels in the loci of all the above-mentioned genes in the liver of either animal group (Figure S6F).

### Methyl donor S-adenosylmethionine treatment of PAMH F3 mice normalizes their neuroendocrine reproductive and metabolic phenotypes

Since our MeDIP-seq analyses pointed to a preponderance of hypomethylation in ovarian tissues of PCOS-like animals compared with control animals, we then examined the therapeutic potential of using the universal methyl group donor S-adenosylmethionine (SAM) in an epigenetic preclinical investigation (Figure 6A). SAM is an important and naturally occurring biomolecule found ubiquitously in all living cells and functions as the primary methyl donor for all transmethylation reactions (Bottiglieri, 2002) and can thereby be used to promote methylation of otherwise hypomethylated tissues (Figure 6A). We first analyzed estrous cyclicity of adult control (CNTR; 6-month-old group 1) and PAMH F3 offspring (6 months old) for 25 and 10 days, respectively, to confirm the oligo-anovulatory phenotype of PCOS-like animals (Figure 6B). Thereafter, we monitored for additional 15 days vaginal cytology of PAMH F3 animals treated either with intraperitoneal (i.p.) injections of PBS (group 2) or with 50 mg/kg daily injections of SAM (group 3). We collected tail-blood samples for LH and T measurements at diestrus (day 10), before the beginning of the treatment, and we harvested trunk blood and ovaries at day 25 (diestrus) at the moment of the sacrifice, corresponding to the end of the treatment period (Figure 6B). PAMH F3 animals of group 2 displayed prolonged time in metestrus and diestrus, as compared with control offspring, whereas SAM treatment restored normal ovulation of PCOS animals of group 3 (Figure 6C). In addition, SAM treatment restored the aberrant LH and T concentrations of PAMH F3 offspring (Figures 6D and 6E), as well as their body weight and their body mass composition to control conditions (Figure 6F). Similar to the PAMH F1 animals, the third generation of PCOS-like females were also hyperglycemic (Figure 6G), suggesting that hyperglycemia was transgenerationally passed from F1 to F3 PAMH offspring. The methylating agent lowered total glucose levels of PAMH F3 animals close to control conditions. However, no statistical significance was reached upon 15 days of SAM treatment (Figure 6G). Furthermore, we observed that the pancreatic islet

hyperplasia detected in PAMH F1 animals (Figure 2E) was still present in the third generation (Figure 6H) and that it was normalized upon SAM administration (Figures 6H and 6I).

To further explore the effect of SAM on gene expression levels, we harvested the ovaries from CNTR, PAMH F3, and PAMH F3-SAM animals at the end of the treatment period and performed qRT-PCR experiments (Figure S7A). While *Tet1* transcript levels were comparable in the three animal groups, *Uhrf1* was significantly higher in PAMH F3 ovaries (Figure S7A). Notably, SAM treatment restored *Uhrf1* expression in PAMH F3 mice to normal conditions (Figure S7A). We then selected three genes involved in ovarian function and insulin transport that we found both differentially expressed and/or methylated in PAMH F3 offspring versus controls; namely *Sorbs2*, *Grem1*, and *Igfbp6*. Our qRT-PCR experiments confirmed the RNA-seq data and showed a significant downregulation of *Sorbs2* in the ovaries of PCOS animals, while its expression remained unaltered after the SAM treatment (Figure S7A). In agreement with our RNA-seq data, *Grem1* and *Igfbp6* transcripts were higher and lower, respectively, in PAMH F3 mice as compared with controls (Figure S7A). The methylating agent did not affect expression levels of those genes neither (Figure S7A).

As evidence suggests that several metabolic disturbances, including obesity and T2D, are related to the generation of low-grade, chronic inflammation (Reilly and Saltiel, 2017), we next wondered whether a pro-inflammatory state could underlie the metabolic derangements of PAMH F3 mice. We investigated the expression changes in the ovaries of these animals of three genes involved in inflammation and immune response (*Hdc*, *Ptgs2*, and *Rela*). Consistent with our RNA-seq analysis, we identified a 2-fold increase in *Hdc* and *Ptgs2* transcript levels in PAMH F3 ovaries as compared with control animals, which was normalized by the methylating agent (Figure S7A). Similarly, *Rela* (alias *NF-κB*) was upregulated in PCOS-like animals and restored to normal levels upon SAM treatment (Figure S7A).

A positive energy balance is known to initiate an inflammatory response in adipocytes and in hypothalamic centers regulating energy homeostasis (Jais and Brüning, 2017; Reilly and Saltiel, 2017). Thus, we next investigated gene expression changes in visceral fat and hypothalamus of CNTR, PAMH F3, and PAMH F3-SAM animals. We found that *Uhrf1* was significantly overexpressed in PAMH F3 visceral fat compared with CNTR (Figure S7B) and completely restored by the SAM treatment

(B) MA plot of MeDIP-seq reads. The MA plot represents the  $\log_2$  fold change as a function of the mean of normalized counts.  $\log_2$  fold change corresponds to shrunk fold change as calculated with the method proposed in Love et al. (2014). Red dots correspond to significantly different hypermethylated and hypomethylated regions in the ovaries of PAMH F3 animals as compared with controls, adjusted  $p \leq 0.05$ .

(C) Total number of methylated regions detected as hyper- or hypomethylated after comparing MeDIP-seq data of the two groups (PAMH3 F3 versus CNTR).

(D) Functional annotation plot showing the proportion of methylated regions falling into several genomic features. Upstream refers to upstream regulatory regions. These are regions located  $-20/-1$  kb away from the TSS. Promoter-TSS refers to regions located  $-1$  kb/+100 bp around the TSS and TTS refers to regions located  $-100$  bp/+1 kb around the TTS. Plots are shown for hypomethylated and hypermethylated regions.

(E) Venn diagram shows the overlap between genes associated with hypermethylated and hypomethylated regions in ovarian tissues of PAMH F3 mice (MeDIP-seq data) with the 102 DEGs obtained from the RNA-seq analysis.

(F) The table shows the list of the 4 common genes found between the MeDIP-seq and the RNA-seq. It details the methylation status, the gene expression changes, and gene ontology related either to ovarian function or PCOS and references when it applies.

(G and H) Functional enrichment analysis performed by DAVID on the genes associated with hypomethylated regions when comparing PAMH F3 versus CNTR. GO biological processes (top 20 most significant processes) and KEGG pathway are shown. Significance is indicated as  $-\log_{10}$  p value.

(I) STRING protein network prediction interaction of proteins associated with glucose metabolism, insulin signaling, insulin response, and insulin receptor binding.

(J and K) Functional enrichment analysis performed by DAVID on the genes associated with hypermethylated regions when comparing PAMH F3 versus CNTR. GO biological processes and KEGG pathway are shown. Significance is indicated as  $-\log_{10}$  p value.

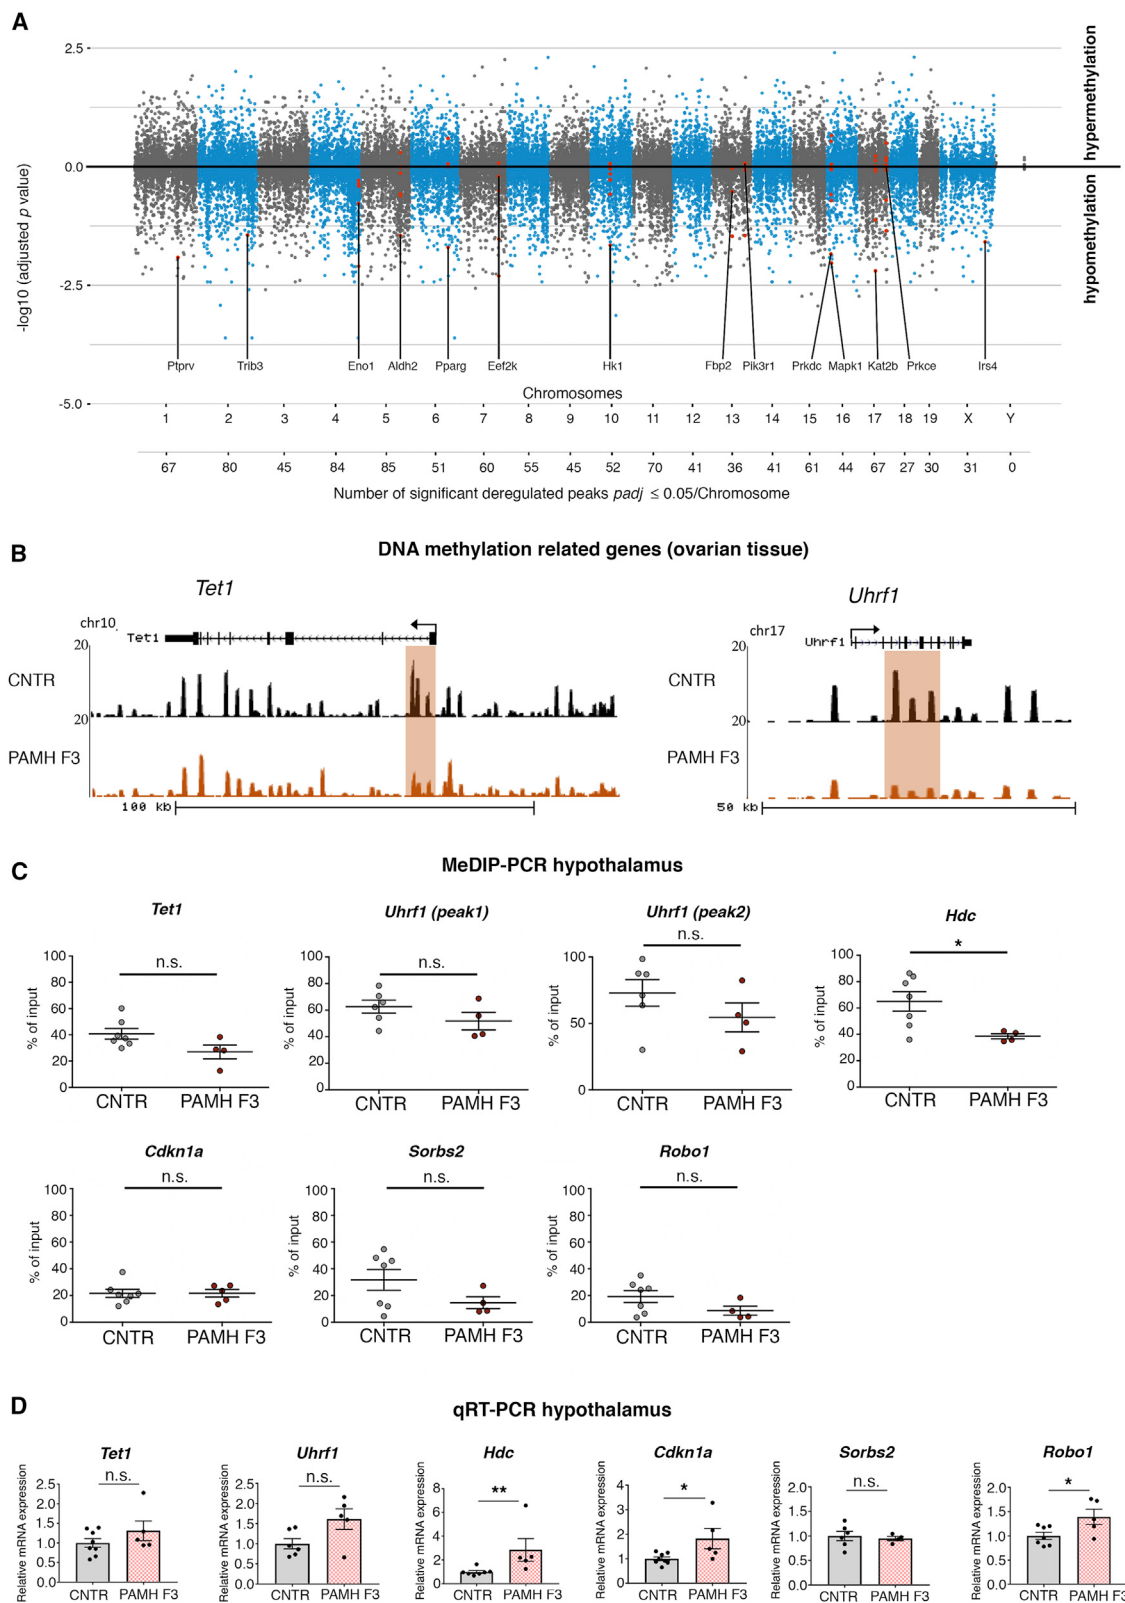

**Figure 5. Chromosomal distribution of DNA methylation reads and methylation signatures in the ovary and hypothalamus of PAMH F3 mice**  
(A) Manhattan plot showing the association of methylated positions along the chromosomal positions. x axis represents methylated regions along the chromosomes. y axis is the  $-\log_{10}$  (adjusted p value), which is the significance of differentially methylated regions when comparing PAMH F3 versus CNTR. Sign of

(legend continued on next page)

(Figure S7B). Similar to the ovaries of PAMH animals, we found in the visceral fat of PAMH F3 mice a significantly higher transcript expression of inflammatory genes (*Hdc* and *Rela*) and pro-inflammatory cytokines (*Il1b* and *Il6*) as compared with controls (Figure S7B). Among those genes, the epigenetic treatment restored only *Rela* expression levels (Figure S7B). Finally, we found a significant overexpression of *Hdc*, *Ptgs2*, *Il1b*, *Il6*, and *Tnfa* in the hypothalamus of PAMH F3 animals (Figure S7C). The methylating agent normalized the expression of all the inflammatory pathways, except for *Il1b* (Figure S7C).

To determine whether the rescue of LH and T levels observed in PAMH F3 females upon SAM treatment (Figures 6D and 6E) was associated with a central neuroendocrine effect of the methylation agent, we next investigated the expression of two genes regulating proper hypothalamic-pituitary-gonadal (HPG) functions, *Gnrh1* and *Kiss1*, in the hypothalamic preoptic area (POA) dissected from the three groups of animals (Figure S7D). We found a significant upregulation of both transcripts in the POA of PAMH F3 mice compared with CNTR (Figure S7D). However, the methylating agent was not able to restore *Gnrh1* or *Kiss1* levels of PCOS animals to control conditions (Figure S7D).

### Common epigenetic signatures in ovarian tissue of PAMH lineage and blood of women with PCOS

To investigate how our findings in mice might relate to human PCOS, we searched by MeDIP-PCR for common epigenetic signatures in blood samples of women with PCOS and control women (CNTR), as well as in post-pubertal daughters born to mothers with or without PCOS (PCOS-D and CNTR-D; Figure 7A; Tables S2 and S3). We assessed MeDIP efficiency using primers directed against *GAPDH* and *TSH2B* (Figure S6E). Taking into account the hypomethylation of two key DNA methylation related genes in PAMH F3 ovaries, *Tet1* and *Uhrf1*, that could contribute to the preponderance of global DNA hypomethylation identified in PCOS-like mice, we first assessed the methylation levels of *TET1* and *UHRF1* in blood samples of women with PCOS and in healthy women. Interestingly, *TET1* was significantly hypomethylated in PCOS women as compared with controls, whereas methylation levels of *UHRF1* were comparable in the two groups (Figure 7B).

We next selected the four ovarian genes that were differentially expressed and methylated in the PAMH F3 offspring versus controls and investigated the expression of the human equivalent of those genes, *ROBO-1*, *SORBS2*, *CDKN1A*, and *HDC* as well as *IGFBPL1* (encoding for insulin-like growth factor binding protein like 1) and *IRS4* (encoding for insulin receptor substrate 4), which may be related to defects in insulin signaling in PCOS. We identified five (*ROBO-1*, *CDKN1A*, *HDC*, *IGFBPL1*, and *IRS4*) out of

the six genes selected from the genome-wide methylation profile of the PAMH lineage as being also differentially methylated in blood samples of women with PCOS as compared with healthy women (Figure 7B). Notably, all changes identified were located in the promoter regions of these genes.

*ROBO-1*, *HDC*, and *IGFBPL1* were also hypomethylated in blood samples of post-pubertal daughters, diagnosed with PCOS, and born to mothers with PCOS as compared with control daughters (Figure 7C). Daughters with PCOS also showed a trend to lower methylation levels of *TET1* as compared with controls ( $p = 0.07$ ; Figure 7C).

### DISCUSSION

Familial clustering and twin studies point to PCOS as a pathology with a strong heritable component (McAllister et al., 2015). However, the human PCOS loci identified by genome-wide association studies account for less than 10% of heritability (Azziz, 2016), suggesting that environmental and epigenetic mechanisms may play an important role in the etiology of this disease.

Clinical and preclinical studies suggest that altered levels of androgens or AMH during pregnancy may be responsible for the fetal programming of PCOS (Stener-Victorin et al., 2020). Hence, PNA and PAMH animals are excellent preclinical models to mimic a key maternal PCOS condition in which to investigate whether exposed lineages have increased susceptibility to develop PCOS-like traits in F1–F3 offspring (Stener-Victorin et al., 2020). A recent study highlights transgenerational transmission of PCOS-like phenotypes in PNA mice exposed or not to maternal high-fat diet (Risal et al., 2019). That investigation also identifies several genes with altered expression in mouse oocytes from F1–F3 offspring and in the serum of daughters of women with PCOS (Risal et al., 2019). However, the mechanisms underlying the inheritance and transmission of PCOS traits to subsequent generations have not been elucidated. To dissect the cascade of molecular events leading to increased disease susceptibility, we used the PAMH mouse model, which recapitulates the major neuroendocrine reproductive traits of PCOS (Tata et al., 2018).

Compared with the PNA mouse model, in which litter size, estrous cyclicity, and androgen levels of the offspring are unaffected in the second and third generation (Risal et al., 2019), the transmission of PCOS-typical reproductive defects is more severe in the PAMH lineage, which pass on to subsequent generations all the major diagnostic features of PCOS: hyperandrogenism, ovulatory dysfunctions, and altered fertility. This is most likely the result of the different prenatal hormonal exposure protocols used to generate the two mouse models. The PNA model

–log<sub>10</sub> (adjusted p value) corresponds to the direction of methylation change (hyper- or hypomethylated). Red dots show the peaks related to genes associated to hypomethylated regions and whose functional annotations are associated with insulin stimulus, glycolysis/gluconeogenesis and T2D, as depicted in the STRING analysis in Figure 4I. Numbers depicted below the Manhattan plot refer to the total number of significant deregulated peaks with  $p_{\text{adj}} \leq 0.05$  per chromosome.

(B) Representative UCSC Genome Browser views of *Tet1* and *Uhrf1* locuses with DNA methylation peaks in ovarian tissues of CNTR versus PAMH F3 mice. Differential methylation analyses revealed that the 5-mC is decreased at the highlighted regions in PAMH F3 mice compared with the CNTR. *Tet1*,  $p_{\text{adj}} = 0.018$ ; *Uhrf1*,  $p_{\text{adj}} = 0.01$  (peak 1)/0.02 (peak 2).

(C) Genomic DNA was isolated from hypothalami dissected from CNTR ( $n = 6-7$ ) and PAMH F3 offspring ( $n = 4-5$ ) and MeDIP-PCR experiments performed in the two groups of animals. Unpaired two-tailed Mann-Whitney U test, \* $p < 0.05$ , n.s. not significant.

(D) qRT-PCR analyses using primers against the genes listed were performed in hypothalamic tissues of CNTR ( $n = 6-8$ ) and PAMH F3 offspring ( $n = 4-5$ ). Unpaired one-tailed Mann-Whitney U test, \* $p < 0.05$ , \*\* $p < 0.005$ ; n.s. not significant.

Data in (C) and (D) are presented as mean  $\pm$  SEM.

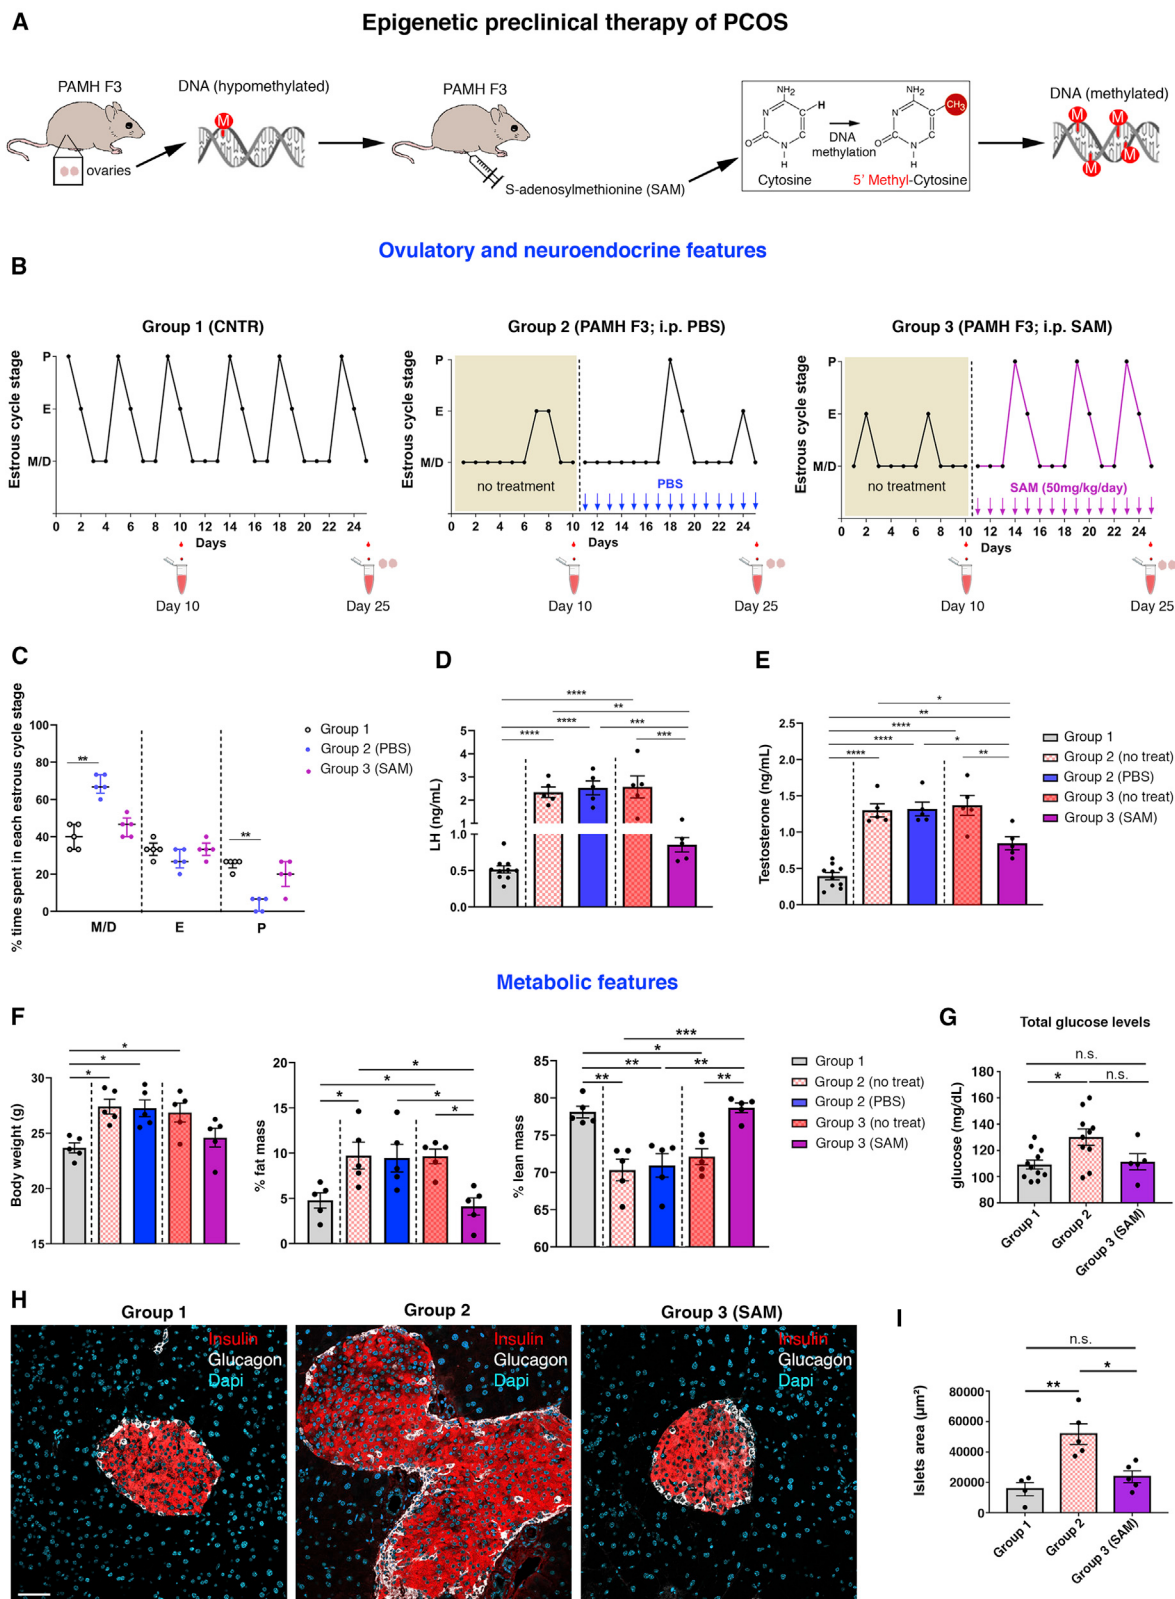

**Figure 6. Epigenetic therapy restores PCOS neuroendocrine, reproductive, and metabolic traits in PAMH F3 adult females**

(A) Schematic of experimental design whereby adult (6 months old) PAMH F3 females have been treated or not with i.p. injections of SAM. SAM functions as the primary methyl donor for transmethylation reactions and acts by adding 5' methylcytosine groups to the otherwise hypomethylated DNA.

(legend continued on next page)

relies on the prenatal non-aromatizable DHT exposure during late gestation while the latter model is derived from exposing the dams to AMH during the same gestational window as the PNA mice (Stener-Victorin et al., 2020). Such treatment drives a 3-fold rise in aromatizable T levels in the dams with subsequent changes in the HPG axis and hormone levels of both the dams and the progeny (Tata et al., 2018). In this study, we also report the appearance of the major metabolic derangements of the human PCOS condition in PAMH mice at six months of postnatal life, including typical traits of T2D and a  $\beta$  cell hyperplasia in the pancreas of PAMH animals of the first and third generation. Islet cell hyperplasia is associated with T2D in the leptin-deficient *ob/ob* mouse, which has been extensively studied as a model for this disease for decades (Bock et al., 2003). Our preclinical data are in line with the observation that up to 30%–40% of women with PCOS have impaired glucose tolerance, and as many as 10% of those women develop T2D by the age of 40 (Diamanti-Kandarakis and Dunaif, 2012; Wild et al., 2010). Consistently, our RNA-seq analysis reveals a significant enrichment in the ovaries of PAMH F3 mice of genes involved in the negative regulation of insulin secretion, including *Inhbb*, *Ide*, *Fst*, and TGF- $\beta$  signaling pathway, which also regulate folliculogenesis and ovarian steroidogenesis (Findlay, 1993; Liu et al., 2016) and which are affected in human PCOS ovarian tissues (Liu et al., 2016; Pan et al., 2018). Dysfunction of TGF- $\beta$  signaling in PCOS may be generalized in different organs. Indeed, Dumesic and colleagues (Dumesic et al., 2019) report TGF- $\beta$  signaling as the “master upstream regulatory gene” in subcutaneous adipose stem cells from women with PCOS in contrast to non-PCOS women. In addition, in PCOS-like, prenatally androgenized female rhesus monkeys, similar disruption of TGF- $\beta$  signaling accompanies altered DNA methylation patterns of visceral fat, implying an androgen-related developmental origin in PCOS for abdominal fat accumulation (Xu et al., 2011).

Our MedIP-seq and RNA-seq data show that many affected genes in the ovarian tissue of PCOS animals are correlated with inflammatory and metabolic pathways, typical of the human PCOS condition (Boyle and Teede, 2016; Dumesic et al., 2015; Vázquez-Martínez et al., 2019). Interestingly, alterations in ovarian gene expression patterns, detected in 2-month-old PCOS-like animals, precede the appearance of phenotypic

metabolic manifestations in these animals, occurring only few months later, at 6 months. Our preclinical data are also in agreement with several clinical studies reporting DNA methylation changes related to inflammation, hormone-related processes, and glucose and lipid metabolism in various tissues of women with PCOS (Makrinos et al., 2020; Shen et al., 2013; Vázquez-Martínez et al., 2019).

Genetic and epigenetic modifications are implicated in the transgenerational inheritance of prenatally programmed diseases (Cavalli and Heard, 2019; Gapp et al., 2014) and in recent years, epigenetic factors gained considerable attention in the study of PCOS (Escobar-Morreale, 2018; Makrinos et al., 2020; Patel, 2018; Vázquez-Martínez et al., 2019). Here, we identify many differentially methylated genes in PAMH F3 ovaries associated with the PCOS phenotype, with a preponderance of hypomethylation detected in these animals. Interestingly, we find that some of the epigenetic signatures and associated gene expression changes detected in the ovaries of PAMH F3 animals are also present in other metabolic tissues, such as the hypothalamus and the visceral fat. These results suggest that altered methylation landscape and transcriptional changes, transgenerationally inherited in PCOS animals, span across multiple tissues involved in the control of ovarian function and metabolism. Such DNA methylation differences are not just general hypomethylation events, but they occur in specific genes and pathways associated with reproductive and metabolic traits associated with PCOS. As we find that all hormonal, reproductive, and metabolic alterations of PAMH F1 offspring are maintained in the third generation, we cannot exclude that AMH fetal-determined changes in epigenetic marks, in combination with the recurring high testosterone levels and perhaps with the metabolic disturbances of the PAMH lineage may be the programming agents responsible for the acquisition and transmission of PCOS-like traits through modifications of DNA methylation landscapes. Also, we cannot exclude a mechanism involving de-methylation and re-methylation that occurred during development in primordial germ cells. Indeed, the maternal genome undergoes passive demethylation before subsequent re-methylation at specific loci to ensure epigenetic inheritance, in which *Uhrf1* is a key component (Zeng and Chen, 2019). Our data showing overexpression of *Uhrf1* in PAMH F3 ovary and visceral fat, that is rescued by SAM treatment, support the notion

(B) Representative estrous cyclicity and experimental design. Prenatally PBS-treated, group 1 (n = 5, 6 months old); PAMH F3 animals, group 2 (n = 5, 6 months old); and SAM-treated, group 3 (n = 5, 6 months old). The y axis refers to the different stages of the estrous cycle: metestrus/diestrus (M/D), estrus (E), and proestrus (P). The x axis represents the time course of the experiments (days). Tail-blood samples were collected for LH and T measurements at day 10 (diestrus), before the beginning of the treatment, and trunk blood was collected at day 25 (diestrus) at the moment of the sacrifice, corresponding to the end of the treatment period.

(C) Scatterplot representing the percentage (%) of time spent in each estrous cycle in the three groups of animals, respectively. The horizontal line in each scatter plot corresponds to the median value. The vertical line represents the 25th–75th percentile range.

(D) Mean LH levels were measured in diestrus CNTR mice (n = 10) and in group 2 (n = 5) and group 3 (n = 5) before the treatment (day 10) and after the treatment (day 25).

(E) Mean T levels measured in diestrus in CNTR mice (n = 10) and in group 2 (n = 5) and group 3 (n = 5) before the treatment (day 10) and after the treatment (day 25).

(F) Body composition in the three experimental groups (n = 5 for each group, 6 months old) presented as body weight (grams), percent fat mass normalized to body weight (grams), and percent lean mass normalized to body weight (grams).

(G) Mean total glucose levels (mg/dL) in diestrus CNTR mice (n = 11), in PAMH F3 mice (group 2; n = 10), and in PAMH F3 mice after SAM treatment (group 3; n = 5).

(H) Representative photomicrographs showing insulin-expressing  $\beta$  cells (red) and glucagon-expressing  $\alpha$  cells (white) in the pancreata of CNTR, PAMH F3, and PAMH F3 + SAM mice (females, 6 months old). Scale bar, 50  $\mu$ m.

(I) Quantitative analysis of the mean area of the islets in CNTR (n = 4), PAMH F3 (n = 5), and PAMH F3 after SAM treatment (n = 5).

Values in (D)–(G) and (I) are represented as the mean  $\pm$  SEM. For statistical analysis, p values were calculated by Kruskal-Wallis test followed by Dunn’s multiple comparison post hoc test (C), by one-way ANOVA followed by Tukey’s multiple comparison post hoc test (D, E, G, and I), or by Kruskal-Wallis followed by Dunn’s multiple comparisons post hoc test (F). Statistical significance for all analyses was \*p < 0.05; \*\*p < 0.005; \*\*\*p < 0.0005; \*\*\*\*p < 0.0001; n.s. not significant.

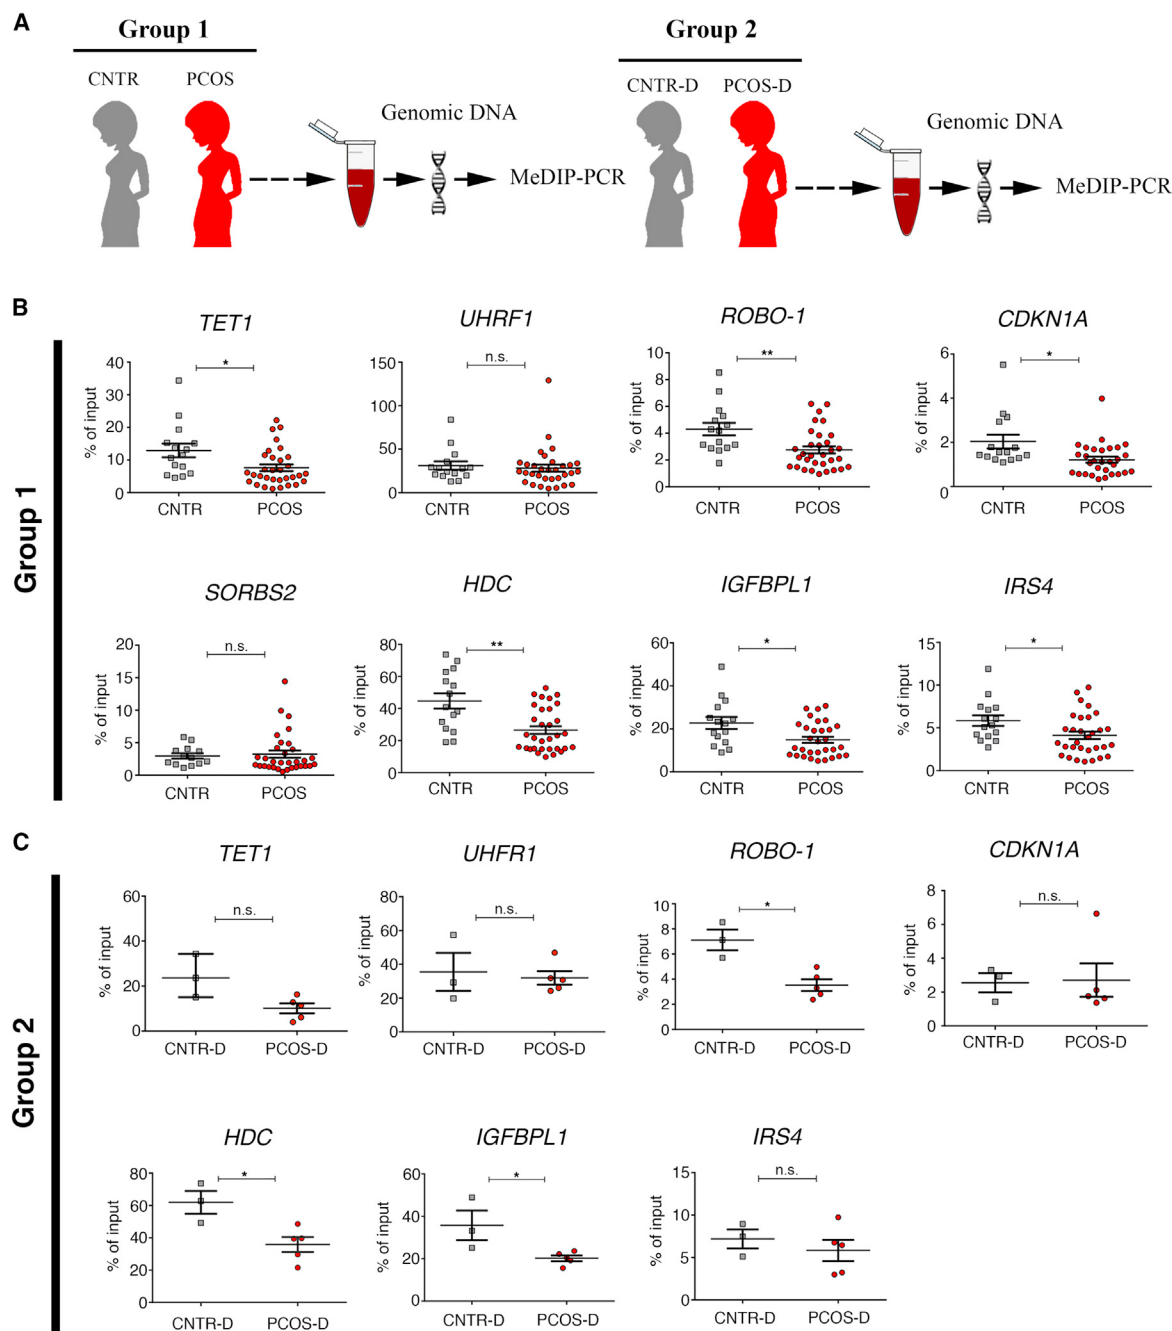

**Figure 7. Common epigenetic signatures in human blood samples from women with PCOS**

(A) Schematic illustration of the experimental design. Genomic DNA was isolated from blood samples of a case-control study comprising two cohorts of women. Group 1: women with and without PCOS (CNTR). Group 2: post-pubertal control daughters born to mothers without PCOS (CNTR-D) and daughters with PCOS born to mothers with PCOS (PCOS-D). Methylated DNA immunoprecipitation using antibody against anti-5mC, followed by PCR (MeDIP-PCR) using specific primers against the genes listed in (B) and (C) was performed in the two groups.

(B) MeDIP-PCR analyses in CNTR women (n = 15) and women with PCOS (n = 32).

(C) MeDIP-PCR analyses in daughters from the control group (CNTR-D, n = 3) and daughters with PCOS of women with PCOS (PCOS-D, n = 5).

Data are presented as mean  $\pm$  SEM. Unpaired two-tailed Mann-Whitney U test. \*p < 0.05; \*\*p < 0.005; n.s. not significant.

that maintenance of the methylation machinery is a crucial event in the inheritance of PCOS.

We speculate that a global loss of DNA methylation, particularly in promoter-TSS and upstream-promoters, could be

responsible for genomic instability in the disease condition. Consistently, a genome-wide DNA methylation study on umbilical cord blood reports a prevalence of hypomethylation in women with PCOS compared with unaffected women

(Lambertini et al., 2017). As genomic instability is highly correlated with DNA damage, excessive DNA demethylation could be thus associated with impaired DNA damage repair. This is in line with many reports describing a strong association between PCOS and malignancies, such as ovarian and endometrial cancer (Escobar-Morreale, 2018), and suggest that a higher predisposition to cancer detected in women with PCOS could be due to altered DNA methylation landscapes.

Mechanistically, we identify a significant hypomethylation in the locus of two key genes involved in DNA demethylation (*Tet1*) and DNA methylation maintenance (*Uhrf1*) in PAMH F3 ovaries compared with control ovaries of which our RNA-seq data show increased *Tet1* expression with a significant p value. Consistently, we find *TET1* significantly hypomethylated in blood samples of women with PCOS as compared with control women and a trend to a hypomethylation of this gene is also present in daughters with PCOS. As *TET1* is one of the family members of 5mC dioxygenases, which initiate demethylation, it is possible that the decreased levels of *TET1* methylation observed in women with PCOS could contribute to the preponderance of global DNA hypomethylation characterizing the disease.

In this study, we report that only 4 genes showed concordance between RNA-seq and methylation analyses in ovarian tissues of PCOS animals (*Robo-1*, *Sorbs2*, *Cdkn1a*, and *Hdc*). However, a far more complex relationship exists between DNA methylation and transcriptional processes, which can be regulated by other epigenetic mechanisms. Indeed, the methylation of the first exon is negatively correlated to gene expression in a more pronounced way than methylations of the promoter regions (Brenet et al., 2011). Moreover, previous studies suggest a permissive state of gene expression linked with low methylation, but not a linear inhibitory link with high methylation (Anastasiadi et al., 2018). Based on the canonical view of 5mC being a repressor of transcription (Deaton and Bird, 2011), our results indicate a mismatch between the methylation state and the level of gene expression for *Robo-1* and *Cdkn1a*. Considering that the most hypomethylated genes emerging from our analysis are related to chromatin remodeling and chromatin modification, it is likely that, besides DNA methylation, other epigenetic events, such as histone acetylation/methylation are modulated altering gene expression, which could in part explain the weak correlation that we observe between MeDIP-seq and RNA-seq. In line with these findings, histone acetylation alterations are present in various tissues of women with the disease (Qu et al., 2012; Vázquez-Martínez et al., 2019).

Remarkably, we report that several of the differentially methylated genes identified in ovarian tissues of PCOS mice of the third generation are also altered in blood samples from women with PCOS and from daughters of women with PCOS compared with healthy women. Six genes associated with DNA demethylation (*TET1*), axon guidance (*ROBO-1*), inhibition of cell proliferation (*CDKN1A*), inflammation (*HDC*), and insulin signaling (*IGFBPL1*, *IRS4*) are hypomethylated in women with PCOS as compared with controls, and three genes (*ROBO-1*, *HDC*, and *IGFBPL1*) are also hypomethylated in daughters diagnosed with PCOS. As the BMI of women with PCOS included in this investigation is not significantly different compared with controls, both in unrelated women and in CNTR-D and PCOS-D (Tables S2 and S3), and because several metabolic parameters (fasting insu-

lin, fasting glycemia, and triglycerides) are within the normal range in the PCOS groups, we can exclude a priori the contribution of metabolic alterations on the differential methylation landscape of women with PCOS versus control women. We should also note that control women recruited in this study are significantly older than women with PCOS (Table S2), raising the possibility of the existence of an age-dependent epigenetic effect. However, the observation that hypomethylation occurs in daughters with PCOS age-matched with control daughters (Table S3; age CNTR-D:  $24 \pm 4.4$ , PCOS-D:  $26 \pm 2.0$ ), in the same genes as those detected in blood samples of women with PCOS suggests that DNA methylation changes are mostly associated with the PCOS status rather than being influenced by age.

As DNA methylation epigenetic changes can precede phenotypic manifestation and display more stability than gene expression alterations (Kelly et al., 2010), the differentially methylated genes offer the opportunity to develop valuable diagnostic indicators for PCOS risk or prognostic indicators for the disease progression. Even more importantly, the reversible nature of epigenetic modifications makes them more “druggable” than attempts to target or correct defects in gene expression itself. Both hypermethylation and hypomethylation are involved in several disease conditions (Kelly et al., 2010). Several inhibitors of DNA methylation are currently approved for many pathologies by the US Food and Drug Administration (FDA) and have been in clinical use for many years (Kelly et al., 2010). However, at present, there are no FDA-approved therapeutic modalities that target hypomethylation. Here, we examined the therapeutic potential of SAM, a known natural agent causing methylation of several genes (Chik et al., 2014). To our knowledge, this is the first direct evidence for the potential therapeutic effect of SAM in a preclinical model of PCOS. Our investigation showed that SAM treatment can rescue the major PCOS reproductive neuroendocrine and metabolic alterations of PAMH F3 mice, thus highlighting the therapeutic potential of methylating agents as promising epigenetic therapies aimed at treating women with PCOS. We provide evidence that the methylating agent restores the aberrant expression of most inflammatory genes investigated in the ovaries as well as in metabolic tissues of PAMH F3 adult mice. Numerous studies show a causal link between low-grade inflammation and metabolic diseases, including T2D (Reilly and Saltiel, 2017). Moreover, the degree of inflammation correlates well with the severity of insulin resistance, T2D, and hyperandrogenism related to PCOS (González et al., 2006; Zhao et al., 2015). However, the precise triggers of PCOS-associated inflammation are poorly understood. Based on our findings we can speculate that the trigger for tissue inflammations could emanate from altered DNA methylation landscapes, which can be corrected by the SAM.

Taken together, this study points to AMH excess during gestation as a detrimental factor leading to the transgenerational transmission of PCOS cardinal neuroendocrine, reproductive, and metabolic alterations and shed lights into the epigenetic modifications underlying the susceptibility of the disease while pointing to novel diagnostic tools and epigenetic-based therapeutic avenues to treat the disease.

### Limitations of study

In this study, we demonstrate the involvement of epigenetic changes at the ovarian level as drivers of the susceptibility of

PCOS across generations. However, we have not performed genome-wide DNA methylation and RNA-seq profiling of the hypothalamic tissue of control and PCOS animals. Hence, we cannot rule out that gene expression modifications and DNA methylation changes possibly affecting the hypothalamus of PCOS-like animals may also play a role in this phenomenon. Moreover, we have not fully assessed if SAM treatment can also normalize the reproductive deficits of PAMH animals.

Future studies, using genome-wide DNA methylation approaches, in combination with preclinical phenotypic investigations, are also necessary to determine whether re-methylation after the epigenetic treatment could potentially drive adverse secondary phenotypic effects at long term. Finally, our clinical investigation identifies methylome markers in the blood of women with PCOS as possible diagnostic landmarks and candidates for epigenetic-based therapies. However, these markers need to be confirmed in larger cohorts of patients, segregating endocrine and metabolic characteristics related to risk and severity of PCOS, to suggest their use as an effective personalized screening and treatment intervention.

## STAR★METHODS

Detailed methods are provided in the online version of this paper and include the following:

- **KEY RESOURCES TABLE**
- **RESOURCE AVAILABILITY**
  - Materials availability
  - Data and code availability
- **EXPERIMENTAL MODEL AND SUBJECT DETAILS**
  - Human studies
  - Mouse models
- **METHOD DETAILS**
  - Prenatal anti-Müllerian hormone (PAMH) treatment
  - Mouse breeding scheme and feeding paradigm to generate F1–F3 offspring
  - Assessment of phenotype, estrous cycle, and fertility
  - Ovarian histology
  - LH and T ELISA assays
  - Body weight and composition
  - Measurement of fasting blood glucose and insulin level
  - Glucose and insulin tolerance tests
  - Optical clearing of mouse pancreas
  - Light-sheet imaging
  - Immunohistochemistry on pancreatic sections
  - Image acquisition and analysis
  - RNA extraction and RT-qPCR
  - RNA libraries and sequencing
  - MeDIP
  - MeDIP-seq - libraries construction and sequencing
  - Methyl donor S-adenosylmethionine (SAM) treatment
- **QUANTIFICATION AND STATISTICAL ANALYSIS**

## SUPPLEMENTAL INFORMATION

Supplemental information can be found online at <https://doi.org/10.1016/j.cmet.2021.01.004>.

## ACKNOWLEDGMENTS

We thank M.-H. Gevaert (histology core facility of Lille), J. Devassine and Yann Lepage (animal core facility, BICeL core facility of Lille, University of Lille, CNRS, INSERM, CHU Lille, Institut Pasteur de Lille, US 41-UMS 2014-PLBS, F-59000 Lille, France), and the IGBMC core facility of Strasbourg for expert technical assistance. This work was supported by the European Research Council (ERC) under the European Union's Horizon 2020 research and innovation program (ERC-2016-CoG to P.G., grant agreement no. 725149/REPRO-DAMH); Institut National de la Santé et de la Recherche Médicale (INSERM), France (grant number U1172 to P.G. and V.P.); Centre Hospitalier Régional Universitaire, CHU de Lille, France (Bonus H to P.G. and Ph.D. fellowship to N.E.H.M.); Fondation pour la Recherche Médicale, France (FRM, fellowship to I.P.); Centre National de la Recherche Scientifique (CNRS), France; and Université de Strasbourg, France (to A.-L.B.).

## AUTHOR CONTRIBUTIONS

How the deposited data were processed for this re-analysis (not part of the article)

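Ovarian RNA from 3 CNTR and 4 PAMH F3 mice, taken at diestrus on postnatal day 60, was sequenced by the authors, with a library of its own for each mouse. Reads were mapped to mm10 with STAR and counted with HTSeq-count in union mode on uniquely aligned reads. The authors deposited the resulting counts per gene, raw and without normalization, with 5 summary lines per library for reads that were not assigned to a gene. The summary lines were left out of every test. The paper's text does not name the Ensembl release behind the counts. The deposited counts equal the raw counts printed in Data S1 for 588 of the 588 genes in the part of that table used here, and counts normalized by DESeq2's median-ratio size factors differ from those in the same part by at most 0.000487%.

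Of the 55487 gene identifiers, 55394 were matched to GENCODE M21, and 33791 had at least 1 count in any library. Gene counts summed to between 32158174 and 35485021 per library. The 10 genes with the most counts took between 3.84% and 4.57% of a library, and between 5.82% and 7.37% of the alignments fell outside annotated genes. Levels are given with the spread between mice, as an SD over libraries. The standard errors of the log2 fold changes come from edgeR's fit with 2 surrogate variables, as the size of the log2 fold change divided by the square root of F. In that design, the CNTR libraries held 0.487 of the 3 residual degrees of freedom. These standard errors therefore hardly measure the spread between CNTR mice. Among the 55 genes fixed by the rule given below, the lowest count in a library was 57. Gm4750, named in addition, had between 1 and 3 counts in 4 libraries.

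Groups were compared with edgeR 4.0.16 in R 4.3.3 by the quasi-likelihood F test (robust fitting off) on TMM-normalized counts of the 18779 genes kept by filterByExpr with a minimum count of 10. Surrogate variables came from svaseq in sva 3.50.0 on median-ratio normalized counts of genes with a mean above 1, with the group in the full model and an intercept in the null model. The number of surrogate variables, 2, was estimated by num.sv with its default method, 20 permutations and random seed 1, and was limited to 3. P values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05, since IHW was not used here. After the group and the surrogate variables, 3 residual degrees of freedom remained. DESeq2 1.42.0 was used for the Wald test, for size factors and for the regularized logarithm. Gene-level comparisons of RPK, of PCA scores and of CPM used exact permutation tests over the 35 divisions of the libraries into 3 and 4. RPK values were adjusted over the 11 genes of Figure 3I–3L. Correlations across the 7 libraries were tested over the 5040 orders of 7 values.

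The genes named in the text were fixed by a rule set before the data were examined. They are 55 genes in all, namely those that the paper names for the ovarian RNA-seq or shows in Figure 3D, Figure 3I–3L, Figure 4F and Supplementary Figure 5, with Tet1, Uhrf1 and Rela included. The rule also included genes past the threshold with groups that did not overlap, of which there were 0. Gm4750, Sema6c, Zbtb16, Lmna, Ifi204 and the neighbors of Ide were named after their values were seen.

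The alternatives set before the data were examined changed the number of surrogate variables (0, 1 or 3), the tool (DESeq2 with the same surrogate variables, with a normal prior, and without surrogate variables), the normalization (median-ratio size factors in edgeR), the filter on low counts (none, or at least 10 counts in every library), robust fitting, a block for the replicate number, and the libraries (each left out in turn). An alternative of 2 surrogate variables, set before the data were examined, is the setting used throughout. A further 3 alternatives were chosen after seeing the data. They are edgeR's quasi-likelihood fit with bias-adjusted deviances, edgeR's likelihood-ratio test with the same surrogate variables, and a correction for GC content and transcript length without surrogate variables. The PCA was repeated on the 500 most variable genes and on log2 CPM with a prior count of 2.

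The edgeR and DESeq2 tests were checked on simulated data of the same size with 200 changed genes. Among the changed genes that were tested, edgeR's test called 36% at a log2 fold change of 0.5, 75.1% at 1 and 96.9% at 2, and DESeq2's test called 48%, 72.5% and 90% at these sizes. In 4 simulated sets without a difference between groups, edgeR called between 0 and 2 genes and DESeq2 between 16 and 24. The simulated counts were drawn from edgeR's model fitted to these libraries, with its surrogate variables and dispersions. Mixed divisions of the real libraries gave DESeq2 from 0 to 1066 genes, with a median of 44. The simulation therefore does not hold all the variation of the real libraries, and the shares called in it may overstate the power of the tests. Sequences similar to Gm4750 were searched with blastn 2.17.0. The MeDIP-seq data, the qRT-PCR measurements and the DAVID, KEGG and STRING results were not analysed here.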

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

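All tests in this part were chosen after the results were seen, and so was the limit of 0.5 on the size of a correlation, under which it was taken as unrelated if it also held without the 2 farthest libraries. In each of 58 results, the 4 PAMH F3 libraries were checked for a library far from the other 3 by the ratio of its gap to the range of the group, against Dixon's critical value for 4 libraries. Such a library was found in 7 results, where chance gives about 2.9. The replicates of a group share their condition, so that no biological explanation was tested for a library that stands apart within it.

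In Jund, PAMH F3 replicate 3 was at 8.54 CPM and the others between 4.43 and 4.48 CPM (ratio 0.986). In Romo1, the same library was at 16.8 CPM and the others between 6.52 and 7.47 CPM (ratio 0.908). A candidate explanation is GC content bias, tested as the correlation over the 7 libraries between a gene's log2 CPM and the slope of each library's expression on the GC content of the genes. For Jund, Pearson's r was 0.957 (exact permutation p = 0.006, adjusted over 14 relations 0.042) and Spearman's rho was 0.75 (exact permutation p = 0.0663), and r was 0.615 without the 2 libraries farthest from the median slope. For Romo1, Pearson's r was 0.975 (exact permutation p = 0.001, adjusted 0.014), Spearman's rho was 0.964 (exact permutation p = 0.0028), and r was 0.83 without those 2 libraries. The relation of Jund therefore rests in part on CNTR replicate 2, which had the steepest slope, and the groups are too small to recompute either relation within them. For library size, r over the 7 libraries was -0.02 for Jund and 0.059 for Romo1, and without the 2 libraries farthest from the median size it was 0.719 and 0.731, so that library size is not ruled out in the other libraries. GC content bias remains for both genes, with the limit that a direct correction for GC content and length left much of the difference between the groups in both (Other observations).

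The other 5 genes showed no relation that passed adjustment. Over their relations and those of Jund and Romo1 with library size, 12 in all, exact permutation p values ran from 0.163 to 0.982 for Pearson's r and from 0.167 to 1.0 for Spearman's rho, which lay between -0.607 and 0.607. Without the 2 farthest libraries, r ran from -0.81 to 0.731. In Prkab2, PAMH F3 replicate 4 was at 148 CPM and the others between 123 and 124 CPM (ratio 0.947), with r = -0.157 for the GC slope and -0.104 for library size. In Zfp469, PAMH F3 replicate 1 was at 7.14 CPM and the others between 3.29 and 3.85 CPM (ratio 0.855), with r = 0.318 for the GC slope and 0.084 for library size. For these 2 genes both values of Pearson's r were under the limit over the 7 libraries. For library size, however, Spearman's rho was -0.607 for Prkab2 and 0.571 for Zfp469, and r without the 2 farthest libraries was -0.632 and 0.68. Library size is therefore not ruled out for either gene. In Zfp469 this rests on rho, since r without the 2 farthest libraries leaves out PAMH F3 replicate 1 itself. Other technical explanations were not tested.

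In Fgfbp3, PAMH F3 replicate 1 was at 10.6 CPM and the others between 13.6 and 14.0 CPM (ratio 0.891), with r = -0.567 for the GC slope and 0.137 for library size. In Stc1, PAMH F3 replicate 3 was at 132 CPM and the others between 67.4 and 73.4 CPM (ratio 0.906), with r = -0.131 for the GC slope and 0.555 for library size. In Gm16485, PAMH F3 replicate 4 was at 12.5 CPM and the others between 17.6 and 17.8 CPM (ratio 0.956), with r = 0.014 for the GC slope and 0.591 for library size. Without the 2 farthest libraries, r for the GC slope was -0.81 in Fgfbp3, -0.711 in Stc1 and -0.416 in Gm16485, and r for library size was -0.608, -0.387 and -0.011. The 2 farthest libraries were CNTR replicate 2 and PAMH F3 replicate 3 for the GC slope, and PAMH F3 replicates 1 and 3 for library size. Those values of r therefore leave out the library that stands apart in Stc1 and, for library size, in Fgfbp3. For the GC slope, r was negative in both genes. Against that sign, PAMH F3 replicate 1, the lowest PAMH F3 library in Fgfbp3, had a low slope (-0.0803). PAMH F3 replicate 3, the highest in Stc1, had a high slope (0.0495). No conclusion is drawn on GC content bias in these 2 genes, or on library size in Fgfbp3. Library size cannot be told apart as an explanation in Stc1 and Gm16485, where the relations rest on the 2 farthest libraries.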

How the results depend on the processing

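The alternatives described for the processing numbered 21, of which 18 were set before the data were examined and 3 were chosen after seeing them. In edgeR's quasi-likelihood test with all 7 libraries, 0 genes passed the threshold, and 1432 had an unadjusted p under 0.05. The count was also 0 in 14 of the alternatives, with between 442 and 1663 genes at an unadjusted p under 0.05. In the 7 fits that each left out one library, it ran from 0 to 37 genes, with 0 to 7 higher in PAMH F3, 0 to 30 lower, and 0 to 16 of the paper's 102 genes. It was 37 without CNTR replicate 1, 31 without PAMH F3 replicate 1 and 0 in the other 5 fits.

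With DESeq2's Wald test and the same surrogate variables, 101 genes passed (46 higher and 55 lower in PAMH F3), and 88 of them were among the paper's 102. A normal prior on the fold changes gave 120 (41 higher and 79 lower), 91 of them among the 102. DESeq2 without surrogate variables gave 6 genes, 0 higher and 6 lower, of which 5 were among the 102. With no filter on low counts, edgeR's test gave 8 genes (4 higher and 4 lower), and all 8 were among the 102. The likelihood-ratio test, chosen after seeing the data, gave 116 (50 higher and 66 lower), with 84 among the 102. The cause of these changes was not tested.

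Adjusted over the paper's 102 genes alone, 102 passed in the fit with 2 surrogate variables. This count was 49 without surrogate variables, 60 with DESeq2 without surrogate variables, 59 after the correction for GC content and length without surrogate variables, and from 80 to 102 across the 7 fits that each left out one library. In the remaining alternatives it was at least 88, apart from the replicate block. These counts show no stability, since the list is the paper's own calls on the same libraries, and the cause of the lower counts was not tested.

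Libraries of different groups that share a replicate number come from different mice. With the replicate number as a block and no surrogate variables, 0 genes passed the threshold (442 at an unadjusted p under 0.05), and 50 passed when adjusted over the 102 genes alone. The deviations of same-numbered libraries from their group means had a mean correlation of -0.019 across genes, which are not independent replicates.

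Of the 55 named genes, 0 passed the threshold in edgeR's test with all libraries. DESeq2 with the same surrogate variables put 46 past it, the normal prior 48, the likelihood-ratio test 45, no filter on low counts 8, DESeq2 without surrogate variables 4, leaving out CNTR replicate 1 9, and leaving out PAMH F3 replicate 1 12. In the other alternatives the count was 0. Changes of direction were found for 3 of the named genes. The log2 fold change of Uhrf1 was 0.0045 with all libraries, -0.0029 with at least 10 counts in every library, and from -0.1214 to 0.2162 across the 7 fits that each left out one library. That of Rela was -0.0087, 0.0849 after the correction for GC content and length, and from -0.1731 to 0.0161 with one library left out. Gpc3 was at -0.32, and from -0.3828 to 0.0123 with one library left out. The cause was not tested.

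The differences on PC1 and PC2 and the RPK values stayed short of the threshold in every alternative run. With a library left out, they could not have passed it, since the smallest exact permutation p is 0.0667 without a CNTR library and 0.1 without a PAMH F3 library. Exact permutation p values ran from 0.3 to 0.8 on PC1 and from 0.114 to 1 on PC2. For RPK, 0 of the 11 genes passed and 11 had a higher mean in PAMH F3 with TMM-normalized CPM per kilobase and with each library left out. After adjustment over 11 genes, a design with 35 divisions can pass the threshold only where several genes reach the smallest p, so the RPK count shows little stability.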

Differences from the paper's values

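The paper reports 102 differentially expressed genes, 54 downregulated and 48 upregulated. In edgeR's test, 0 genes were differentially expressed, 0 downregulated and 0 upregulated, and 1432 had an unadjusted p under 0.05. Among the alternatives set before the data were examined, DESeq2's Wald test with the same surrogate variables (101 genes, 55 lower and 46 higher) and the same test with a normal prior (120 genes, 79 lower and 41 higher) came within 1.5 times the paper's counts, and the others did not. The likelihood-ratio test, chosen after seeing the values, also did (116 genes, 66 lower and 50 higher).

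For Tet1, the paper's adjusted p is 0.36 and that of edgeR's test was 0.542. The alternatives set before the data were examined that came within 1.5 times the paper's value were 3 surrogate variables (0.439), DESeq2 with the same surrogate variables (0.412), the same with a normal prior (0.312), leaving out CNTR replicate 3 (0.467) and leaving out PAMH F3 replicate 1 (0.313). The others did not. Chosen after seeing the values, the fit with bias-adjusted deviances (0.534) and the likelihood-ratio test (0.346) also came within it. The adjusted p ran from 0.174 to 1.0 over the 21 alternatives.

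In Fig. 3L, read by eye, the paper's mRNA level of Thbs1 is about 800 RPK in CNTR and about 1100 RPK in PAMH F3, and that of Masp1 is about 5900 RPK in CNTR and about 8100 RPK in PAMH F3. The deposited counts gave 5928 and 8087 RPK for Thbs1, and 785 and 1115 RPK for Masp1. None of the fits that left out a library closed these gaps. The values read for each of these genes are near those computed for the other. An exchange of the genes in the figure or in its reading would account for the gaps, and it was not checked further. The readings were made when the computed values were already known. TMM-normalized CPM per kilobase has another unit and was not compared.

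The paper's log2 fold changes in Supplementary Figure 5 differed from those of edgeR's test in 8 genes by more than the spread between replicates. DESeq2 with a normal prior closed the gap in each of these genes but Scx. The paper's text does not say whether its fold changes hold such a prior, so these gaps may reflect a difference of measure. For Tnfrsf12a and Jund, the copy of Supplementary Figure 5 used here gives larger falls than Data S1, where both are at -0.64. Those larger falls break the order of the list by fold change, and the values of Data S1 keep it. A misreading in the copy is therefore likely, and no inconsistency of the paper is concluded from it. Against Data S1, the gap of Tnfrsf12a, at -1.04 in edgeR's test, also exceeded the spread (0.25), and that of Jund did not. For Ptgs2, the paper's value is 0.5 and edgeR's was 0.86. The gap was closed, among the alternatives set before the data were examined, by no surrogate variables (0.70), 1 surrogate variable (0.71), DESeq2 with a normal prior (0.37), DESeq2 without surrogate variables (0.70), the replicate block (0.83), and leaving out CNTR replicate 1 (0.57), PAMH F3 replicate 1 (0.83) or PAMH F3 replicate 3 (0.78), and the correction for GC content and length, chosen after seeing the values, also did (0.60). For Fmnl3, the paper's value is -0.53 and edgeR's was -0.89. The gap was closed by no surrogate variables (-0.80), 1 surrogate variable (-0.82), DESeq2 with a normal prior (-0.39), DESeq2 without surrogate variables (-0.81), the replicate block (-0.84), and leaving out CNTR replicate 1 (-0.82), PAMH F3 replicate 2 (-0.83), PAMH F3 replicate 3 (-0.80) or PAMH F3 replicate 4 (-0.81), and by the correction for GC content and length, chosen after seeing the values (-0.79).

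For Mid1, the paper's value is 0.44 and edgeR's was 0.84, and DESeq2 with a normal prior (0.30), the replicate block (0.65) and leaving out CNTR replicate 1 (0.66) closed the gap. For Zfp469, the paper's value is -0.5 and edgeR's was -1.38, and the same 3 alternatives closed the gap, with -0.33, -1.07 and -0.74. For Cdkn1a, the paper's value is -0.6 and edgeR's was -0.83, and DESeq2 with a normal prior (-0.47) and leaving out PAMH F3 replicate 3 (-0.74) closed the gap. For Cryba4, the paper's value is -0.55 and edgeR's was -1.41, and for Gm19705 the paper's value is -0.49 and edgeR's was -1.18, and in both only DESeq2 with a normal prior closed the gap (-0.35 and -0.33). For Scx, the paper's value is -0.55 and edgeR's was -0.89, and none of the alternatives closed the gap. In Data S1, the paper's log2 fold change of Timp1 is -0.374 and edgeR's was -1.27, and DESeq2 with a normal prior (-0.24) and leaving out PAMH F3 replicate 3 (-0.99) closed the gap. In each of these genes, the alternatives not named left the gap open. For Gm4750, Data S1 gives 0.017 and edgeR's test gave 7.17. The gaps of Gm4750 and Tnfrsf12a to Data S1 were not compared across the alternatives.

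Figure 3I–3L marks each of its genes as significant after adjustment, whereas 0 of the 11 genes passed in edgeR's test or in the permutation test on RPK. After adjustment, a gene could pass that permutation test only where several of the 11 genes reached its smallest p. The permutation test also holds no surrogate variables, whereas the paper's model takes unwanted variation into account. Its count of 0 is therefore no evidence against the paper's marks. DESeq2 with the same surrogate variables called 9 of these 11 genes. It did not call Sgms2 (adjusted p 0.0696), Dgkh (0.0575), Cst3 (0.172), Hdc (0.103), Rn7sk (0.0777) or Romo1 (0.0861), which the paper lists among its 102 genes. The normal prior called Rn7sk and Romo1, leaving out CNTR replicate 1 called Cst3 and Rn7sk, and none of the 21 alternatives called Sgms2, Dgkh or Hdc. The settings that called named genes which the paper calls are those given for the 55 named genes in the part on the processing.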

Other observations

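The tests on gene length bias, on Ide with Fgfbp3, on Gm4750, on the correction of Jund and on the divisions that part same-numbered libraries were chosen only after the results were seen. For the correlations with the surrogate variables, the limit of 0.5 on their size and the adjustment over the 8 marker lists alone were also chosen after the values were seen.

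Groups of 3 and 4 can be formed from the 7 libraries in 35 ways, the real one included. In edgeR's test with surrogate variables estimated anew for each, the real division gave 0 genes past the threshold, so that all 35 divisions reach its count by definition and the comparison shows nothing, and the largest count was 123. The count at an unadjusted p under 0.05, 1432 genes for the real division, was reached by 14 of the 35, and the others ran from 389 to 3767. With DESeq2 and surrogate variables, 12 of the 35 divisions gave 101 genes or more, the real one included, and the other divisions ran from 0 to 1066 with a median of 44. The division with the most genes set CNTR replicate 2 and PAMH F3 replicates 2 and 3 against the rest. With DESeq2 without surrogate variables, 16 of the 35 gave 6 genes or more. In both DESeq2 tests, the number of genes is therefore not larger than what many mixed groups of the same libraries give. Among the 8 divisions that part every same-numbered pair, as the real one does, 8 (again by definition), 4 and 4 gave as many genes in edgeR's test and in DESeq2's test with and without surrogate variables, and with 8 divisions the share cannot fall under 0.05.

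With the group and 2 surrogate variables in the model, the leverage of a library on its own fitted value was 0.973, 0.77 and 0.771 for CNTR replicates 1 to 3, and 0.307, 0.273, 0.457 and 0.449 for PAMH F3 replicates 1 to 4. Without surrogate variables it was 0.333 for each CNTR and 0.25 for each PAMH F3 library. Of the 3 residual degrees of freedom, the CNTR libraries held 0.487 and the PAMH F3 libraries 2.51.

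Surrogate variable 1 varied within both groups, so that no condition of the design accounts for it. Cell composition of the dissected piece is a candidate explanation, tested with 8 lists of marker genes written before the test. The mean expression of 8 oviduct epithelium genes followed surrogate variable 1 across the 7 libraries with Pearson's r = -0.933 (exact permutation p = 0.0028) and Spearman's rho = -0.929 (exact permutation p = 0.0067), and r was -0.806 without the 2 farthest libraries. The adjusted p was 0.0224 over the 8 marker lists and 0.0672 over all 24 relations computed for the surrogate variables, so that the relation passes only in the narrower family. Other lists also lay above the limit without passing adjustment and cannot be told apart from it. They were granulosa cells (r = 0.741, exact permutation p = 0.0653, and -0.047 without the 2 farthest libraries), theca cells (r = 0.722, exact permutation p = 0.0708, and -0.037), adipocytes (r = -0.672, exact permutation p = 0.0938, and -0.78) and luteal cells (r = 0.509, exact permutation p = 0.247, and 0.286). GC content bias cannot be told apart as an explanation (r = -0.709, exact permutation p = 0.0431, adjusted over 24 relations 0.311, rho = -0.643, exact permutation p = 0.139), and r fell to 0.002 without the 2 farthest libraries, on which this relation rests. Gene length bias cannot be told apart either, with r = 0.764 for the slope of each library's expression on transcript length (exact permutation p = 0.046, adjusted over 24 relations 0.311, rho = 0.75, exact permutation p = 0.0663), and r was 0.794 without the 2 farthest libraries. The share of alignments outside annotated genes had r = 0.717 (exact permutation p = 0.0778), and 0.701 without the 2 farthest libraries. Library size was below the limit over the 7 libraries (r = -0.328, exact permutation p = 0.467) and above it without the 2 farthest (r = -0.75), so that it is not ruled out. For surrogate variable 2, the GC slope did not pass (r = 0.635, exact permutation p = 0.133) and cannot be excluded. The same holds for the closest marker list, theca cells (r = 0.529, exact permutation p = 0.217). Library size was below the limit (r = -0.214, exact permutation p = 0.657), also without the 2 farthest libraries (0.21). For the length slope, r was below it (-0.464, exact permutation p = 0.287, and 0.02 without the 2 farthest libraries). Spearman's rho for the length slope was above it (-0.536, exact permutation p = 0.236), so that gene length bias is not ruled out. The groups are too small to recompute these relations within them. None of the 8 marker lists passed the threshold between CNTR and PAMH F3 (smallest exact permutation p = 0.2, adjusted 0.857). With 35 divisions, a list can pass after adjustment over 8 lists only where several lists reach the smallest p. This test therefore cannot show that the groups are alike. The differences between the group means ran from -0.526 for adipocytes to 0.065 for granulosa cells.

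The expression of CNTR replicate 2 rose with GC content by 0.318 on the log2 scale per 10% of GC, and the slopes of the other libraries lay between -0.130 and 0.0495. Jund, Romo1 and Ier2 were each highest in that library. If GC content bias were the whole explanation, the difference in Jund might be expected to fall below 0.5 of its size after a correction for GC content and length. In the fits without surrogate variables, its log2 fold change went from -1.6139 to -0.9014, so that the correction reduced the difference and left more than that share of it. Under the same correction, the log2 fold change of Romo1 went from -1.43 to -1.12 and that of Ier2 from -1.04 to -0.74. A partial contribution of GC content to these genes may remain, given the correlations of Jund and Romo1 with the GC slope reported for the results above.

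Ide and Fgfbp3, on chromosome 19, moved together across the libraries (Pearson's r = 0.943). Both were higher in CNTR replicate 1 than in the other CNTR libraries. Of the 18778 other genes tested, 10 followed Ide as closely (0.05%). The pair was chosen because its members moved together, so these correlations carry no p value, and this share was fixed by the choice and cannot tell the pair apart from a shared mixture of cells. Copy number of a shared segment was tested on the 3 genes that lie between. Btaf1 followed Ide (r = 0.889), and Cpeb3 (r = -0.134) and March5 (r = -0.202) did not. This argues only against a gain of the whole segment in which the expression of every gene follows its copies. Copy number itself was not measured. A gain that covers Ide, Fgfbp3 and a part of the segment remains open, also as the source of the difference in Ide between the groups. A rearrangement that leaves out the genes between was not tested, and neither was a strain variant. In the design, Ide and Fgfbp3 were both higher in PAMH F3, and a shared regulation by the lineage cannot be told apart from the explanations that were not tested.

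Gm4750, on chromosome X, had 1067 counts in CNTR replicate 2, 755 in PAMH F3 replicate 2 and 994 in PAMH F3 replicate 3, and between 1 and 3 counts in the other 4 libraries. If reads shared with a similar gene were the explanation, another gene of the family might be expected to fall where Gm4750 is high, and none of the similar genes fell in that way. A later search found that Gm8464, also on chromosome X, is 99.955% identical over 2200 bases and had 0 counts in every library. Since reads that align to both genes are left out of the counts, reads shared between the copies cannot be told apart from a variant carried by some of the mice, and the latter was not tested.

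Uhrf1 and Rela, which the paper discusses for methylation and for other experiments, were at 42.0 ± 8.06 and 78.0 ± 9.95 CPM (SD, n = 3) in CNTR and at 43.7 ± 4.48 and 73.1 ± 4.60 CPM (SD, n = 4) in PAMH F3 on postnatal day 60. Their edgeR adjusted p values were 0.996 and 0.985.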
